# Effect of Neuroprotective Magnesium Sulfate Treatment on Brain Transcription Response to Hypoxia Ischemia in Neonate Mice

**DOI:** 10.3390/ijms22084253

**Published:** 2021-04-20

**Authors:** Bérénice Le Dieu-Lugon, Nicolas Dupré, Céline Derambure, François Janin, Bruno J. Gonzalez, Stéphane Marret, Arnaud Arabo, Philippe Leroux

**Keywords:** neonate brain, hypoxia–ischemia, magnesium, transcriptome, neuroprotection, preterm, mouse

## Abstract

MgSO_4_ is widely used in the prevention of preterm neurological disabilities but its modes of action remain poorly established. We used a co-hybridization approach using the transcriptome in 5-day old mice treated with a single dose of MgSO_4_ (600 mg/kg), and/or exposed to hypoxia-ischemia (HI). The transcription of hundreds of genes was altered in all the groups. MgSO_4_ mainly produced repressions culminating 6 h after injection. Bio-statistical analysis revealed the repression of synaptogenesis and axonal development. The putative targets of MgSO_4_ were Mnk1 and Frm1. A behavioral study of adults did not detect lasting effects of neonatal MgSO_4_ and precluded NMDA-receptor-mediated side effects. The effects of MgSO_4_ plus HI exceeded the sum of the effects of separate treatments. MgSO_4_ prior to HI reduced inflammation and the innate immune response probably as a result of cytokine inhibition (Ccl2, Ifng, interleukins). Conversely, MgSO_4_ had little effect on HI-induced transcription by RNA-polymerase II. De novo MgSO_4_-HI affected mitochondrial function through the repression of genes of oxidative phosphorylation and many NAD-dehydrogenases. It also likely reduced protein translation by the repression of many ribosomal proteins, essentially located in synapses. All these effects appeared under the putative regulatory MgSO_4_ induction of the mTORC2 *Rictor* coding gene. Lasting effects through *Sirt1* and *Frm1* could account for this epigenetic footprint.

## 1. Introduction

Magnesium appears to be a potent tool for the prevention of cerebral palsy and resulting disabilities when administered as MgSO_4_ to women in danger of preterm delivery before 33 completed weeks of gestation (GWs) [1,2,3,4]. Historically, MgSO_4_ used as a tocolytic did not prove to have efficiency in retarding delivery, but retrospectively it has shown neuroprotection effects at low doses [5,6]. The Mg^2+^ ion has innumerable biological targets e.g., as co-factor in nucleic acid biology, protein synthesis, enzymatic systems, or protein–protein interactions [7]. Its putative effects resulting in fetal neuroprotection are therefore very numerous, and its actual modes of action remain elusive. Given at neuroprotective (low) doses, MgSO_4_ has no deleterious side effects, which is a requirement for prophylactic treatment. However, owing to its large spectrum of putative effects, it appears necessary to strengthen the evidences of its harmlessness at neuroprotection doses, since high doses of MgSO_4_ have adverse effects at the cellular and whole-organism levels [8,9].

Pediatricians have detected diverse effects of prenatal MgSO_4_ in newborn presentation and behavior. Reports on cardiorespiratory function were somewhat controversial, showing no effect or depressant effect of antenatal magnesium [10,11]. It reduces heart rate but stabilizes blood pressure and reduces cerebral blood flow [10,12]. Overall, prenatal MgSO_4_ was shown to decrease the need to resort to intubation in very preterm births [13]. Finally, although MgSO_4_ supply has not been assessed as protective against bronchopulmonary dysplasia, hypomagnesemia was described as a risk factor [14].

Magnesium is mainly restrained in intracellular stores and circulating levels after bolus injection rapidly decrease due to near saturation of renal reabsorption pumps in physiological magnesemia conditions [15]. Antenatal magnesemia is high in the preterm and bolus MgSO_4_ resulted in a peak observed at delivery followed by a moderate hyper-magnesemia during the first 3 days of life in very preterm infants exposed in utero [16,17]. In neonatal mice, the clearance of Mg^2+^ appeared even faster since no hyper-magnesemia remained 12 h after a 600-mg/kg bolus injection [18]. Thus, the presence of MgSO_4_ in the mother and fetus organisms after a low bolus administration is fleeting at the blood level, whereas lasting neuroprotection is expected and in fact observed in the subsequent hours and days [15,19]. It is possible that intracellular stores are rapidly sequestrated, although this requires active and saturable mechanisms. One may therefore consider the possibility that transient Mg^2+^ elevation initiates some processes that predispose the fetus against prospective noxious experiences, such as preterm birth and related consequences, somewhat as may proceed a pre-conditioning. Indeed, in animal studies, Mg^2+^ supplementation prevents maternal inflammation and offspring cerebral injuries [20,21,22].

It is likely that prenatal Mg^2+^ supplementation exerts neuroprotection via systemic and central effects. It has been suggested that direct effects at the fetal brain level occur through calcium antagonism and/or glutamate N-methyl-*D*-aspartate type glutamate receptor (NMDA) blockade [23]. Inflammation in the mother or consecutive hypoxia–ischemia is a major trigger of neonatal brain lesions and magnesium exerts anti-inflammatory activity in human or animal neonates [24,25]. MgSO_4_ pretreatment provided neuroprotection in the Rice and Vannucci experimental paradigm modeling hypoxia-ischemia (HI), and in the excitotoxic model of ibotenic acid injection [26,27]. In these models, the effects of MgSO_4_ do not account for maternal-mediated effects, suggesting direct effects in the neonate brain and improved delayed behavior [18,28]. In the 5 day-old mouse brain, HI provoked an early onset of coordinated gene inductions (repressions) 3 h to 12 h after insult, affecting transcription regulation at the RNA-polymerase-II complex, inflammation, cell death, and angiogenesis. In parallel, convergent gene repression affected many genes encoding for cholesterol metabolism enzymes and synaptic actors [29]. The causal factors of long-term deleterious consequences among these regulations are likely to be explored in the field of inflammation as well as its interaction with development [30,31,32].

Magnesium may affect a plethora of factors and interferes with HI [7,33,34]. In light of our previous description of the strong effects of HI on the transcription pattern in P5 mice, the Rice and Vannucci model appeared to be a simple approach for an overview of mechanisms recruited in sole treatment with MgSO_4_, and of its modulation of HI-effects [29]. Neonatal mice at 5 days post-birth (P5) are usually considered a suitable model to explore brain development and injuries of human preterm born between 28 and 34 GW [35,36]. A further demonstration that the insult sensitivity of P5 and P10 mouse brains accurately mimicked preterm neonates and term infant brains was obtained through magnetic resonance imaging and histology after HI using the Rice and Vannucci model. In fact, P5 mice only showed white matter hypersignal and microglial activation. Moreover, age-dependent memory or social behavior defects were observed in adults [28,37].

The period of special white matter vulnerability is the recommended therapeutic window of MgSO_4_ use (before 33 GW) for preterm prophylactic neuroprotection [38,39]. This study had dual goals—(i) the description of the proper effects of MgSO_4_ single bolus injection at P5 in mice, investigated at the transcription level in short delays and at the behavior level in grown-up mice, (ii) the identification of the MgSO_4_ interference with HI-induced transcription effects and with spontaneous developmental transcription evolution.

## 2. Results

Transcriptome analyses were performed on the basis of three independent experiments. Experiment 1 compared the effects of single MgSO_4_ injection to phosphate buffered saline (PBS) injection, Experiment 2 compared the effects of MgSO_4_ or PBS injection prior to HI, and Experiment 3 compared the effects of HI compared to control mice (Figure 1). 

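In Experiment 1, RNA pooled from 6 brain hemispheres of mice given MgSO4 (600 mg/kg) was labelled with Cy5, RNA pooled from control mice was labelled with Cy3, and each pair was hybridized to a single Agilent whole mouse genome array. For the injections, the sample labels give the subcutaneous route and controls given PBS, while the methods give the intraperitoneal route and untreated controls. Whether the ratios include an effect of the injection is therefore not settled. The deposited data hold 4 arrays at 3 h, 7 at 6 h, 4 at 12 h and 4 at 24 h, where the methods give 3 independent samples per time point. The 1 h 30 min time point was not analysed here. The authors deposited spot intensities from Feature Extraction, background-subtracted and dye-normalized by LOWESS. The log2 ratio of Cy5 to Cy3 was computed from these signals, without the spots the software marked as outliers. Probes well above background in either channel on at least 66.7% of a time point's arrays were tested, 17665 to 18672 per time point. The mean log2 ratio was tested against 0 with limma, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of 1.5 or more. No array has the dyes exchanged, so a dye effect of a probe is part of its ratio. The number of arrays limits the precision. The paper's text does not name the arrays behind its lists, so the means of every subset of arrays were compared with the fold changes of Table S1A. At 6 h, replicates 1, 2 and 6 gave 617 of 1271 published values within 0.1%, and the next of 127 subsets gave 19. At 3 h, replicates 2, 3 and 4 gave 28 of 54. At 12 h, replicates 1, 2 and 4 gave 14 of 22, and at 24 h the replicates of the same numbers gave 5 of 8. These are named the paper's arrays in what follows. Replicate 1 at 3 h, replicates 3, 4, 5 and 7 at 6 h, and replicate 3 at 12 h and at 24 h were not in the best matching subsets, and the paper's text gives no reason for leaving them out. Across probes, the 6 h replicates 1, 2 and 6 correlated with each other at 0.62 to 0.91 and replicates 3 and 7 at 0.61, while these 2 sets of arrays correlated with each other at -0.28 to -0.49. All 7 arrays carry the same channel labels, so the direction of the 6 h ratios is not settled by the arrays themselves. The labels and the methods place MgSO4 in Cy5 on all of them. Shares with the sign of the ratios turned are given below for an exchange on every array, which neither the labels nor the methods give.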

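In Experiment 2, the paper compares mice given MgSO4 before HI (MgHI) with mice given PBS before HI, on 3 arrays at 3 h and 3 at 12 h. The methods and the deposited channel labels place MgHI in Cy5, while Figures 1 and 2 place it in Cy3. The published fold changes of list ② equal Cy3 over Cy5 for 103 of 657 genes at 3 h and for 9 of 657 at 12 h within 0.1%, and Cy5 over Cy3 for 0 genes at both times. Values are therefore given as higher in Cy5 or higher in Cy3, and which channel held MgHI is not settled here. The sample titles name uninjured mice given MgSO4 as the reference of these arrays, but the inflammation genes were higher in Cy3 than in the controls of Experiment 3, by median log2 differences of 1.18 at 3 h and 1.52 at 12 h. The arrays were processed as those of Experiment 1, with 19288 probes tested at 3 h and 19302 at 12 h.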

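In Experiment 3, pools from mice after HI (Cy5) were compared with control pools (Cy3) on 3 arrays at 3 h and 3 at 12 h, with 18953 and 18964 probes tested. The treatment label of the Cy5 sample names MgSO4 on all of these arrays, against their titles, their Cy5 source and the paper. They were taken as HI without MgSO4, and every value after HI rests on this. The fold changes of list ③ matched the means of all 3 arrays for 50 of 685 genes at 3 h and for 170 of 685 at 12 h, as Cy5 over Cy3. The largest mean log2 ratios among the genes called at 3 h with 1 sign on every array were those of Fos (5.52 ± 0.37, SD, n = 3 arrays), Cxcl10 (4.39 ± 0.73), Ccl4 (4.03 ± 0.86), Fosb (3.63 ± 0.47) and Atf3 (3.57 ± 0.11).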

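For comparisons across experiments in a single channel, the log2 Cy3 signal of each array was centred on the array's 75th percentile. The Cy3 samples of Experiment 2 were then compared by limma with the Cy3 controls of Experiments 1 and 3 of the same time, 3 arrays against 7. The controls of the experiments were hybridized on different slides. Compared with each other in the same way, the controls of Experiment 3 and those of Experiment 1 differed in 2006 genes at 3 h and in 5183 genes at 12 h.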

The comparison of the 3 experiments was performed using the combination of two-color and one-color analyses of hybridization data detailed in Section 4.3 (Figure 2).

### 2.1. Effects of Single-Injection MgSO_4_ on Transcription

A total of 1411 genes exhibited significant alteration of expression, at least at one time point from 90 min to 24 h after injection. 

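On the paper's 6 h arrays, limma called 733 genes as induced and 1764 as repressed, so that repressions made up 70.6% of the calls, or 29.4% with the sign of the ratios turned. On all 7 arrays it called 3 inductions (Stat5a, Syt15 and Rps14) and 2 repressions (Trim16 and Cntrob), a share of 40.0% repressions, or 60.0% with the sign of the ratios turned. These 5 genes were named because they are the whole list, after their values were seen.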

Two-fold more repressions (*n* = 973) than inductions (*n* = 447) were recorded. 

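Of the genes called on the paper's 6 h arrays, 3 (Icmt, Kmt5b and Trio) had probes called in both directions. Kalrn had a probe with a mean log2 ratio of -0.87 ± 0.15 (SD, n = 3; adjusted p = 0.0164, limma) and another at 0.65 ± 0.57 (adjusted p = 0.0915). Over all 7 arrays the same probes had means of -0.24 ± 0.78 and 0.77 ± 0.80 (limma adjusted p = 0.714 and 0.269). Both probes of Celf4 that were tested were negative on the paper's arrays, at -0.74 and -0.53.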

Nine genes appeared in the induction and repression lists; with seven at the 6 h time point, revealed by separate probes, suggesting alternative splicing (*Atp1a3, Aut2, Celf4, Kalrn, Psd3, Tenm4, Tln2*), and two exhibiting successive opposite variation (*Dmtn, Septin3*) (Table S1A). The time course study revealed a wave of transcription inductions and repressions peaking after 6 h and including 1322 genes (93.7% of the total list in 24 h) (Figure 3A). 

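By the t-test of the methods at an unadjusted p under 0.05 and a fold change of 1.5 or more, the paper's arrays gave 149 genes at 3 h, 1730 at 6 h, 144 at 12 h and 97 at 24 h. With limma and adjusted p they gave 0, 2494, 0 and 3 genes, and the methods' test with Benjamini-Hochberg adjustment gave 0 at 6 h. With all deposited arrays, limma called 0 genes at 3 h, 5 at 6 h, 0 at 12 h and 1 (Gm12886) at 24 h, and 182, 269, 640 and 175 genes at an unadjusted p under 0.05. The methods' t-test, unadjusted, gave 113, 190, 214 and 73 genes on all arrays. The setting that moved the 6 h count most was the choice of arrays. Of the 35 sets of 3 arrays that the 7 arrays at 6 h allow, the paper's set gave the most genes by either test. The others gave 76 to 1219 genes by the methods' t-test, with a median of 148, and at most 431 by limma, with 0 in 25 of them. A difference between time points was tested directly in a limma fit over all 4 times. With all arrays, 0 genes differed between 6 h and 3 h, 1 (Cntrob) between 6 h and 12 h, and 0 between 6 h and 24 h. On the paper's arrays these counts were 1552, 2977 and 0. From its time course, the paper describes a wave of inductions and repressions with its peak at 6 h.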

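The genes called by limma on the paper's 6 h arrays had a median log2 ratio of 0.71 when induced (731 genes, a 1.64-fold change) and of -0.85 when repressed (1763 genes, a 1.80-fold change). A permutation of the direction over genes gave p = 1e-05, the smallest that 100000 resamples can give, and genes are not independent replicates. With all 7 arrays the difference was reversed, with medians of 1.25 for 3 inductions and -0.86 for 2 repressions (permutation p = 0.400).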

The median fold change (FC) amplitude was significantly lower for inductions (1.68; Q1 = 1.64−Q3 = 1.80) than for repression (−1.82; Q1 = −2.02−Q3 = −1.65; *p* < 0.0001; according to the Mann–Whitney test) (Figure S1A).

#### 2.1.1. Up Keywords

The highest enrichments of UP_keywords (seKws) specific to list A were noted for “synapse,” “neurogenesis,” and “cell junction” (Table 1). Looking at neurogenesis one could note many genes coding transcription factors, membrane associated scaffolding and cue proteins, neurotrophin transmission associated proteins. The cell junction list included all seKws associated to synapses and had 20% of genes in common with the cytoskeleton list. Enrichment of these seKws, also exhibiting very low false discovery rate (FDR) values, clearly indicated that MgSO_4_ targeted the transcription in neurons, inducing the repression of membrane proteins and especially of synaptic proteins. 

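A list of 45 synaptic genes, fixed before the arrays were read, had a median log2 ratio of -0.66 at 6 h on the paper's arrays, with 38 of 45 genes lower (adjusted p = 1.64e-08, limma's camera). Over all 7 arrays the median was -0.16, with 34 of 45 lower (adjusted p = 0.0417, limma's camera). It was negative on 5 of the 7 arrays and positive on replicates 3 and 7. When the signs of whole arrays were turned in every combination, 24 of 64 gave a mean as far from 0 (exact p = 0.375). At 12 h the same genes had a median of 0.35 on all 4 arrays, with 39 of 45 higher (adjusted p = 1.73e-05, limma's camera). The difference between 6 h and 12 h, -0.51, had an exact permutation p of 0.106 (0.460 after Benjamini-Hochberg adjustment). Over all comparisons, camera called 34 of 88 set tests at an assumed correlation between genes of 0.01. Of these tests, fry called 5 and camera with an estimated correlation called 0. From the keywords enriched in list A, the paper concludes that MgSO4 acted on transcription in neurons, through repression of membrane and synaptic proteins.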

Many glutamatergic synapse elements exhibited high amplitude repression (*Grin1, Shank3, Dlgap3, Dlgap1,* and *Slc17a7* coding the Vglut1 transporter). In addition, *Grina3, Dlg2, Gria1, and Grik5*, also appeared to be repressed, but with less amplitude, whereas *Grik3* was induced. 

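On the paper's 6 h arrays, Grin1 had a mean log2 ratio of -1.13 ± 0.37 (SD, n = 3; adjusted p = 0.0192, limma), Shank3 of -1.28 ± 0.13, Dlgap3 of -1.19 ± 0.23, Dlgap1 of -1.03 ± 0.22 and Slc17a7 of -1.11 ± 0.52. On the unused replicates 3, 4, 5 and 7, the log2 ratio of Grin1 was 0.48, -0.63, -0.19 and 0.28. For each of these 5 genes the ratio was positive on replicates 3 and 7 and negative on 4 and 5. Over all 7 arrays the means lay between -0.64 (Shank3) and -0.25 (Dlgap1), and the adjusted p between 0.314 and 0.716. Of the 50 tested genes that the paper names, 28 had an adjusted p under 0.05 at 6 h on the paper's arrays and 0 on all arrays, or 2 when adjusted over the list alone. The study chose these genes on the same samples, so that count is not independent evidence.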

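Grin3a had a mean log2 ratio of -1.59 ± 0.077 (SD, n = 3) on the paper's 6 h arrays, Dlg2 of -0.81 ± 0.11, Gria1 of -0.71 ± 0.017 and Grik5 of -0.71 ± 0.12. Over all 7 arrays, the means were -0.50 ± 1.16, -0.17 ± 0.80, -0.44 ± 0.32 and -0.25 ± 0.48 (SD, n = 7), with limma adjusted p of 0.575, 0.811, 0.208 and 0.528. Gria1 was lower on 6 of the 7 arrays and the others on 5. On replicates 3 and 7, Grin3a was at 0.31 and 1.42 and Dlg2 at 0.72 and 1.17. The brightest probe of Grik3 had a mean of -0.46 ± 0.36 on the paper's arrays (limma adjusted p = 0.0886) and of 0.19 ± 0.84 on all arrays.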

Repression of *Ache* and the muscarinic receptor M1 genes were also recorded (see details in Table S1B).

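Ache had a mean log2 ratio of -0.996 ± 0.41 (SD, n = 3; adjusted p = 0.0249, limma) on the paper's 6 h arrays, and Chrm1, which encodes the M1 receptor, of -0.78 ± 0.14 (adjusted p = 0.0176). On all 7 arrays Ache was at -0.50 ± 0.60 and Chrm1 at -0.12 ± 0.75 (limma adjusted p = 0.336 and 0.867). Chrm1 was positive on replicates 3, 4 and 7, at 0.77, 0.33 and 0.87.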

#### 2.1.2. GO Analysis

DAVID^®^ Gene Ontology identified 44 seGO-terms; 10 biological processes (BP), 24 cell components (CC), and 10 molecular functions (MF) subclasses. Five seGOterms were related to neurons, synapses nervous system development, and postsynaptic density, exhibited the highest significant *p*-values and showed among the highest number of genes involved (Table 1). With a lower significance seGO-terms also focused on cell junctions, neuron projection or ion binding, and with decreasing incidence on, kinase-phosphorylation activities, the cytoskeleton, the regulation of transcription, cell signaling, and the Golgi apparatus (Figure 3B, Supplementary Table S1B). Those genes associated with seGO-terms mainly underwent repressions.

#### 2.1.3. Pathway Analyses

##### KEGG Pathways

DAVID^®^ analysis allowed the extraction of 45 significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (seKpaths) at the Expression Analysis Systematic Explorer (EASE) *p*-value threshold < 5 × 10^−2^ (and 14 others out of scope) (Supplementary Table S1C). Of note the lowest *p*-value recorded were associated to axon guidance (mmu04360, *p* = 1.66 × 10^−5^ in Bonferroni test), thyroid hormone signaling, neurotrophin signaling, cAMP signaling, and pathways in cancer (including genes involved in extracellular matrix–cell regulation and insulin signaling (Table 1). Less significant seKPaths were related to neurotransmission systems (glutamatergic synapse, GABAergic synapse, retrograde endocannabinoid signaling, cholinergic synapse, and many peptide signaling and membrane transduction pathways (Figure 3C, Supplementary Table S1C).

##### Ingenuity Pathway Analysis (IPA) Pathways

Pathway extraction using IPA was based on a strictly different approach and allowed a much broader view as the strategy did not depend on previous validations, as for the KEGG pathways, which are relatively limited in mice. IPA pathways were extracted at all five time points on the corrected log ratio of the 1492 probes affected by MgSO_4_ injection at least at one time point. A total of 13 significantly enriched IPA pathways (seIPaths) exhibited Fisher’s Exact Test *p*-value < 1 × 10^−3^, of which 11 had z-score < −2 (Table 1, Figure 3C).

Se-IPath enrichments were noted early (1 h 30 min) and exceeded what could be expected from the gene kinetics record (Figure 3D). The seIPaths exhibiting the most significant *p*-values, together with more specific genes included were synaptogenesis, reelin signaling in neurons, and axonal guidance (Table 1). Only one seIPath had a positive *p*-value (PTEN signaling) indicating an activation of the pathway, although this was exclusively based on gene repressions (Table S1D).

##### IPA^®^ Upstream Regulators

Putative upstream regulators (pURs) refers to key regulators, on the basis of convergences between reports in the literature of any relationships between this gene/protein expression/activity and the enrichment of these anticipated effects in an experimental set of data. A z-score, significant when >2 (or <−2), indicates the sense of the regulation. When a pUR was not affected at its transcription level, one must conclude that the experimental condition had downstream effects on its translation or on the function of the coded protein. In the following text, pURs are identified using protein symbols, whereas gene symbols (in italics) refer to transcription observations. Furthermore, the terms induction and repression are devoted to transcriptions observation, whereas the effects of pUR are called activation and inhibition.

Only two pURs (Mnk1 and Frm-1) showed very highly significant *p* value (<1 × 10^−7^), although MgSO_4_ did not affect their transcription. 

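Mknk1, which encodes Mnk1, had a mean log2 ratio of 0.24 ± 0.16 (SD, n = 3; adjusted p = 0.147, limma) on the paper's 6 h arrays. Over all arrays its means at the 4 time points lay between -0.23 and 0.27, and its adjusted p between 0.448 and 0.917. Of the 30 genes that the supplement lists as targets of Mnk1, the 29 found on the arrays had a median of -0.88 at 6 h on the paper's arrays (adjusted p = 7.47e-10, camera) and of -0.22 on all 7 arrays (adjusted p = 0.0366), with 25 of 29 lower. Turning the signs of whole arrays gave a mean as far from 0 in 31 of 64 cases (exact p = 0.484). At 12 h the median was 0.48, with 28 of 29 genes higher. The list was drawn by the study from the same arrays.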

Upstream analysis revealed inhibition of Mnk1 and activation of Fmr-1, but the putative effects of MgSO_4_ on downstream effects converged toward essentially the same canonical pathways, i.e., the inhibition of synaptogenesis, reelin-, and glutamate receptor signaling (Figure 4, Table S1E). The mechanism of the interaction of Mg^2+^ with Mnk1 and Fmr-1 remains elusive. Among the 30 genes putatively downstream to Mnk1 in the Mg group, three genes affected in HI showed reversed effects in MgHI (*Map1b, Mapre2, Vim*), 26 genes affected by Mg no longer appeared in MgHI, and the four genes remaining exhibited inverted regulation (*Bag3, Cplx2, Trim32, and Ttc3*).

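At 6 h on the paper's arrays, Map1b had a mean log2 ratio of -1.38 ± 0.20, Mapre2 of -0.78 ± 0.19 and Vim of -0.64 ± 0.42 (SD, n = 3). Each was positive on the unused replicates 3 and 7 (Map1b 1.35 and 1.44) and negative on 4 and 5, and over all 7 arrays the means were -0.34, -0.10 and -0.30. After HI, Vim rose by 0.40 ± 0.25 at 3 h and 1.36 ± 0.33 at 12 h (adjusted p = 0.0719 and 0.0736, limma). In Experiment 2 these 3 genes had log2 Cy5 to Cy3 ratios between 0.035 and 0.64, with adjusted p between 0.156 and 0.936. Bag3, Cplx2, Trim32 and Ttc3 had ratios between -0.083 and 0.64 in Experiment 2, the highest being Ttc3 at 12 h (limma adjusted p = 0.0830).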

As a polyribosome-associated mRNA-binding protein with specific activity in brain development and synapse plasticity, Fmr-1 is an indicator of Mg tropism toward protein translation in neurons. Sirt1 was another, although less significant pUR, with lasting occurrence, a positive z-score, and *p* < 1 × 10^−4^ at 24 h, which is involved in histone de-acetylation (Table S1E).

##### Synthesis

MgSO_4_ injection mainly provoked gene repressions, which predominated even more significantly in the coordinated effects revealed by seKPaths, seIPaths, and pUR, indicating a convergent expression of activity toward two groups of functions (Figure 3B–D, Table S1).

Both seKPaths and seIPaths were related to nervous system development (axon guidance, thyroid hormone signaling, synaptogenesis signaling, reelin signaling, netrin signaling). pUR analysis pointed out Mknk1 and Fmr1 as MgSO_4_ targets for the cooperative inhibition of synaptogenesis, reelin, and glutamate signaling. Repressions largely predominate in these pathways, suggesting a transient brake in nervous system development (Table 1). pUR analysis suggested Frm1 as an MgSO_4_ target involved in the inhibition of synaptogenesis as well as implicating Sirtuin-1 as a potential site for Mg epigenetic activities.

A large group of seIPaths showed effects of MgSO_4_ effects on chemical signaling by hormones (insulin, corticoliberin, renin-angiotensin, GnRH) and neurotransmission modulators (NO, Ephrin, opioids, endocannabinoids). Transduction systems were also affected (signaling by Rho GTPase and CREB). All were slowed down (z-scores < −2) at several time points indicating reduced activity.

MgSO_4_ affected the expression of 299 developmentally regulated genes, mainly anticipating ontogenetic increases, and to a lesser extent ontogenetic decreases of expression (Supplementary data). Very few MgSO_4_ effects were antagonistic to ontogeny (Supplementary Figure S2).

### 2.2. Long-Term Behavioral Effects of Neonatal MgSO_4_ Single Injection

Regarding the effects of MgSO_4_ single injection on the expression of synaptic genes and spontaneous ontogenic evolution, there may be a concern that it could affect the brain development and result in lasting behavioral alterations. MgSO_4_ effects were examined in sex-separated groups in several tests, in comparison with positive control animals treated at P5 with MK-801 or ketamine. Detailed effects and statistics are given in Tables S4–S7.

#### 2.2.1. Spontaneous Locomotor Activity

The activity estimated by the running distance in the free wheel showed a significant effect of sex (females were more active than males) in the two-way ANOVA. The Bonferroni post-test showed an increased activity in females treated by ketamine (Figure 5A). No differences between acutely treated neonates (BPS, MK-801, or MgSO_4_) nor in Repeat-edly treated animals (PBS or MgSO_4_) were observed. It is noteworthy that repeated injection, which required daily handling in pups, had a lasting reduction effect on activity, although the nature of the treatment had no effect (Figure S3A,B, Table S4).

#### 2.2.2. Open Field

##### Animal Spontaneous Activity

Open field exploration was recorded for 30 min in the open field and was analyzed in acute or repeated treatment groups using two-way ANOVA (sex/treatment). Sex differences were observed but no effects of treatments on the distance run through the open field or on the exploration time of the central area (Figure S3C,D, Table S5).

##### MK-801 Evoked Hyperlocomotion

MK-801 acute injection at the end of 30 min exploration induced locomotor activation in adults in all neonatally treated groups. It induced running activity and stereotypies but reduced vertical exploration (Figure S4, Table S6). The post-test revealed that neonatal MK-801 increased vertical exploration in males (*p* = 0.0116) and had a tendency to produce the same effect in females (*p* = 0.0921) (Figure 5B). An interaction of sex with treatment was observed in stereotypies. The post-test revealed an amplification of stereotypies induced by acute MK-801 in males (*p* = 0.0018) whereas it had a tendency to reduce them in females (Figure 5C).

#### 2.2.3. Social Interaction

MgSO_4_ had no influence on adult behavior nor did MK-801 (Figure 5D,E). Global activity evaluated on the basis of total distance run or rearing, did not reveal differences related to acute nor repeated treatments although sex differences were observed (not shown). The time spent in the contact zone was selected as a raw index of social interaction and did not show an effect of treatment (Table S7). Tenuous treatment effects were detected using the comparison of inter-zone crossings to evaluate the activity induced by the apparition of the congener. Treatments had no effect on raw indexes according to two-way ANOVA (on sex and treatment), in acute or repeated treatment groups whereas sex effects were constant (Supplementary Table S7). The distribution of crossings did not differ between groups during habituation whereas it revealed a significant difference in females during the interaction period (Figure 5D,E, Supplementary Table S7). Neonatal ketamine affected activity provoked by an unknown congener in females (Chi^2^ = 31.15_df3_, *p* = 0.0003). The reduced number of entries evoked by the congener did not necessarily reflect a poor interest for the congener since time spent in the contact zone was not reduced in these ketamine-treated females (Supplementary Table S7)). Thus, the experimental paradigm appeared to be discriminant, and did not show any effect of MgSO_4_ on this behavior, even after repeated neonatal administrations.

#### 2.2.4. Synthesis

MK-801 or ketamine, used as positive controls, induced sex-dependent effects in the different behavior tests. This selectivity of MK-801 and ketamine among tests and sex reinforces the choice of the tests as they appeared to be relevant for distinct behavioral traits. In addition, they showed ketamine effects that were independent of glutamate NMDA receptor subtype blocking, since they were distinct from the effects of MK-801. The question of long-term effects of single neonatal ketamine exposure is once again addressed. Of note, neonatal acute or even repeated MgSO_4_ neonatal single injection did not alter any of this series of independent behavioral traits (Figures S3 and S4).

### 2.3. Interaction of MgSO_4_ with HI-Induced Transcriptional Modulation

#### 2.3.1. General Observations

The modulation by MgSO_4_ of the effects of HI did not result from the differences observed in experiment 2; therefore, we must take into account the effects of HI unaffected by MgSO_4_ and reciprocally the MgSO_4_ effects observed after HI (Figure 2).

The MgHI effects did not appear as a superposition of the separate effects of MgSO_4_ and of HI. The major proportion of regulated genes was specific to one of the three experimental conditions (two-color analyses of experiments 1–3). The list of MgHI vs. HI effects (list ②) showed only 145 genes in common with that of Mg effects (List ①), and 89 genes in common with that of HI effects (List ③) (20.1% and 12.8% of ②, respectively). 

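With the paper's arrays and the methods' t-test, 258 genes were shared by the Mg effects and the effects in Experiment 2, which is 20.3% of the 1274 genes of Experiment 2, where independent lists would share 175. These counts cover the 13434 genes tested in every comparison. Of these genes, 115 had the same Cy5 to Cy3 sign in both experiments and 143 the opposite sign. The HI effects and Experiment 2 shared 176 genes (13.8%, 108 by chance), 136 with the same sign and 40 with the opposite sign. The numbers by chance assume independent lists. All arrays share the dye layout, Experiments 2 and 3 share slides, and their arrays of equal number at 3 h correlated at 0.18 to 0.41 in residual ratios, so an excess of shared genes and signs can arise without a shared effect. With all arrays, the methods' t-test gave 118 genes shared by the Mg effects and Experiment 2 (37.2 by chance), 13 with the opposite sign and all others with the same sign. For the HI effects and Experiment 2 it gave 174 (106 by chance), 134 with the same sign and 40 with the opposite sign. Limma with adjusted p gave 0 and 120 shared genes.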

A similar observation was made when comparing MgHI vs. Ctrl (List ⑦) in one-color analysis (Figure 6A).

MgSO_4_ pretreatment induced more negative regulations than enhancement of expressions due to HI in the P5 mouse brain (513 vs. 180 in list ②). It modified the transcription response as early as 3 h after HI, i.e., before showing proper transcription effects (peak at 6 h), indicating that before magnesium had transcriptional effects, it affected effector systems (e.g., enzyme activities), which in turn largely modified the whole transcription response to HI. 

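With limma, 1408 genes differed between the channels at 3 h, 1130 higher in Cy5 and 283 higher in Cy3. At 12 h limma called 0 genes at adjusted p and 1564 at an unadjusted p under 0.05, and the methods' t-test, unadjusted, gave 538 genes. Without background subtraction, limma called 745 genes at 3 h and 373 at 12 h. Without replicate 3 it called 789 at 12 h. If MgHI is in Cy3, as the published fold changes have it, the larger group is lower in MgHI; if MgHI is in Cy5, as the methods have it, that group is higher. The largest changes among the genes called with 1 sign on every array were those of Peg10 (-2.77 ± 0.10, SD, n = 3), Cela2a (2.36 ± 0.85), Ehbp1 (-2.26 ± 0.32), Mppe1 (2.18 ± 0.33) and Gm20877 (2.13 ± 0.53). Cela2a and Gm20877 were also among the largest changes on the paper's 6 h MgSO4 arrays, again higher in Cy5 (3.09 ± 0.97 and 2.67 ± 1.03, SD, n = 3). No array has the dyes exchanged, so a dye effect of these probes is not excluded.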

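Of 1472 probes called in Experiment 2 at 3 h, 97.9% had the same sign at 12 h and 73.5% had a smaller absolute log2 ratio. Probes chosen for their ratios at a time tend to have smaller ratios at any other time. Of the 1703 probes chosen at an unadjusted p in limma at 3 h, 73.0% had a smaller absolute ratio at 12 h (median 0.76 at 3 h, 0.66 at 12 h), and of the 1588 chosen in this way at 12 h, 66.0% had a smaller one at 3 h (median 0.77 at 12 h, 0.69 at 3 h). Over all 18908 probes tested at both times, 51.9% had a smaller absolute ratio at 12 h, with medians of 0.19 at 3 h and 0.18 at 12 h. Across probes, which are not independent replicates, the mean ratios of the 2 times correlated at 0.804.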

Much fewer genes continued to have an altered expression 12 h after MgHI, and most showed a reduction of an effect already seen at 3 h, indicating the short-term biological response (Figure 6B).

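In the single-channel comparison with all controls, the Cy3 samples of Experiment 2 differed in 73 genes at 3 h (65 higher, 8 lower) and in 6 genes at 12 h (all 6 higher), by limma at adjusted p. With 1 array left out, these counts were 13 to 177 at 3 h and 1 to 26 at 12 h. At an unadjusted p under 0.05 and on all arrays they were 1327 and 3988. Against the controls of Experiment 3 alone, which shared slides with the samples, there were 54 and 0 genes, and 166 and 0 with slide as a block. Against the controls of Experiment 1 alone there were 1974 and 7009. With the Cy5 samples in place of Cy3 the counts were 323 and 1146, which adds the difference between the dyes.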

MgSO_4_ also evoked de novo HI-inductions (*n* = 545) and repressions (*n* = 943) revealed by one-color analyses (List B_1_), confirming that MgSO_4_ rather than preventing the HI response, oriented the HI transcription response in a new direction (Figure 6C).

The assembly of MgSO_4_ effects in HI (List B) results from the summation of de novo inductions (repressions) compared to HI (List B_1_), as well as reversions (List B_2_), and amplifications of HI effects (List B_3_). From these the effects of MgSO_4_ that were unchanged in the MgHI groups (list A_1_) must be subtracted. Thus, the analysis was complex, as the different lists resulted from different kinds of data extraction. List B describes MgSO_4_ modulation of the HI transcription response. A total of 1964 genes in MgHI (842 inductions, 1091 repressions and 31 biphasic evolution or putatively spliced) showed effects that differed from HI effects. Repressions predominated (55.6%), much more than in HI effects in list ③ (30.7%), but somewhat less than in List A of MgSO_4_ proper effects (68.5%) (Figure S5A). The comparison of List B with HI effects (List ③) revealed a minority of genes regulated in both conditions (171 on 723 in ③), and 1488 genes affected de novo (Figure S5B).

A small proportion of HI effects (18.2%) were unaffected by MgSO_4_ pretreatment (List C) (Figure 6C). 

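Among the genes called after HI by limma at an unadjusted p and tested in both comparisons, 306 of 736 (41.6%) also passed in the same direction in the single-channel comparison of Experiment 2's Cy3 samples with control at 3 h, and 795 of 1738 (45.7%) at 12 h. With 3 controls of Experiment 1 in place of the Cy3 samples, these shares were 5.22% to 12.1% at 3 h and 4.07% to 5.72% at 12 h. These controls lie on other slides than the HI arrays. With them, 52.7% to 65.1% of the HI genes had the sign of the HI ratio at 3 h, but 28.3% to 39.4% at 12 h. The shares with these controls at 12 h may therefore be lowered by the difference between the experiments. If MgHI is in Cy5, as the methods have it, the Cy3 samples are HI alone. The shares of 41.6% and 45.7% then compare HI with HI and do not bear on MgSO4. The Cy3 controls of Experiment 3 also enter both comparisons, which are therefore not independent.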

Even based on the restrained gene series presented in list C, David^®^ analysis showed the persistence of major HI effects on BP seGOterms (response to cytokine, transcription from RNA polymerase II promoter, cytokine chemotaxis, DNA-templated transcription, positive regulation of gene expression, and negative regulation of neuron apoptotic process) (see below).

#### 2.3.2. DAVID^®^ Biostatiscal Analyses

##### Up Keywords

David^®^ extraction identified 18 seKws from List B, including 1576 genes (80.2% of the total List B). The most enriched seKws were mitochondrion (*n* = 176), mitochondrion inner membrane (*n* = 45), and electron transport (*n* = 22), ribonucleoproteins (*n* = 54) and ribosomal proteins (*n* = 38) (Table 2). Repressions predominated in mitochondrion- and ribosome-seKws (77.2% and 90.7%, respectively). Conversely, inductions in seKws were mainly related to ubiquitination, transcription, apoptosis, and transport (Table S2B).

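Within the arrays of Experiment 2, 83 ribosomal protein genes had a median log2 Cy5 to Cy3 ratio of 0.0049 at 3 h and 0.0052 at 12 h (adjusted p = 0.395 and 0.781, limma's camera). The median was negative when the probe with the largest change or the mean of a gene's probes was taken. It was positive and past the threshold without background subtraction, at 0.099 and 0.11, and with normexp background correction, at 0.087 and 0.090. These positive medians go the way the paper states only if MgHI is in Cy3. The 77 oxidative phosphorylation genes had medians of -0.16 at both times, with 55 and 57 genes lower in Cy5 (adjusted p = 0.0135 and 0.000842, limma's camera). These negative medians go the way the paper states only if MgHI is in Cy5. If MgHI is in Cy3, the genes were higher in MgHI than after HI alone. Without replicate 2 or 3 the 3 h value no longer passed (camera adjusted p = 0.0514 and 0.242), while the 12 h value passed with any array left out. With fry or with camera at an estimated correlation, neither time passed. After HI the same 77 genes had medians of -0.12 at 3 h and -0.23 at 12 h. Of them, 60 and 65 were lower (adjusted p = 0.00118 and 1.01e-06, limma's camera), so a lower level was already present after HI without MgSO4.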

Four seKws were enriched from both List A and List B, referring to basic mechanisms (phosphoproteins, alternative splicing, Ubl-conjugation and transcription regulation). These few seKws included hundreds of genes in A or B, but about 10% of these genes were common to Lists A and B, 7–8% of which even behaved in opposite direction. Many of the seKws from List B were also enriched, due to de novo effects (List B_1_) and consisted of repressions (Table S2B).

Reversion by MgSO4 of HI effects (Lis B_2_) exhibited seKws in the fields of the major effects of HI; i.e., inflammation, immunity, and regulation of transcription by RNA-polymerase II. Whether these effects underlie neuroprotection by MgSO_4_ requires further studies.

Altogether, these observations indicate that MgSO_4_ did not so much change the nature of the HI transcription response, but rather it profoundly modified tissue adaptation to injury.

##### GO Analysis

DAVID^®^ extraction of seGO-terms from List B identified eight CC-seGO-terms and two MF-seGO-terms (Table 2). The terms “mitochondrion” and “ribosome” exhibited high counts and the lowest *p*-values (<1 × 10^−20^), although their enrichment were modest (Table S2C). Most of these terms appeared from list B1 of de novo effects, indicating that MgSO_4_ pretreatment allowed HI to affect mitochondria and ribosome related genes. 

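Against all controls, the Cy3 samples of Experiment 2 had lower signals of ribosomal protein genes at 12 h, with a median log2 difference of -0.70 and 81 of 83 lower, and of oxidative phosphorylation genes (-0.62, 75 of 77 lower). The controls of Experiment 3 also differed from those of Experiment 1 in these genes, by -0.62 (80 of 83 lower) and -0.44 (66 of 77 lower). Against the controls of Experiment 3 alone the medians were -0.30 (78 of 83 lower) and -0.41 (76 of 77 lower).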

The question of whether effects at these sites could account for neuroprotection by MgSO_4_ would be worth investigating. Nevertheless, and even if they were scarce, enriched BP and MF seGO-terms do not indicate major modification in cell functions.

##### KEGG Pathways

Two seKpaths were extracted from List B (*p* < 1 × 10^−4^ in Fisher exact test and FE > 2); ribosome and Parkinson’s disease, each including 30 genes (Table S8).

#### 2.3.3. IPA Biostatistical Analyses

##### IPA Pathways in MgHI Mice

IPA^®^ analysis of List B could not be performed as this list resulted from lists obtained using two-color and one-color data, in distinct Genespring^®^ standardizations. However, separated approaches toward the MgSO_4_ interference with HI transcription were carried out in two-color MgHI vs. HI (List ②) and one-color MgHI vs. Ctrl (List ⑦) analyses (Figure 7).

Only one seIPath (reelin signaling in neurons) reached the 1 × 10^−4^ *p*-value from List ② at 3 h (Supplementary Table S2E). Several pathways (i.e., synaptogenesis signaling pathways) had *p*-values below 1 × 10^−2^ and significant z-scores (<−2), although they included modest gene numbers. Of note reelin and synaptogenesis signaling pathways were also enriched by the effects of MgSO_4_ alone. No seIPaths were extracted from list ② at the 12-h time point.

IPA^®^ analysis of MgSO_4_ effects on HI response evaluated based on one color analysis (List ⑦) revealed only one seIPath with *p* < 1 × 10^−4^ (the sirtuin signaling pathway), although with no clear indication of regulation sense (z = 1). Less significant, although clearly inhibited, was EIF2 signaling which included 26 genes (*p* = 1.82 × 10^−4^, z = −3.051). Repression (more than 75%) affected 15 ribosomal proteins, indicating an inhibition of protein translation in MgHI conditions. This inhibition of translation appeared de novo after HI and MgSO_4_ pretreatment since 28 of these genes plus four others, associated to EIF4 signaling, were not affected in the absence of pretreatment (HI in list ③). 

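At 3 h, the single-channel comparison with all controls gave 42 ribosomal protein genes higher and 41 lower, with a median of 0.0015 and an adjusted p of 0.496 (camera over the sets compared). Against the controls of Experiment 3 alone, which share slides with the samples, the median was -0.093 with 57 of 83 lower, and against those of Experiment 1 alone it was 0.086 with 50 of 83 higher. The controls of Experiment 3 were above those of Experiment 1 by a median of 0.21. Against all controls, no ribosomal protein gene was called by limma at 3 h, and 0 higher and 1 lower had an unadjusted p under 0.05.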

Other de novo pathways were detected, i.e., the lasting repression of glutathione redox reactions I, and melatonin- and CDK5-signaling (Table S2E).

##### IPA^®^ Upstream Regulators in MgHI Conditions

The identification of pUR in the experimental condition combining MgSO_4_ treatment and HI would not reveal a target, as would be the case in single pharmacological conditions. Rather, it would indicate putative hubs affected by the combined effects of the two stimuli which would not represent a simple summation of effects. No pUR could be extracted from the two-color analyses of MgHI vs. HI effects at 3 h or at 12 h, possibly because of small sizes of the lists. pUR extraction from one-color analysis of MgHI vs. Ctrl (List ⑦) identified three pURs at highly significant *p* values < 1 × 10^−4^; two pURs were activated (Rictor and Creb-1) and one was inhibited (Tfrc) (Figure 8A, Table S2E).

### 2.4. Tracking of Magnesium Targets

We compared, seIPaths in nine separate conditions—MgSO_4_ effects at 1 h 30 min, 3 h, 6 h and 12 h, HI effects at 3 h and 12 h; MgHI vs. HI effects at 3 h and 12 h (List ②) and MgHI vs. Ctrl effects using the one-color approach (list ⑦) (Figure 7).

#### 2.4.1. Effects of MgSO_4_ Injection

Fmr1 and Mnk1 were two pURs among the effects of MgSO_4_ (Figure 4 and Figure S6). In Mg, 23 of the 30 genes under the Mnk1putative upstream inhibitor were specifically associated to this pUR. They were not significant pUR in HI, but Fmr1 and Mnk1 showed inverted z-score and nearly significant *p*-values in the one-color MgHI analysis. Reciprocal activation of Fmr-1 as a pUR in Mg appeared far less significant in MgHI at 3 h and was possibly reversed in one-color analysis (Tables S1E and S2E). Owing to its recurrent and highly significant enrichment, it appears to be a highly likely target on which MgSO_4_ had an inhibitory effect, downstream to transcription. However, as almost no pUR downstream gene were affected in HI, the regulation on Mnk1 and Fmr1 by MgSO_4_ has probably no direct effect on neuroprotection.

Casr, Sirt1, and IL4 appeared to be lowly significant pURs in mice treated solely with MgSO_4_. All three were highly significant potential hubs in HI but these putative activities did not remain in MgSO_4_-pretreated animals (Tables S1E and S2E,F).

#### 2.4.2. pURs Extracted from the Panel of Genes Affected after HI

IPA^®^ extraction allowed us to identify 48 pURs with *p*-values below 1 × 10^−4^ (Table S2F). A high number of pURs in HI had disappeared in MgHI group. As the majority of pURs in HI were related to inflammation, acute reaction and transcription one could expect MgSO_4_ effects to point in these directions, although we could not identify specific targets at this point. Only three of these 48 pURs appeared in the Mg group (Crem, Casr and Sirt1), and did not remain in MgHI. However, it seems unlikely that these effectors are MgSO_4_ targets since the majority of their downstream-targeted genes had expression patterns that were unchanged in MgHI, compared to HI conditions (31/54) (Table S2E,F).

#### 2.4.3. Effects of Combined MgHI Conditions

Many seIPaths appeared to be affected with different kinetics, in opposite sense in Mg or HI groups (Figures S8 and S9). Among them, several showed Mg-like or HI-like effects in MgHI, whereas others disappeared. The inversion of HI activation in MgHI was noted for oxidative phosphorylation, ephrin receptor signaling, and B-cell receptor signaling (Figure 7). Abolitions of HI activation were noted for mTOR signaling, hepatic fibrosis signaling, and ILK signaling. The highly significant inhibition of the super-pathway of cholesterol biosynthesis observed 12 h after HI also disappeared in MgHI.

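After HI at 12 h, all 22 cholesterol biosynthesis genes tested were lower, with a median log2 ratio of -0.46 (adjusted p = 1.16e-07, limma's camera; 3 of 3 arrays negative). With any array left out the median stayed between -0.47 and -0.45. Between the channels of Experiment 2 at 12 h the median was -0.0037, with 11 genes higher and 11 lower. Against the controls of Experiment 3, the Cy3 samples of Experiment 2 had a median difference of -0.62 in these genes, with 22 of 22 lower.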

Several apparent discordances appeared between MgHI vs. HI effects and MgHI vs. Ctrl effects, likely due to the different timing of evaluation, and the occurrence of transient responses (Figure 7). Indeed, the rapid bio-availability of Mg^2+^ and its rapid clearance may have short-term effects that do not last or are overwhelmed by HI effects. Thus, comparing pURs in the nine lists, we could classify the observations in four groups. Only one gene/protein (Rictor) appeared as a de novo pUR in MgHI. Three pURs exhibited opposite z-scores in the Mg and HI groups, resulting in annihilation or HI reversion effects in MgHI (Casr, Ppara and Fmr1). In addition, larger series with less clear patterns regrouped pUR in HI for which MgSO_4_ prevented (*n* = 68) or did not affect (*n* = 48) their significance in MgHI (Table S2E). These series contain many genes involved in effectors in inflammation, cell death, transcription, and DNA repair, indicating that MgSO_4_ in fact reduced these effects, although the analysis pointed out few specific putative Mg targets for these effects. Five entities, however, retained our attention—Rictor, Infg, Il4, Ppara, and Sirt1.

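Over all arrays, Rictor had mean log2 ratios between -0.092 and 0.16 after MgSO4, of 0.078 and 0.26 after HI, and of 0.12 and 0.30 in Experiment 2, with adjusted p of 0.220 or more (limma). The 37 listed targets of Rictor were lower in the Cy3 samples of Experiment 2 than in all controls at 12 h, by a median of -0.99 with 34 of 37 lower. Between the controls of Experiments 3 and 1 the difference was -0.98, with 34 of 37 lower, and against the controls of Experiment 3 alone it was -0.45. The list was drawn by the study from the same arrays.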

*Rictor* expression was unaffected in all conditions. mTORC2, coded by *Rictor* appeared to be a de novo pUR, based on de novo gene regulations in MgHI conditions. It had the lowest *p*-value (4.70 × 10^−6^), a high z-score (4.885), and the highest number of downstream targeted genes (*n* = 37 genes) (Figure 8A). The majority of these genes (32) participated in few canonical pathways—mitochondrial dysfunction; oxidative phosphorylation, protein ubiquitination, mTOR signaling and regulation of elongation by Eif2 and Eif4. These functions clearly confirmed the aforementioned seKws, seGO-terms, KEGG, and IPA pathways observations, indicating that in MgHI condition, protein translation and oxidative metabolism were inhibited through the repression of ribosomal proteins, ubiquinone oxydoreductases, cyclooxygenases, and proteasome proteins (Figure 8A).

Sirtuin1, appeared very early (1 h 30 min) and showed lasting activation of pURs in MgSO_4_ treatment based on the regulation of 32 putative downstream genes, mainly repressions. 

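The 31 listed targets of Sirt1 found on the arrays had a median log2 ratio of -0.48 at 6 h on the paper's arrays, with 21 lower (adjusted p = 0.0224, camera), and of -0.085 on all 7 arrays (adjusted p = 0.755). On the paper's arrays the medians were 0.13 at 3 h and 0.25 at 12 h (adjusted p = 0.0251 and 0.0224, camera) and 0.12 at 24 h (adjusted p = 0.464). The study drew this list from the same arrays, and List A holds 30 of the 31 genes. These values are therefore not independent evidence. The transcript of Sirt1 had means between -0.039 and 0.19 over all arrays. The 1 h 30 min samples are not used here.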

An opposite activating pattern was observed 12 h after HI. Sirtuin1 did not appear to be a pUR in the MgHI one-color list, but the Sirtuin signaling pathway was a significant pathway extracted from the de novo list ⑦. These observations indicate that MgSO_4_ influenced the expression of many genes downstream to Sirtuin1, possibly at the protein level, resulting in a change in HI induction in pretreated animals (Figure 8B).

Infg was the most significant pUR in HI conditions at 3 and 12 h as a potential activation factor (z > 4.4). Although a high z-score was measured in the MgHI one-color analysis, it did not remain a significant pUR (Figure 9A). A majority (*n* = 30) of the 42 genes downstream of Ifng in HI at 12 h were no longer affected in MgHI conditions. 

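After HI, the inflammation genes had a median log2 ratio of 1.05 at 3 h (20 of 20 higher, adjusted p = 9.92e-13, limma's camera) and of 1.63 at 12 h (21 of 21 higher, adjusted p = 5.30e-17). Between the channels of Experiment 2 the medians were 0.029 at 3 h (11 of 21 higher in Cy5, limma's camera adjusted p = 0.925) and 0.26 at 12 h (19 of 22 higher in Cy5, adjusted p = 0.0142). The 3 arrays of 12 h differed in sign, with medians of -0.21, 0.16 and 0.63. The Cy3 samples of Experiment 2 were above the controls of Experiment 3 in these genes, by medians of 1.18 at 3 h (18 of 20 higher) and 1.52 at 12 h (19 of 19 higher).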

Many other factors involved in inflammation processes showed similar patterns (Table S2E). pUR comparison did not allow to extract a unique target for MgSO_4_ in lowering the HI-induced inflammation process, but the global tendency allowed us to conclude that MgSO_4_ prevented inflammatory effects of HI in the P5 mouse brain as a possible cause of its neuroprotection effects.

Il4 appeared to be an inducer in HI (z = 2.0333 h after HI), and a possible inhibitory pUR of MgSO_4_ effects (z < −2 from 3 to 12 h), but did not reach significance in MgHI conditions (11 of 16 genes downstream to Il4 affected in HI were unaffected in MgHI) (Figure 9B). The *Il4* gene did not show transcription regulation in any experimental.

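Il4 was well above background in each channel on 1 of 3 arrays at 3 h after HI and on 0 arrays at 12 h and in Experiment 2, and it was not tested. Its mean log2 ratios in these groups lay between -0.25 and 0.14.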

Ppara appeared to be a lowly significant activating pUR in HI at 12 h (*p* = 4.02 × 10^−4^, z = 2.302), and did not appeared significant in MgHI at 3 h (*p* > 5 × 10^−2^, z = −1.938) (Figure 9C). It retained our attention however, as it may be a hub for the inhibition of the cholesterol biosynthesis pathway in HI at 12 h. (Figure 9C). Two of these 5 genes (*Idi1* and *Msmo1*) were activated in MgHI, while *Mvd, Mvk,* and *Nsdhl* were unaffected. These divergent effects preclude MgSO_4_ effect on Ppara.

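Between the channels of Experiment 2, Idi1 and Msmo1 had mean log2 Cy5 to Cy3 ratios of 0.068 ± 0.22 and -0.20 ± 0.14 at 3 h (SD, n = 3; adjusted p = 0.747 and 0.268, limma), and both of -0.15 at 12 h (SD 0.13 and 0.18, n = 3; adjusted p = 0.395 and 0.450, limma). In the single-channel comparison of the Cy3 samples with all controls, they were higher at 3 h, by 0.94 and 0.95 (adjusted p = 0.547 and 0.647, limma), and lower at 12 h, by -0.88 and -0.91 (adjusted p = 0.120 and 0.0802, limma). Nsdhl was at 0.54 ± 0.072 at 3 h (limma adjusted p = 0.0258) and at 0.51 ± 0.14 at 12 h (adjusted p = 0.0857), higher in Cy5 on every array. Mvd and Mvk had adjusted p between 0.119 and 0.493.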

#### 2.4.4. HI Effects Insensitive to MgSO_4_

seGO-term extraction from List C enabled us to evaluate the putative effects of HI that were insensitive to MgSO_4_ pretreatment. 

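At 3 h after HI, limma called 681 genes, 435 induced and 247 repressed. At 12 h it called 2 genes, Ccl4 (4.30 ± 0.50, SD, n = 3) and Lilrb4a (3.82 ± 0.44), against 1825 at an unadjusted p under 0.05 and 902 by the methods' t-test, unadjusted. Without replicate 3 the 12 h count was 3008, and without replicate 1 at 3 h the 3 h count was 273. Immediate early genes had a median log2 ratio of 2.31 at 3 h, with 18 of 18 higher.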

Gene inductions, predominant in HI, are related to transcription by RNA-polymerase-II, inflammation and angiogenesis as previously described [29]. Reciprocally, the repression of genes encoding cholesterol biosynthesis enzymes was observed (*Idi1, Mvk and Mvd, Msmo1 and Nsdhl*), although the significance threshold was not reached. 

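At 12 h after HI, the mean log2 ratio of Idi1 was -1.23 ± 0.21 (SD, n = 3), of Msmo1 -0.89 ± 0.075, of Mvd -0.86 ± 0.078, of Mvk -0.77 ± 0.15 and of Nsdhl -0.55 ± 0.19, each negative on 3 of 3 arrays. The adjusted p lay between 0.0736 and 0.0931 over all genes (limma), and between 0.00235 and 0.0224 adjusted over the list alone.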

A minority of genes affected by HI in list ③ appeared to be unaffected in List C—166/499 inductions (33%) and 66/224 repressions (29%). As far as gene ontology is valid for partial lists, seGO-terms related to inflammation were absent in C, with the exception of the response to cytokine and monocyte chemotaxis. Otherwise the seGO-terms related to RNA polymerase II identified from List ③ remained in List C (Table S8).

## 3. Discussion

Neonate mice at P5 show forebrain development and sensitivity to insults which was somewhat representative of human brain development and vulnerability around 28–32 GWs, and may be used as experimental surrogates [24,35,36,37]. However, one must keep in mind that putative MgSO_4_ neuroprotection in humans also results from activities in the mother, at the placental level, and that the purpose of the present study was restricted to MgSO_4_ effects on the neonate. Acute single MgSO_4_ 600-mg/kg administration in P5 mice evoked transient transcription effects, mainly repressions, for a short period culminating 6 h after injection. The gene ontology and pathways extraction pointed out the effects of MgSO_4_ on synapses and brain development (Figure 10). The administration of 600-mg/kg MgSO_4_ in P5 mice induces a transient peak concentration 30 min after administration. Blood concentration was 1.5 mM after 6 h, a concentration detected for longer periods in preterm born from mother having received 4–6 g bolus plus 1–2 g/h maintenance [18,40]. In mice pups, the concentration returned to basal level within 24 h, while it often remained above 1 mM in human, leading us to consider the 600-mg/kg bolus as a low MgSO_4_ dose [17,40]. Under these conditions MgSO_4_ did not induce apoptosis [28].

Concerning the transcription effects of MgSO_4_ alone, one could note the convergence toward synapse differentiation and function in either, seKws, seGO-terms and pathways identified in Mg groups. Two highly significant and durable pURs were identified as potential targets of Mg^2+^: Mnk1 and Frm-1. These two proteins have activity in protein translation. Mnk1 requires Mg^2+^ binding on a specific binding loop to achieve maximum activity [41]. Mnk1 inhibition as a pUR nevertheless appeared to be the most significant and durable putative target of MgSO_4_, inducing the actual repression of many downstream genes. 

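Fmr1 had mean log2 ratios between 0.028 and 0.24 after MgSO4 over all arrays, of -0.12 and -0.25 after HI, and of 0.066 at 3 h and 0.067 at 12 h in Experiment 2 (adjusted p of 0.243 or more, limma). Its 27 listed targets had a median of -0.76 at 6 h on the paper's arrays (adjusted p = 2.53e-09, camera) and of -0.25 on all 7, with 25 of 27 lower (adjusted p = 0.00170). At 12 h on all 4 arrays the median was 0.41, with 24 of 27 higher. The study drew this list from the same arrays, and List A holds 26 of the 27 genes. The low median at 6 h is therefore not independent evidence.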

*Fmr1* transcription was not affected in any experimental group but the synaptic functional regulator Fmr-1 also appeared to be an activating pUR site for MgSO_4_, although the literature does not report an Mg^2+^ cation link to protein activity. Functional relationships between (i) MgSO_4_ effects through Mnk1 and Fmr-1, and (ii) subsequent synaptogenesis appear to be reliably supported by our finding, but the modes of action remained undetermined. As a polyribosome-associated mRNA-binding protein, Fmr-1 indicates a Mg^2+^ putative action on protein translation that appeared more clearly in the MgHI group.

Although transcription effects were very transient, it is possible that this interference with such a crucial development process could have long-term consequences, as reported for several pharmacological agents eventually used in neonatal pediatrics (corticoids anesthetics, NSAIDs), or in animal models (MK-801, ketamine) [42,43,44,45,46]. We assessed several behavioral responses in adults exposed to neuroprotective dose of MgSO_4_ compared with drugs with known effects at P5. The battery of tests was chosen to mitigate the simple spontaneous response to a new environment and more integrated drug- or congener-evoked responses. This battery of tests in fact allowed for the discrimination of non-convergent behavioral parameters, since positive controls injected with MK-801 or ketamine had separate sex- and test-specific effects. MgSO_4_ acute neonatal treatment did not modify adult behavior in these tests. Although it is difficult, from a statistical point of view, to demonstrate an absence of effect, these data argue against a putative deleterious effect of MgSO_4_ at a neuroprotective dose, in particular through its interaction with the NMDA-type glutamate receptor. Previous studies have reported that high doses of MgSO_4_ may impair vascular development, then nervous parenchyma [8]. The use of repeated MgSO_4_ administration was performed to assess this possibility, in conditions designed to mimic the prolonged administration that eventually occurs in pregnant women at risk of preterm delivery. In this respect, it is interesting to note the absence of lasting effects of repeated MgSO_4_.

The present data on MgSO_4_ effects showed transient transcription modulation apparently devoid of delayed deleterious effects and putatively capable of exerting brain protection. The study of MgSO_4_ in neonate mice confirmed its harmlessness, which has also been largely reported in humans. This does not preclude other effects of MgSO_4_, i.e., on the highly vulnerable white matter around 30 GWs (MagNUM) study; [47]. In the MagNUM study, white matter analysis by means of magnetic resonance imaging revealed the induction by MgSO_4_ of microstructure development, a finding coherent with the present observation of MgSO_4_ transcription inductions/repressions orthologous to spontaneous development in 264 genes.

MgSO_4_ is not only safe, it is also a potent prevention agent of motor, behavior, and cognitive deficiencies in preterm subjects [6,48], although its mode of action is not fully understood.

Another concern about the use of MgSO_4_ as prophylactic a neuroprotection in fragile populations was the frequent statement that it acts as an NMDA channel blocker [49]. This belief was often based on a very dated description of NMDA function and also to the fact that MgSO_4_ was neuroprotective in NMDA mediated neurotoxicity [18,35,50]. This possibility is frightening owing to the very deleterious effects in the developing brain of NMDA blockers such as MK-801 in animals [43], and with the relationship of NMDA hypo-activity or genetic defects with schizophrenia [51]. Administration of Mg^2+^ reduced the release of Mg^2+^ from NMDA channel, but it does not act as an antagonist. Mg block lifting is dependent on depolarized membrane potential but not on glutamate and glycine (D-serine) binding [52]. Under depolarization Mg^2+^ loses intra-channel binding high affinity, making it unlikely that overload would reduce NMDA excessive activation. Moreover, the expression of NMDA-R subunits in 30-GW human brains have shown Mg^2+^ blocking sensitivity [53]. In vitro studies showed that in different neuron populations, low doses of glutamate-induced pre-conditioning toward high glutamate excitotoxicity can be mimicked using Mg^2+^ supplementation, indicating a clearly more complex effect of magnesium on NMDA receptors than channel blocking [52]. At the transcription level, MgSO_4_ repressed *Grin1* and *Grin3a* in Ctrl and reversed *Grin2b* induction after HI (Tables S1 and S2). These effects together with the reduction by Mg^2+^ of glutamate release would underlie its anti-glutamatergic toxicity more likely than NMDA blockade [54]. 

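Grin2b had a mean log2 ratio of 0.63 ± 0.57 at 3 h and 1.05 ± 0.55 at 12 h after HI (SD, n = 3; adjusted p = 0.110 and 0.0830, limma), and of -0.36 ± 0.36 and -0.41 ± 1.07 between the channels of Experiment 2 (adjusted p = 0.187 and 0.535). On the 6 h arrays of the paper it was at -0.85 ± 0.54, and on the unused replicates 3, 4, 5 and 7 at 0.19, 0.80, 0.71 and 0.18.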

The present behavioral observations showed that MgSO_4_ effects did not mimic the effect of the NMDA specific blocker MK-801. In addition, transcriptome IPA^®^ analysis never proposed genes coding NMDA receptor subunits as pURs, even at low significance levels before filtering. The statistical proof of an absence of effect is always a difficult challenge. Thus, a demonstration that MgSO_4_ does not affect NMDA transmission in the 30-GW fetus is probably elusive; however MgSO_4_ may be considered a safe prevention tool in the neonatal context, and is very likely devoid of NMDA-interfering side effects. On the contrary, the incidental observation of ketamine’s interference with basal activity and social behavior renews the question of its use (or abuse) in the newborn [55]. The clearly distinct effects of ketamine compared to MK-801 ruled out ketamine’s interaction with NMDA in these effects and lead us to consider ketamine for broader potential neurotoxic effects.

A major concern in very preterm care is the high incidence of brain hemorrhages. Meta-analyses of prophylactic antenatal MgSO_4_ exposure did not conclude that it led to intraventricular hemorrhage (IVH) prevention, although tendencies were reported [6]. Relatedly, MgSO_4_ slightly reduced cerebellar hemorrhage [1]. In an original model of preterm hemorrhage, we observed a 20% reduction of hemorrhage occurrence after MgSO_4_ 600 mg/kg administration in P5 mice (not shown), in line with therapeutic trends [1,56]. As hemorrhages largely depend on brain vessel immaturity in humans, it appears likely that the deleterious vascular effects of MgSO_4_ reported for high dosages did not occur at neuroprotection low doses [8,57].

Neuroprotection in fetuses using low MgSO_4_ doses given to women at risk of preterm delivery before completed 33 GWs is now recognized and approved as the gold standard in many countries [4,58]. Its action reported in preterm exposed to MgSO_4_ in the last in utero periods showed respiratory and hemodynamic stabilization, but MgSO_4_ also showed direct neuroprotection of the neural tissue. Combined transcriptomics and metabolomics approaches showed a type of MgSO_4_ preconditioning effect on mitochondria, resulting in the sparing of high-energy phosphate and the reduction of succinate, involved in ROS production and inflammation [33].

Moving to MgSO_4_′s prevention of HI effects in the neonate mouse, a remarkable observation was that the combination of MgSO_4_ plus HI did not elicit a summation of the effects observed in separate conditions. MgSO_4_ alone had its maximum transcription effects after 6 h although it affected HI responses as early as 3 h after insult, reorientating the responses in an original direction. This effect of Mg^2+^ was likely the result of non-transcriptional effects; i.e., at protein activity levels, before Mg^2+^ induced transcription modulation occurred (Figure 6). Although HI responses largely differed in terms of identity of the genes affected in Ctrl or in MgSO_4_-treated animals, they converged toward the same functions; inflammation, innate immunity and mRNA transcription by RNA-polymerase II complex. The reduced amplitude of effects was, however, in line with expected anti-inflammatory MgSO_4_ effects [25]. 

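At 3 h after HI, Ccl2 had a mean log2 ratio of 2.14 ± 0.15 (SD, n = 3; adjusted p = 0.00416, limma), Cxcl1 of 2.64 ± 0.47, Ccl3 of 2.30 ± 0.52 and Csf1 of 0.63 ± 0.30 (adjusted p = 0.0394). Between the channels of Experiment 2 at 3 h these genes had means of 0.16, 0.12, -0.26 and -0.17, with adjusted p of 0.308 or more. In the Cy3 samples of Experiment 2, Ccl2 was 2.42 and Ccl3 3.24 above all controls on the log2 scale at 3 h (limma adjusted p = 0.0563 and 0.0985), and Cxcl1 2.68 above them (adjusted p = 0.0103).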

Anti-inflammatory effects of MgSO_4_ at the transcription level in an HI context toward *Ccl2 Cxcl1, Ccl3*, and *Csf1* coincided with the reported effects at the protein level on early inflammation response factors (MCP-1,GRO/KC,MIP-1α and M-CSF) described in rat [33]. Transcriptomics allowed us to extend the MgSO_4_ action field to Tlr3,4,9, Il1α,β, Tnf, NfκB, and Ifng-mediated pathways. Relatedly, the absence of transcription effects on *Il4* and *Il10* transcription was in accordance with the observations at the protein level. 

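Il10 was well above background on 0 arrays of Experiments 2 and 3 in either channel and was not tested. Its mean log2 ratios there lay between -0.066 and 0.084.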

Ifn*g* appeared as a pUR in HI at the highest significance but did not appear in MgHI, together with many pro-inflammation genes (*Stat3*, *Tlr4, Ccr2, Cx3cl1*, *Chuk, Nfкb*, *Ccl2, Stat1,* and *Saa1*). Among these genes, only Ccl2 and Stat1 were affected at the transcription level, also indicating that MgSO_4_ essentially prevented HI-induced inflammation at post-transcription levels. 

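The mean log2 ratio of Ccl2 was 3.18 ± 0.63 (SD, n = 3) at 12 h after HI (limma adjusted p = 0.0736). Between the channels of Experiment 2 at 12 h it was 0.74 ± 1.07 (SD, n = 3; limma adjusted p = 0.290).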

*Ifng* also had a putative impact on innate immune cells since most putative downstream effectors were related to chemokine and, macrophages-immune cell communication pathways (Figure 9A).

In preterm subjects, increased Il-4 levels in the cerebrospinal fluid contributed to a cytokinic neuro-inflammatory profile [59]. In HI mice, Il-4 appeared as a pUR, suggesting an early regulatory function on the inflammation process. In Mg groups it showed a tendency to aggregate Il-4 putative downstream targets, but no clear inhibition by MgSO_4_ of HI effects indicate that Il-4 was a target of Mg. Il-4′s anti-inflammation function is in part due to its favoring the M2a macrophage/microglial phenotype in neonates [60,61]. In fact, an Mg induction of M2a phenotype has been reported as enhancing *Il4*, *Il10, Bmp2,* and *Vegf* expression [62]. In our hands, MgSO_4_ likely had post-transcription interaction with Il-4, but examination of Il-4 downstream microglial markers of repair (M2A) or the immuno-modulatory (M2B) phenotypes did not indicate convergent Mg effects [61]. Therefore, Mg^2+^’s putative anti-inflammatory effects were rather due to the inhibition of the pro-inflammatory pathways than by inducing an anti-inflammatory differentiation of microglia.

De novo effects were detected in MgHI, with high *p*-values for mitochondria and to a lesser extent for ribosome-related indexes. Magnesium reduced the transcription of genes involved in energy metabolism, protein translation, and protein degradation through ubiquitination. mTORC2 (coded by *Rictor*) and Sirt1 should be considered inhibitory hubs for oxidative phosphorylation and protein translation and degradation in MgHI mice. *Rictor* codes mTORC2, the rapamycine insensitive companion of mTOR which integrates many cell-survival-linked functions and requires Mg^2+^ for its activation [63]. MgSO_4_ previous to the Rice and Vannucci procedure in rats at P7 showed preserved mitochondrial functions after HI suggesting a pre-conditioning mechanism [33]. In our hands, putative mTORC2 MgSO_4_ activation may have resulted in the repression of 33 genes and 1 induction, of which 11 genes were coding factors of mitochondrion membrane respiration chain complex 1. These genes were distinct from those identified in rats at P7, although at a different time point, but the observations converge toward mitochondrial targeting by MgSO_4_ [33]. In addition, mTORC2 appeared to be a potential downstream hub by which Mg^2+^ affects protein translation. The repression of 12 genes coding ribosomal proteins putatively occurred downstream of mTORC2 activation, half of which were coding proteins further localized at the synapse (Rpsa, Rps1, Rps15, Rps18, Rpl7, Rpl10). 

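In the single-channel comparison at 12 h, the log2 differences between the Cy3 samples of Experiment 2 and all controls were -0.72 for Rpsa, -1.12 for Rps15, -1.15 for Rps18, -0.52 for Rpl7 and -0.66 for Rpl10, with adjusted p between 0.120 and 0.158 (limma). At 3 h they were 0.70, -0.11, -0.21, 0.69 and -0.30, with adjusted p of 0.526 or more. The controls of the experiments differ in ribosomal protein genes at 12 h, as given above for the set.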

Of note, none of the genes coding these proteins was affected in Mg groups in which synaptic tropism of Mg effects was noted, once again indicating a de novo mechanism recruited in MgHI.

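Between the channels of Experiment 2, Rps18 was lower in Cy5 at 3 h (-0.44 ± 0.13, SD, n = 3; adjusted p = 0.0515, limma) and at 12 h (-0.39 ± 0.042, adjusted p = 0.0959), and it was also lower after HI (-0.33 ± 0.10 and -0.45 ± 0.19). Rpl7 was higher in Cy5, at 0.51 ± 0.13 and 0.45 ± 0.12. On the MgSO4 arrays that the paper did not use, Rpl7 lay between 0.17 and 0.53 and Rps18 between -0.44 and 0.12. No array has the dyes exchanged, so a dye effect of these probes is not excluded. Ribosomal protein genes as a set had a median of 0.057 at 6 h after MgSO4 on all 7 arrays (adjusted p = 0.000842, limma's camera). At 3 h, 12 h and 24 h the medians were 0.029, 0.029 and 0.061 (adjusted p = 0.00308, 0.214 and 0.00227, limma's camera). The set was positive on every MgSO4 array, as a dye effect shared by the arrays would also give.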

Many MgSO_4_ pretreatment effects could be detected or suspected in the absence of up-coming HI, such as inhibitory effects on signaling pathways dependent on GPCR, a well-known target of Mg^2+^ in terms of membrane trafficking, and transduction effects. The rapid diffusion of the divalent cation and interaction at these sites support the view of rapid MgSO_4_ interference with HI, and sustain the findings of upstream regulators as putative Mg targets, even when unaffected at their own transcription level.

## 4. Materials and Methods

### 4.1. Animals

National marine research Institute (NMRI) mice, purchased from Janvier Labs (Le Genest-Saint-Isle France), were housed sex-separated at a controlled temperature (21 °C) with access to food and water ad libitum with a 12-h light/dark cycle. Reproduction was performed locally by putting females in male cages for one night to cause birth at definite days. The day of birth was noted as day 1. All nursing and experimental procedures were performed according to the recommendations of the European Communities council directives (2010/63/UE) and French national legislation. Protocols received the agreement of the French Ministry of Higher Education and Research (#01680.02/2014) and were performed by authorized experimenters with efforts to minimize animal numbers and suffering. Animal numbers are given in Table S3.

Transcriptome studies were carried out in four groups of NMRI mice aged 5 days (P5).

The Control group (Ctrl) underwent no intervention.

The Mg group of animals received an intra-peritoneal MgSO_4_ bolus injection (3.33 µL/g) at 600 mg/kg of body weight as previously reported [28]. Brains were collected at 5 time points—1.5 h, 3 h, 6 h, 12 h, and 24 h.

The HI group in which animals were exposed to hypoxia–ischemia as previously described [28]. Briefly, isoflurane anesthetized pups had a right carotid ligature, and were returned to the mother. Then, after 60–120 min of recovery from anesthesia and surgery, the pups were exposed to 8% O_2_ for 40 min in a humidified and thermostatic chamber at 36 °C [28,37]. The end of hypoxia was considered t_0_ for the 3-h and 12-h post HI periods.

The MgHI group of animals received MgSO_4_ pretreatment one hour before being exposed to hypoxia–ischemia [28].

Behavioral studies were performed in a total of 204 mice treated at P5 by a single injection of saline buffer (PBS), MgSO_4_ (600 mg/kg), or positive control pharmacological agents—MK-801 (1 mg/kg) or ketamine (40 mg/kg), known to induce long-term effects in the behavior paradigm evaluated (details in Supplementary file). Repeated daily injections of PBS or MgSO_4_ (600 mg/kg) from day 5 to day 9 were performed in separate groups. Each parameter is considered as mean ± standard error to the mean.

### 4.2. RNA Sample Preparation and Microarray Hybridization

Brains were quickly removed under isoflurane anesthesia, sectioned on medial line and ipsilateral hemispheres and were immediately frozen in liquid nitrogen. Pool samples for the microarray study were made with 5 µg of RNA extracted from 6 ipsilateral hemispheres of sex-matched injured or control mice in the different experimental groups and time points. Mice pups at each time point were taken from at least two different litters. A total of 288 pups were used for the transcriptome study (details in supplementary file).

RNA extraction was performed in individual hemispheres. Brain tissues were thawed in 350 µL of tissue lyser^®^ (Qiagen, Courtaboeuf, France) and homogenized using ceramic beads (1.4 mm Ozyme, Montigny le Bretonneaux) for 20 s at 50 Hz. Total RNA extraction was done using the Nucleospin RNA plus kit^®^ according to the manufacturer’s recommendations (Macherey-Nagel, Hoerdt, France, www.servilab.fr (accessed on 15 April 2021)) and stored at −80 °C until use. The quality and quantity of isolated RNAs were assessed using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and the Nanodrop (Thermo Scientific, Wilmington, NC, USA). Labeled cRNA was synthesized from 100 ng total RNA using the Quick Amp Labeling Kit according to the manufacturer’s recommendations (Agilent Technologies, Les Ulis, France). A total of 825 ng of labeled cRNA (Cy3 for control samples and Cy5 for test samples) was co-hybridized for 17 h at 65 °C on Whole Mouse Genome Oligo 4 × 44 K microarrays (G4845A, Agilent Technologies, Les Ulis, France). Raw hybridization data were extracted using an Agilent DNA microarray scanner G2565CA (Agilent Technologies), and normalized (using LOWESS method) by Feature extraction software (v.10.5.1.1), then were transferred to Genespring^®^ (GX v.14.9.1 software, Agilent Technologies, Santa Clara, CA, USA) for data processing and data mining.

Hybridization data were filtered on spot quality (uniformity) detection level (above 2-fold background in at least 2 samples out of three in one-color analyses) and statistically selected using GeneSpring^®^ (GX 12.6 software, Agilent Technologies, Les Ulis, France), as previously described in detail [29,64]. Only probes referring to validated genes (Official Gene Symbol) were taken into account. Probes for cRIKEN sequences were excluded from analysis. In the case of multiple probes for one gene, the probe exhibiting the highest fold change was used for subsequent analyses.

Raw data were deposited in the NCBI Gene-Expression-Omnibus repository (GSE 144455: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144455 (accessed on 24 January 2020))

### 4.3. Strategy of Transcriptomic Analysis

The study was designed to extract the effects of MgSO_4_ alone (List A) and MgSO_4_ interference with HI effects (List B) at the transcriptional level. Transcription responses were measured using a two-color strategy in three independent experiments. The signal from any probe was recorded when the *p*-value in the t-test against 0 was below 5 × 10^−2^. The extraction of regulated probes was performed at each time point separately (Figure 1).

- Experiment 1 (Mg vs. Ctrl): The effects of MgSO_4_ (600 mg/kg bolus at P5) were evaluated through comparison with control brains (Ctrl). The effects (inductions and repressions) were investigated at 5 time points (1 h 30 min, 3 h, 6 h, 12 h, and 24 h), in three independent samples per time point post-injection.
- Experiment 2 (MgHI vs. HI): The effect of MgSO_4_ pretreatment on the transcription response to HI was evaluated by comparison with HI-exposed brains at 2 time points after HI. The choice of 3 h and 12 h post-insult time points was based on previous data, in order to detect early onset and peak responses in P5 brains [29].
- Experiment 3 (HI vs. Ctrl): The effect of HI was evaluated by comparison to control brains at 3 h and 12 h time points to ensure reproducibility with the previous study and to provide reference effects of HI at P5 [29].

In all three experiments, the two-color analysis identified significant inductions and repressions. Thus, the effects on genes affected both in ① and ②, or in ② and ③ must take into account the direction of variation that might differ among common entities (Figure 2).

Comparisons of expression levels on one fluorochrome can also be extracted from separated arrays after normalization using the Genespring^®^ one-color protocol and allow broader comparisons of conditions. One-color analyses were performed to compare expression levels in the Mg group to (i) respective levels in the MgHI group, in order to exclude MgSO_4_ pretreatment effects that did not interfere with HI, and (ii) MgHI to Ctrl, as detailed below.

- List A, extracted from the two-color analysis of experiment 1, described the transcription effects of MgSO_4_ single injection. The effects of MgSO_4_ were evaluated at 5 time points. All entities exhibiting either mean change ≥2 fold and/or *p*-values ≤ 0.05 *t* test against 0, according to Benjamini-Hochberg correction were selected at each time point in both directions and recorded in List A. Few genes showed induction and repression of separate probes. This was due to biphasic regulation (1 item) or detection of variations on separate probes (8 items). These ambiguous items were placed in induced or repressed gene lists for further analyses.
  o List A_1_ grouped the fraction of List A of MgSO_4_ effects observed in the same direction in the two-color protocol in both Ctrl and HI mice, indicating HI-evoked transcription responses that were unaffected by MgSO_4_ (④ in Figure 2). The effects observed at least at one time point, in any sense of variation, at 3 and 12 h were merged in order to be handled as Mg or MgHI responses.
- List B reports the effects of MgSO_4_ pretreatment on transcription responses to HI. It was obtained by concatenation of three sub-lists (B_1_, B_2_, and B_3_) describing three classes of effects of MgSO_4_: (i) the effects of HI revealed after MgSO_4_ exposure (List B_1_), (ii) the reversion by MgSO_4_ of HI transcription effects (List B_2_), and (iii) the amplification by MgSO_4_ pretreatment of HI transcription effects (List B_3_). The elaboration of these lists required crossed comparisons of two-color and one-color analyses corrections and the subtraction of genes in List A_1_ (Figure 2).
  o List B_1_ (concatenation of ⑤ + ⑥ + ⑦−④−⑪) contains the genes affected after HI-exposed MgSO_4_-pretreated animals in ② but not after HI in Ctrl animals in two-color analyses in ③ (⑤ in Figure 2), plus genes exhibiting opposite effects in ① and ② (⑥ in Figure 2). B_1_ was supplemented by genes exhibiting significant *t* test differences in one-color analysis between Ctrl values (in ① and ③) and MgHI values in ② (⑦ in Figure 2). The later series could reveal genes unaffected by HI (in ③). Finally, unchanged MgSO_4_ and HI effects in combined conditions (A_1_ and ⑪) were subtracted.
  o List B_2_ (concatenation of ⑧ + ⑨−④) contains the genes affected in opposite senses by HI in Ctrl or in MgSO_4_ pretreated animals in two-color analysis (⑧ in Figure 2), plus the genes exhibiting no difference in one-color analysis between Ctrl and MgHI (⑨ in Figure 2), minus A_1_ (④).
  o List B_3_ (concatenation of ⑩−④) contains the genes affected by HI in the same sense after HI in Ctrl or in MgSO_4_ pretreated animals (⑩ in Figure 2) minus A_1_ (④).
- List C contained genes exhibiting transcription regulation in the same sense in MgSO_4_-treated or non-treated mice in ③ and ⑦ (⑪ in Figure 2) and represented genes affected by HI but not affected by MgSO_4_ pretreatment.

### 4.4. Data Mining

Gene lists A and B, generated as detailed in Figure 2 were submitted to DAVID^®^ (v 6.8) software [65,66]. Enrichment of seKws, seGO-terms, on biological processes (GOTERM_BP_ALL; BP), cell components (GOTERM_CC_ALL; CC) and molecular functions (GOTERM_MF_ALL; MF), and seKpaths were researched using DAVID^®^ software. Keywords and GO-terms enrichment was extracted on the 1411 genes of List A, and the 1958 genes of List B filtered on gene number (N) ≥10, at the Bonferroni *p*-value threshold <1 × 10^−4^, or coincidence of *p*-value according to EASE < 1 × 10^−4^ with FE >2 [67]. Clustering of seGO-terms was performed using the online REVIGO software (http://revigo.irb.hr/ (accessed on 15 April 2021)) to discard redundancy (dispensability <0.7) [68]. Filtering conditions to extract seKPaths, were set at N ≥ 10 entities, Bonferroni *p*-value threshold < 5 × 10^−2^ and FDR < 10% for each item.

Pathway investigation was completed by the literature-based Ingenuity Pathway Analysis (IPA^®^). IPA^®^ used human gene nomenclatures (showing slight differences with mice). IPA analysis provided a z-score, indicating the sense of regulation (activation or inhibition) of significantly enriched pathways (seIPaths). We recorded the canonical pathways with N ≥ 10 and right-tailed Fisher’s Exact Test *p*-values < 0.01 and |z-score| >2, at least at a one-time point after HI or MgSO_4_ treatment. Pathway list were compared and classified using hierarchical clustering based on *p*-value and z-scores (selection set at *p*-values < 1 × 10^−4^ and |z-score| > 2), using IPA^®^, on the basis of comparison of MgSO_4_ effects at 4 different time points; HI effects at 3 h and 12 h and MgHI vs. HI effects at 3 h and 12 h, in lists determined by the Genespring^®^ normalized Cy ratio. IPA analysis did not indicate an FDR.

Putative upstream regulators (pUR) identification was performed by IPA^®^ comparisons selected based on right-tailed Fisher’s Exact Test *p*-values *p* value < 1 × 10^−4^ and |z-score| ≥ 2. List handling and presentation was undertaken using Microsoft Excel^®^ (2016 MSO 16.0.4849.1000). Comparisons of induction/repression distributions in enriched terms were performed using Fisher’ exact test using GraphPad Prism6^®^ software (La Jolla, CA, USA).

Interference of MgSO_4_ injection with development in control and in HI-exposed mice has been explored using previously described spontaneous variations of expressions before and after P5 (details in Supplementary Materials) [37], deposited in the NCBI Gene Expression Omnibus; GSE144456).

A complement experiment of two-color analysis of MgHI and Ctrl on 3 replicates at 3 h and one at 12 h after HI was performed to consolidate one color analysis (Data in Supplementary Materials).

### 4.5. Behavioral Studies

Three different behavioral tests were performed to assess long-term putative effects at adulthood of neonatal treatments. Six experimental groups were studied. Four groups received a single injection at P5 of saline (PBS), MgSO_4_, (600 mg/kg), MK-801(1 mg/kg), or ketamine (40 mg/kg), and two groups were treated daily for P5 to P9 with PBS or MgSO^4^. Behavior was tested at adulthood to evaluate spontaneous activity, acute MK-801 (375 µg/kg) evoked activity, and social behavior. Spontaneous activity was assessed in a free-access running wheel in the home cage for 3 days and in an open field for 30 min. In the open field, activity changes induced by acute MK-801 subcutaneous injection were recorded for 150 min separately [69]. Social interaction with an unknown congener was assessed for 6 min in a two-compartment device after a 3-min habituation period of the test animal, as previously described [37].

## 5. Conclusions

MgSO_4_ had a wide spectrum of activities slowing-down transcription, which were largely oriented toward synaptic development in P5 neonatal mice. These effects were transient and did not affect further behavioral activities in grownups. The transcription pattern response to MgHI appeared very different to the arithmetic summation of separate effects of MgSO_4_ and HI. Rather, it appeared that MgSO_4_ priming reoriented HI response in an original direction, from which neuroprotection may result. Administered before HI, MgSO_4_ reduced inflammation and innate immune responses. MgSO_4_’s slowing effects on transcription by RNA-polymerase II or on protein translation by Eif2,4 may result from the orientation of energy metabolism toward low-energy-cost high phosphate pathways. These effects possibly result from mitochondrial targeting and the reduction of protein translation but not from microglial induction toward regulatory functions.

## Figures and Tables

**Figure 1:**
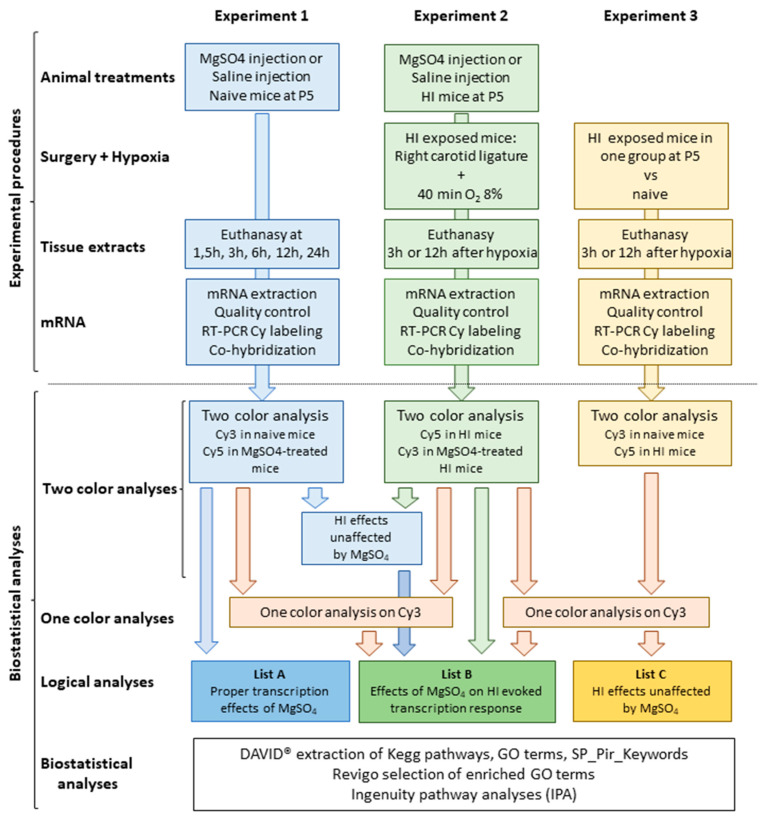
Experimental schedule. GO, Gene Ontology; HI, hypoxia–ischemia; P5, five days post-birth.

**Figure 2:**
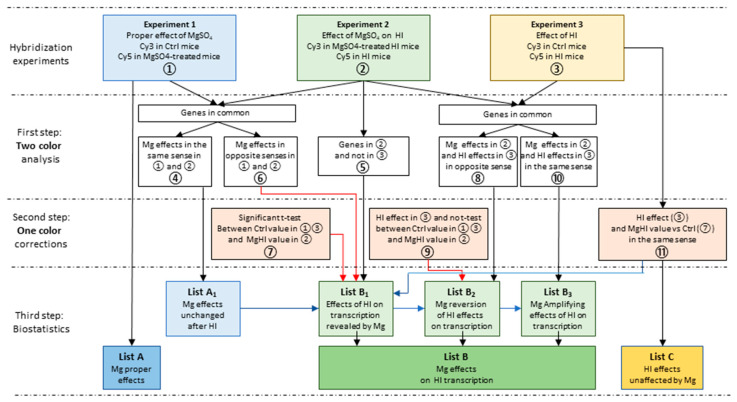
Detailed procedure of extraction of **List A** of proper effects of MgSO_4_ treatment, and **List B** collecting the different MgSO_4_ modulation of HI response to HI in P5 brain. All three experiments were analyzed independently (first step analyses in two-color co-hybridization experiments), providing lists of genes noted ①, ②, and ③. The genes detected in experiment 1 provided the List A of proper effects of MgSO_4_ single injection, to be submitted to pathway and gene ontology analyses. Coincident observations in ① and ② were extracted and split into two sub-series (④ and ⑥). **List B** constitutes the effects of MgSO_4_ seen only in the HI context (List B_1_), MgSO_4_ reversion of HI effects (List B_2_), and MgSO_4_ amplification of HI effects (List B_3_), combining two-color and one-color analyses. The subseries of List A (④)—containing genes showing induction after MgSO_4_ injection in both control (①) and HI-exposed (②) animals regrouping the genes affected by MgSO_4_ that were unchanged after HI—was subtracted from List B. **List C** contains genes affected by HI in control as well as in MgSO_4_-pretreated mice. Black and Red arrows indicate two-color and one color insertions; blue arrows indicate subtractions in destination boxes.

**Figure 3:**
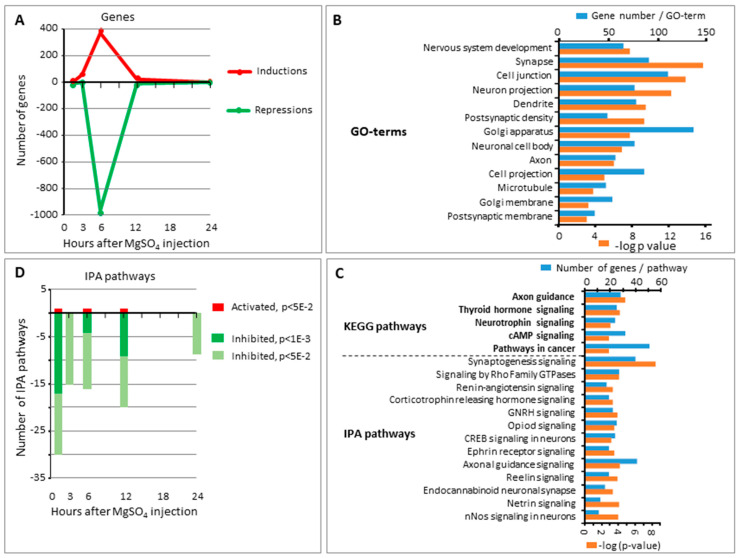
Effects of MgSO_4_ (600 mg/kg) single injection in P5 mouse brain transcription. (**A**) Time course response on inductions (in red) and repressions (in green, labeled as negative values) showing a very transient wave of inductions and repressions centered on 6 h after injection time point. (**B**) Time course distribution of significantly enriched IPA-Pathways extracted from MgSO_4_ single injection. (**C**) Gene numbers and log *p*-values in 13 Gene Ontology terms enriched from 1 h 30 min–24 h effects of MgSO_4_ single injection. (**D**) Gene numbers and log *p*-values in Kyoto Encyclopedia of Genes and Genomes (Kegg) and IPA Pathways significantly enriched from 1 h 30 min–24 h effects of MgSO_4_ single.

**Figure 4:**
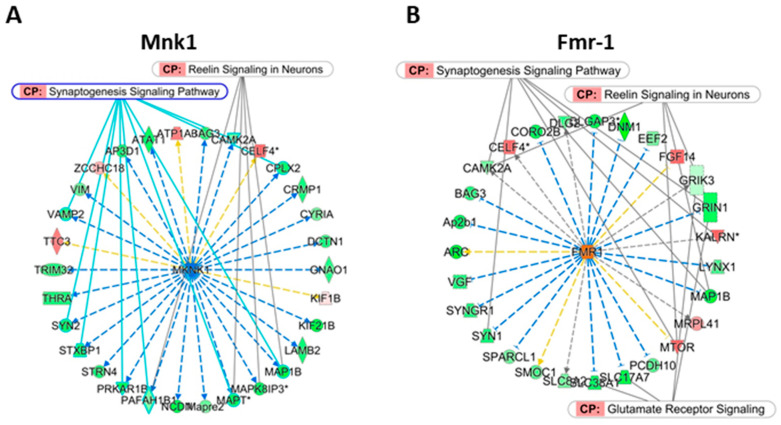
Schematic representation of two MgSO_4_ putative upstream regulators (pURs) 6 h after injection. Blue and orange background in pURs (centered) indicate inhibition and activation respectively. Red and green backgrounds in genes downstream to pURs indicate gene induction or repression. (**A**) Putative Mnk1 inhibition by MgSO_4_ based on 30 transcription effects recorded. (**B**) Putative Fmr-1 activation by MgSO_4_ based on 20 transcription effects recorded. Blue, yellow, and gray arrows indicate coherence, absence of coherence or undetermined sense of variation of respective genes in observations and in the literature, according to IPA^®^ analysis. *; multiple identifiers (probes) in data list.

**Figure 5:**
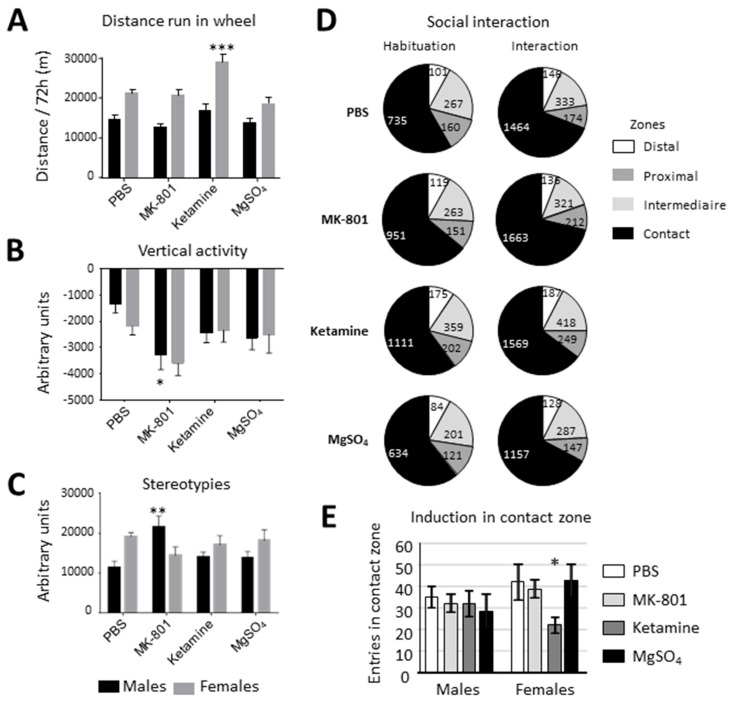
Behavioral effects in adulthood of P5 mice treated with PBS, MK-801, ketamine or MgSO_4_ at P5 in the running wheel (**A**), open field exploration (**B**), acute MK-801-evoked hyperactivity (**C**), and social interaction behavior (**D**,**E**). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 according to two-way ANOVA Bonferroni post-test.

**Figure 6:**
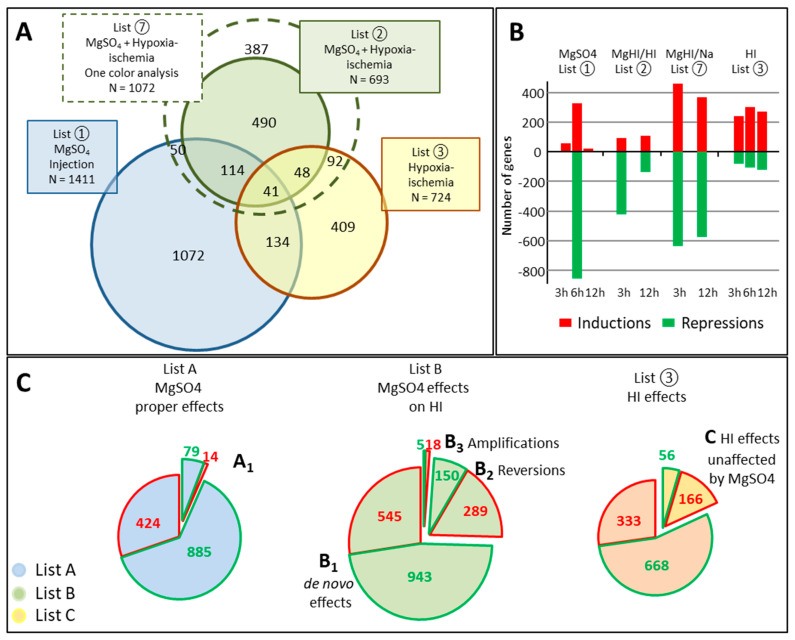
Comparative distribution of transcription effects of HI and/or MgSO_4_ in time and senses of effects. (**A**) Venn representation of coincidences in lists ①, ②, and ③. The superimposed dashed circle represents the number of genes in the one-color analysis of MgSO_4_ effects in HI (List ⑦). Note that the intersection of ①, ⑦, and ③ included only 31 genes (not shown). (**B**) Kinetics of inductions (red histograms) and repression (green histograms) at 3 h, 6 h, and 12 h after MgSO_4_, HI, or both (Lists ①, ③, and ②, respectively) from two-color analyses and MgHI effects in single-color analysis (List ⑦). (**C**) Comparison of HI effects in Ctrl ③ and in MgSO_4_-pretreated (List B) mice at P5. Color circling and numbering in red and green signify inductions and repressions, respectively. Surfaces are proportional to numbers (superposition surfaces approximate numbers). Red and green circling in List B2 of HI regulations reversed by MgSO_4_ are indicative of MgSO4 effects. Biphasic or putatively spliced genes were not taken into account in B_1_ and B_2_ representations. List numberings refer to Figure 2.

**Figure 7:**
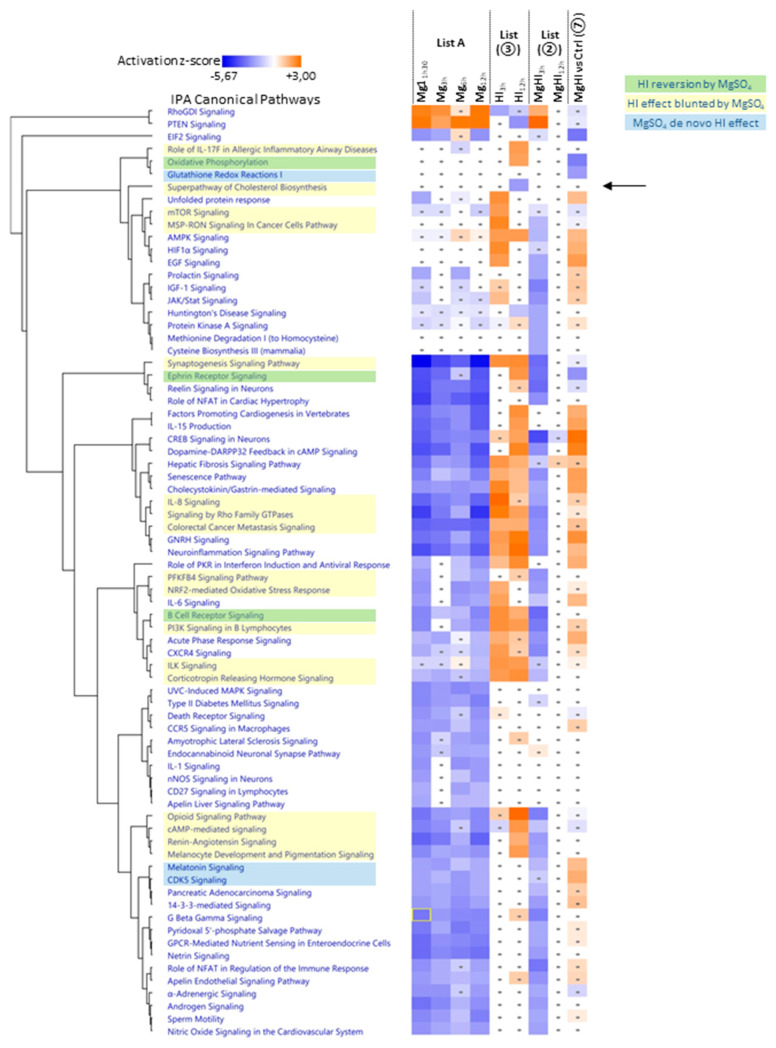
Comparative IPA analysis and time courses of pathways enrichment after HI, MgHI and in both conditions. Significant enrichment of IPA pathways was examined 3 h and 12 h after insult. Thresholds were fixed a *p*-value < 5 × 10^−2^, and z-score > |1.75|. Colored backgrounds indicate special interest seIPaths. Arrow indicates the very specific HI effect at 12 h on the superpathway of cholesterol biosynthesis.

**Figure 8:**
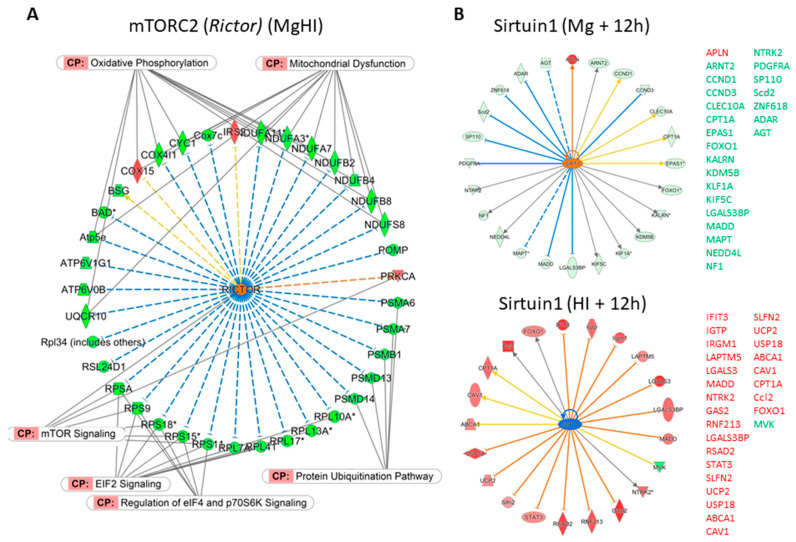
Putative upstream regulators in MgHI. (**A**) Activation of mTORC2 (coded by *Rictor*) as a pUR (*p* = 4.7 × 10^−6^, z = 4.885) as an effect of MgSO_4_ observed after HI in List B, and based on 34 gene repressions and 3 inductions. This series of gene contributed to several canonical pathways (CP) associated with *Mtor* signaling, mitochondrial dysfunction, oxidative phosphorylation, ubiquitination pathway, and protein translation by elongation factors *Eif2* and *Eif4*. (**B**) Activation of sirtuin-1 (coded by *Sirt1*) at 12 h after MgSO_4_ injection (upper panel) or inhibition 12 h after HI (lower panel) and resulting in the opposite gene repressions (in green on lists on the right) or inductions (in red on lists on the right). *; multiple identifiers (probes) in data list.

**Figure 9:**
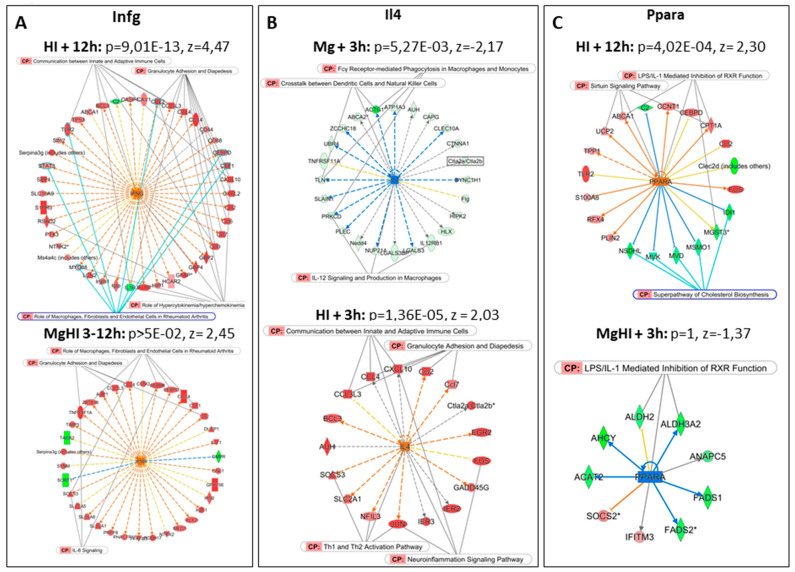
Putative upstream regulators (pURs) of MgSO_4_ effects on the HI transcription response. (**A**) Activation of Ifng appeared to be a significant activated pUR (*p* = 9.01 × 10^−13^, z = 4.472) 12 h after HI, putatively activating 42 genes also associated with inflammation and immunity CPs (top panel). In MgHI, it did not remain a significant pUR (*p* > 1 × 10^−2^, z = 3.111) although it was associated with the activation of 31 genes (bottom panel). Only 7 genes were common to the two conditions. (**B**) The inhibition of IL4 by MgSO_4_ in naïve mice identified it as a pUR (*p* = z = −3.561) associated with the repression of 24 genes, of which several were also recorded as part of CPs (top panel). *IL4* activation in the HI response makes it a pUR of inflammation activating 17 genes involved in this function (lower panel). IPA^®^ did not consider *IL4* a pUR in MgHI groups. (**C**) Activation of Ppara (*p* = 4.02 × 10^−4^, z = 2.302) in HI 12 h after insult showed it to be a pUR in the HI response in Ctrl mice, as well as the possible upstream negative regulator of cholesterol biosynthesis repressor (highlighted in blue, top panel). MgSO_4_ pretreatment reversed activation of *Ppara* with pUR inhibitory activity on function, at least at a short time post insult (bottom panel). *; multiple identifiers (probes) in data list.

**Figure 10:**
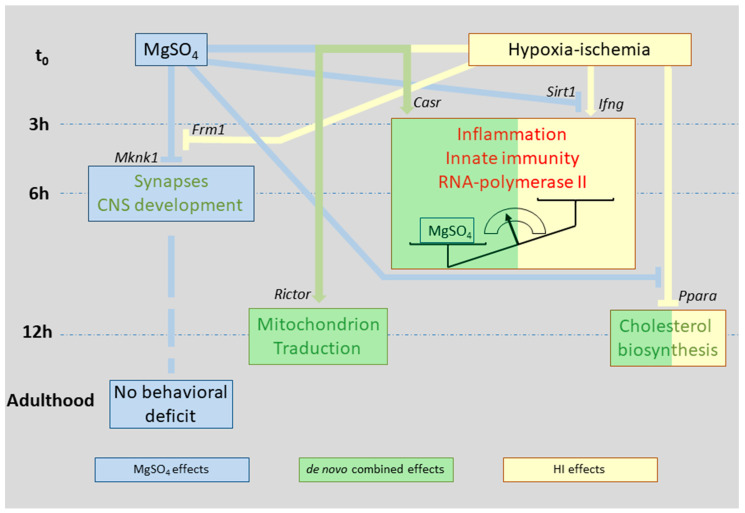
Simplified schematic effects of MgSO_4_ (in blue) and HI (in yellow) applied separately or in association (in green) with transcription in 5-day-old mouse brain hemispheres. Genes identified as putative upstream regulators of main effects are indicated. Red or green lettering indicate function activations and inhibitions, respectively.

**Table 1:** Keywords, GO terms and pathway enrichments after MgSO_4_ single injection (List A).

**Up_Keywords (David^®^ v6.8 Analysis)**	**Count**	*p*-Value *	**Enrichment**	**FDR**	
Synapse	70	5.08 × 10^−16^	3.31	1.06 × 10^−16^	
Neurogenesis	48	3.56 × 10^−10^	3.28	3.73 × 10^−11^	
Cell junction	102	2.90 × 10^−16^	2.60	8.10 × 10^−17^	
Methylation	128	1.66 × 10^−15^	2.25	2.31 × 10^−16^	
Golgi apparatus	99	5.52 × 10^−11^	2.22	6.60 × 10^−12^	
Cell projection	82	5.09 × 10^−7^	2.04	3.55 × 10^−8^	
**GO Terms** (David^®^ analysis)	**Count**	*p*-Value *	**Enrichment**	**FDR**	**Dispensability**
GO:0045202~synapse	91	2.69 × 10^−16^	2.80	1.87 × 10^−9^	0.00
GO:0043005~neuron projection	75	1.01 × 10^−12^	2.77	6.17 × 10^−16^	0.00
GO:0014069~postsynaptic density	49	8.14 × 10^−10^	3.18	2.32 × 10^−12^	0.04
GO:0007399~nervous system development	64	2.94 × 10^−8^	2.56	1.41 × 10^−8^	0.00
GO:0048167~regulation of synaptic plasticity	13	*4.33 × 10^−2^* ^#^	4.68	2.12 × 10^−12^	0.14
**KEGG_Pathways** (DAVID^®^ analysis)	**Count**	*p*-Value *	**Enrichment**	**FDR**	
mmu04360:Axon guidance	28	1.66 × 10^−5^	3.27	1.36 × 10^−5^	
mmu04919:Thyroid hormone signaling pathway	25	8.09 × 10^−5^	3.30	3.30 × 10^−5^	
mmu04722:Neurotrophin signaling pathway	24	1.08 × 10^−3^	2.96	2.41 × 10^−4^	
mmu04024:cAMP signaling pathway	32	1.34 × 10^−3^	2.44	2.41 × 10^−4^	
mmu05200:Pathways in cancer	51	1.48 × 10^−3^	1.94	2.41 × 10^−4^	
mmu04910:Insulin signaling pathway	24	*4.19 × 10^−5^* ^#^	2.58	1.14 × 10^−3^	
**IPA Pathways** (Ingenuity analysis)	**Count**	***p*-Value**	**N Max ^$^**	**Kinetics** ^£^	**z-score**
Synaptogenesis Signaling Pathway	40	4.79 × 10^−9^	6 h	L (4)	−5.667
Reelin Signaling in Neurons	19	3.16 × 10^−5^	6 h	L (2)	−4.000
Axonal Guidance Signaling	41	7.08 × 10^−5^	3 h–12 h	L (2)	¤
Signaling by Rho Family GTPases	27	9.77 × 10^−5^	6 h	L (2)	−4.472
Netrin Signaling	12	1.00 × 10^−4^	6 h	L (3)	−3.317
nNOS Signaling in Neurons	11	1.12 × 10^−4^	3 h	L(2)	−2.236
GNRH Signaling	22	1.45 × 10^−4^	6 h	L(3)	−3.207
Ephrin Receptor Signaling	19	3.09 × 10^−4^	3 h–12 h	L (2)	−3.873
Opioid Signaling Pathway	25	3.63 × 10^−4^	6 h	E (1)	−3.130
Endocannabinoid Neuronal Synapse Pathway	16	4.68 × 10^−4^	6 h	E(1)	−2.324
Corticotropin Releasing Hormone Signaling	19	4.90 × 10^−4^	6 h	E(1)	−1.897
Renin-Angiotensin Signaling	17	5.01 × 10^−4^	6 h	L (3)	−3.464
CREB Signaling in Neurons	24	7.08 × 10^−4^	6 h	E (1)	−3.606
PTEN Signaling	15	8.128 × 10^−3^	12 h	L (0)	+2.714

DAVID^®^ identifications of enriched KEGG pathways and Up_Keywords, based on 1411 genes. Selection of 5 nervous system-related seGO-terms exhibiting among the highest enrichments. IPA^®^ determinations done on 1492 regulated probes exhibiting *p*-values < 1 × 10^−3^ at least at one time point, with the exception of PTEN signaling, the only seIPA with a positive z-score). * *t*-test *p*-value after Bonferroni correction (not for IPA analysis). ^$^ Max indicates the time point exhibiting the maximum number of genes in the pathway. ^#^ italics indicate *p*-value according to Fisher exact test. **^£^** Kinetics evaluated based on lowest IPA *p*-values (<1 × 10^−3^) were observed at 4 out of 5 time points (none at 24 h), noted as E (early) and L (lasting). Values in parentheses indicate the number of time points with *p*-values < 1 × 10^−3^). ¤ No z-score calculated.

**Table 2:** Gene ontology, pathway, and keyword analyses of MgSO_4_ in HI-exposed brains (List B).

**Up_Keywords (David^®^ v6.8 Analysis)**	**Count**	*p* Value *	**Enrichment**	**FDR**	**Occurrences in Separate Lists**
Phosphoprotein	808	5.62 × 10^−36^	1.44	4.8907 × 10^−36^	③
Acetylation	417	2.01 × 10^−34^	1.81	8.7658 × 10^−35^	B1
Mitochondrion	176	1.88 × 10^−22^	2.26	5.4559 × 10^−23^	B1
Cytoplasm	483	5.33 × 10^−20^	1.49	1.1589 × 10^−20^	
Nucleus	470	4.63 × 10^−14^	1.41	1.0989 × 10^−14^	
Transit peptide	77	1.26 × 10^−6^	2.05	1.5622 × 10^−7^	B1
Ribonucleoprotein	54	2.42 × 10^−6^	2.38	2.4390 × 10^−7^	B1
Activator	88	2.52 × 10^−6^	1.91	2.4390 × 10^−7^	B1, B2, ③
Apoptosis	71	2.67 × 10^−5^	1.97	2.3265 × 10^−6^	③
Mitochondrion inner membrane	45	3.80 × 10^−5^	2.40	3.0111 × 10^−6^	B1
Ribosomal protein	38	1.07 × 10^−4^	2.54	7.7357 × 10^−6^	B1
Transport	198	1.70 × 10^−4^	1.41	1.1405 × 10^−5^	
Transcription regulation	187	4.06 × 10^−4^	1.41	2.5221 × 10^−5^	③
Ubl conjugation	161	5.29 × 10^−4^	1.45	3.0714 × 10^−5^	
Transcription	191	6.93 × 10^−4^	1.39	3.7742 × 10^−5^	
Electron transport	22	*3.06 × 10^−5 #^*	2.79	5.2884 × 10^−4^	B1
Translocation	18	*4.27 × 10^−5 #^*	3.13	7.0459 × 10^−4^	B1
**GO Terms** (David^®^ analysis)	**Count**	***p* value**	**Enrichment**	**FDR**	
BP					
GO:0006915~apoptotic process	84	*1.58 × 10^−5^^#^*	1.60	7.12 × 10^−12^	
CC					
GO:0005739~mitochondrion	282	2.61 × 10^−21^	1.80	2.53 × 10^−21^	B1
GO:0005737~cytoplasm	776	1.10 x 10^−16^	1.29	5.33 × 10^−17^	
GO:0005634~nucleus	703	1.75 × 10^−13^	1.28	4.42 × 10^−14^	B1
GO:0070062~extracellular exosome	345	1.36 × 10^−9^	1.42	3.29 × 10^−10^	
GO:0005829~cytosol	248	2.31 × 10^−9^	1.53	4.48 × 10^−10^	B1
GO:0030529~intracellular ribonucleoprotein complex	64	2.48 × 10^−6^	2.20	4.01 × 10^−7^	B1
GO:0016020~membrane	746	1.02 × 10^−5^	1.17	1.41 × 10^−6^	B1
GO:0005840~ribosome	43	2.62 × 10^−5^	2.52	3.18 × 10^−6^	B1
MF					
GO:0005515~protein binding	477	1.40 × 10^−6^	1.27	1.40 × 10^−6^	
GO:0044822~poly(A) RNA binding	161	5.94 × 10^−6^	1.57	2.97 × 10^−6^	B1
**KEGG_Pathways** (DAVID^®^ analysis)	**Count**	***p* value**	**Enrichment**	**FDR**	
mmu03010:Ribosome	30	*5.46 × 10^−5^^#^*	2.22	0.0120	B1
mmu05012:Parkinson’s disease	30	*9.13 × 10^−5 #^*	2.16	0.0120	B1
**IPA Pathways**	**Count**	***p* value**	**Max ^$^**	**Kinetics** ^£^	**z-score**
Reelin Signaling in Neurons	13	2.40 × 10^4^	3 h	3 h–12 h	−3.317
Role of NFAT in Regulation of the Immune Response	14	2.51 × 10^3^		3 h	−3.051
Molecular Mechanisms of Cancer	20	*1.05 × 10^2 #^*		3 h	¤
CXCR4 Signaling	11	*1.29 × 10^2 #^*		3 h	−2.646
Endocannabinoid Cancer Inhibition Pathway	10	*1.45 × 10^2 #^*		3 h	¤
Insulin Receptor Signaling	10	*1.51 × 10^2 #^*		3 h	−*1.897*
Clathrin-mediated Endocytosis Signaling	12	*1.58 × 10^2 #^*		3 h	¤
Clathrin-mediated Endocytosis Signaling	12	*1.58 × 10^2 #^*		3 h	¤
ILK Signaling	12	*1.62 × 10^2 #^*		3 h	¤
cAMP-mediated signaling	14	*2.14 × 10^2 #^*		3 h	¤
B Cell Receptor Signaling	12	*2.24 × 10^2 #^*		3 h	−3.317
Systemic Lupus Erythematosus Signaling	12	*2.95 × 10^2 #^*		3 h	¤
Ephrin Receptor Signaling	13	*3.24 × 10^2 #^*	3 h	3 h–12 h	−3.162
Synaptogenesis Signaling Pathway	18	*3.31 × 10^2 #^*	3 h	3 h–12 h	−3.3

DAVID^®^ identifications of enriched KEGG pathways and Up_Keywords was based on the 1958 genes, and IPA^®^ determinations were done on the 725 regulated probes of List ②. * *p*-values after Bonferroni correction, ^#^ *p*-values according to Fisher exact test. ^$^ Time point record of maximum number of genes in the pathway. ^£^ IPA enrichment was observed at the 3-h and/or 12-h time points. ¤ No z-score calculated.

## Data Availability

Data supporting the reported results can be found in the NCBI Gene-Expression-Omnibus repository; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144455 (accessed on 24 January 2020)

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22084253/s1.

# Supplementary material for: Effect of Neuroprotective Magnesium Sulfate Treatment on Brain Transcription Response to Hypoxia Ischemia in Neonate Mice
**Source:** Int J Mol Sci. 2021 Apr 20;22(8):4253. doi: 10.3390/ijms22084253
**Supplement:** Supplementary file 1

## 1. Material and Methods

### 1.1 Animals

The body weight at day 5 was different among acute or repeatedly sex-matched treated pups ( $p < 0.0001$ , according to Student's  $t$  test). This effect may be due to daily handling in repeatedly treated pups. Although only sex differences were observed in acutely treated pups. At weaning (P30), in acutely treated animals, sex and treatment were significant causes of differences in two-way ANOVA ( $p = 0.0092$  and  $p = 0.0002$ , respectively). Only  $\text{MgSO}_4$  600 mg/kg treated male pups had higher body weight than controls. No significant differences were noted between females. Repeatedly treated pups (from P5 to P9) had significantly lower body weight than acutely treated animals and sex differences were significant using 2-way ANOVA ( $p = 0.0385$  and  $p < 0.0001$ , respectively). Post-hoc analysis revealed decreased body weight in males ( $-9.34\%$ ,  $p < 0.001$ ) and in females ( $-6.89\%$ ,  $p < 0.05$ ) treated by  $\text{MgSO}_4$  relative to PBS repeatedly injected controls, as well as the difference between PBS treated males and females was also significant ( $-4.56\%$ ,  $p < 0.05$ ). In  $\text{MgSO}_4$  treated groups, no sex differences were detected. This data indicate that repeated injections of PBS had low effect on neonate growth from P5 to P30, but that  $\text{MgSO}_4$  600 mg/kg impaired this growth.

Activity in all tests differed in males and females. Thus, analyses were done in separated sex. The different tests were performed in 12 – 44 animals per group (Table S3).

### 1.2 Transcriptome studies

The lists of genes with expression affected by  $\text{MgSO}_4$  and/or HI were submitted to DAVID<sup>®</sup> software (v 6.8) extraction of enriched GO terms (seGOterms), Kegg Pathways (seKPaths) and UP\_Keywords (seKws) at  $N \geq 10$  and False Discovery Rate (FDR)  $< 10\%$  thresholds, and fulfilling one of the two following criteria; i) high significance indicated by the corrected Bonferroni test  $p$ -value  $< 1 \times 10^{-4}$ , or ii) EASE  $p$  value  $\leq 1 \times 10^{-4}$  and Fold Enrichment (FE)  $> 2$ . Redundancy was limited using Revigo<sup>®</sup> filtering on dispensability  $> 0.7$ . A separate analysis was performed using Ingenuity pathway analysis (IPA<sup>®</sup>).

Detailed lists of genes, seKws, seGO-terms, seKPaths, IPA<sup>®</sup> pathways (seIPaths) and IPA<sup>®</sup> putative Upstream regulators (pUR) are provided in separate Excel Tables; effects of  $\text{MgSO}_4$  single injection in Table S1.xlsx and interaction of  $\text{MgSO}_4$  pre-treatment with transcription response to HI in Table S2.xlsx.

### 1.3 Behavior studies

The effects of  $\text{MgSO}_4$  neonatal treatments (600 mg/kg single injection at P5) in grownups were assessed versus neonate PBS injection effects at adulthood (60-90 days) and compared to pharmacological treatments with known agents active at the NMDA type glutamate receptor antagonists (dizocilpine (MK-801), 1 mg/kg) or ketamine (40 mg/kg) administered once at P5, in order to assess a putative interaction of exogenous  $\text{Mg}^{2+}$  ion at NMDA receptor. In addition two groups exposed to repeated  $\text{MgSO}_4$  administration (600 mg/kg dose for 5 days (P5-P9), or PBS were constituted. All groups were explored in a series of spontaneous to highly integrated behavior tests: Spontaneous activity in home cages with running-wheel, locomotor activity and exploration in an open field device, pharmacological MK-801 induced hyperactivity and social interaction. Sex effects were evaluated in all tests.

#### 1.3.1 Spontaneous activity in the wheel

Spontaneous activity in running wheel was recorded for 3 nycthemeres (start at 14h00) under standard housing. Distance ran in wheel was sampled every 10 min, number of courses and direction were recorded on the 72h, as previously reported [1].

#### 1.3.2 MK-801-induced locomotor activity in adults

Neonatal blockade of NMDA transmission impairs brain development and result in long term behavior deficits. The test at adulthood of MK-801 single injection-induced hyper-locomotion was performed to

assess putative deleterious interference of neonatal  $\text{MgSO}_4$  treatment with NMDA transmission [2]. Locomotor activity was measured in the open-field device (60 x 60 cm) for 180 min at P60-90, using a Versamax 4.2 apparatus (Accuscan Instruments Inc. Ohio, (USA) device, based on infrared beam crossing). Two criteria were followed; total distance ran and exploration of center part of the open field was used as an index of des-inhibition for initial 30 min. After 30 min the animals received a 375  $\mu\text{g/kg}$  i.p injection of MK-801 to induce locomotor activity. This activity was followed for 150 min. The parameters recorded were total distance, vertical activity and stereotypies.

Data were analyzed using two-way ANOVA (sex/treatment) and Bonferroni post-test, on the treatment effects in each sex in the 8 acutely neonatal treatment groups (sex + treatment), and separately in the 4 repeatedly-treated groups of neonates, using GraphPad Prism6® software (La Jolla, CA, USA).

### **1.3.3 Social interaction**

Social interaction test device consist in a black box separated in two compartments by a grid as previously described [3]. The large compartment (42 x 12 cm) receives the test animal for a 3-min habituation period. Then an unknown congener (non-treated, same sex) is inserted opposite to the grid in the small compartment (12 x 12 cm) for a 6-min interaction period. A video-tracking (ANYMaze®) allowed to analyze test animal behavior over virtual subzones named contact, proximal, intermediate and distal in reference to the grid. In each group, the parameters recorded for statistical analyses were time spent, rearing and distances covered in the all field and inter-zone crossings, in both habituation and interaction periods. The ratio of interaction to habituation scores was considered the induction of effect due to the unknown congener. Time spent and entries were measured in virtual sub-compartments (contact to distal from the congener). More specifically, nose poke events, nose poke total and mean duration were analyzed during interaction period.

A total of 135 mouse neonates at 5 days received single injection of PBS, MK-801 (1 mg/kg), ketamine (40 mg /kg) or  $\text{MgSO}_4$  600 mg/kg. In addition, 69 pups were injected daily from 5 to 9 days included with PBS or  $\text{MgSO}_4$  (600 mg/kg). An overall mortality of 2.13% was detected in pups at 3 weeks (weaning). A low mortality was observed in MK-801 treated males (10%), and in ketamine treated males (7.14%).

Sex differences were noted in most parameters under evaluation. Thus data were treated separately. The analyses were conducted in several steps for each behavioral trait recorded. Two groups of criteria were evaluated. Activity criteria (total distance browsed, interzone crossings, rearings and distribution of activity related to the grid estimated by the ratio of time spent in distal + intermediate to proximal zones). These criteria were examined in both habituation and interaction periods. Changes in distribution of these activities in the two periods were investigated and referred to as “induction”. A second group of criteria was investigated in the interaction period only and concerned specific interaction parameters (nose poke numbers, time and interaction time). The analyses were done in the 4 groups of mice (males or females) having had acute treatments were analyzed using one way ANOVA followed by Bonferroni post-test. A two-way ANOVA was performed to extract congener induced changes in activity parameters on period (habituation/interaction) and treatment, followed by Bonferroni post-test. The putative effects of neonatal treatments on the spatial distribution of activity within the maze was evaluated using the  $\text{Chi}^2$  square test of inter-zone crossings since test requires whole numbers (no mean, no decimal). Activity distribution in specific group was compared to the activity distribution of all animals, respective of sex and treatment type (acute or repeated).

## **1.5 Interference of $\text{MgSO}_4$ single injection with spontaneous development**

In a previous study we reported spontaneous developmental expression variation in the whole genome from P2 to P15 (GEO accession GSE144456. Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144456> [3].

Here we extracted genes affected by  $\text{MgSO}_4$  and developmentally regulated on the P2 to P10 period. Owing that both senses variations occurred either in  $\text{MgSO}_4$  effects and ontogenetic variations, and that ontogeny was recorded over 2 periods (P2 to P5 and P5 to P10) we extracted  $2^3 = 8$  interaction subgroups. We regrouped  $\text{MgSO}_4$  induced variation in the sense of ontogeny; i) amplification of previous ontogenetic effect or anticipation of subsequent fate; group called ORTHO, or ii) opposite to the sense of ontogeny, i.e. reversion of previous ontogenetic effect or “prevention of subsequent fate; group called CONTRA.

**Table S3.** Number of animals per experimental group

<sup>§</sup> Mg and HI respective controls were performed separately, from respective litters. MgHI vs Ctrl one color analysis was done using pooled Ctrl from the two groups.

\* groups of 45 were made of 3 individual hemispheres x 5 time points x 3 replicates.

<sup>#</sup> groups of 18 were made of 3 individual hemispheres x 2 time points x 3 replicates.

## 2. Results

### 2.1 MgSO<sub>4</sub> proper effects

#### 2.1.1 Transcription studies (List A)

David<sup>®</sup> (v6.8) analysis of List A identified 21 seKw, showing Bonferroni p value <  $1 \times 10^{-4}$ , FDR < 10% and at least 2 fold enrichment. This short series includes 1057 different genes (75% of total List A) exhibiting 4.8 fold more repressions than in the total list A (2.18 fold more repressions) ( $p = 8.34 \times 10^{-5}$  according to Fisher exact test ( $OR = 2.27_{(1.452-3.486)}$ ), indicating that MgSO<sub>4</sub> had mainly convergent repression effects (Table S1B).

Amongst the 1411 genes in List A, 517 genes (36.6 %) were associated to enriched Keywords, GO terms or pathways selected under high stringency. The predominance of repressions observed in List A was even more striking among genes associated to enriched terms (Odd ratio (O.R.) > 2 in all terms), indicating coordinated effects of MgSO<sub>4</sub> treatment towards repressions. Reciprocally MgSO<sub>4</sub> effects on genes non associated to these terms included less proportion (O.R. = 0.65) of repressions (Figure S1B).

DAVID<sup>®</sup> extraction of seGO-terms from the 1411 genes affected by MgSO<sub>4</sub> single injection (List A) followed by ReVIGO selection isolated 43 seGOterms, distributed in 16 Biological Process, 13 Cell compartments and 14 Molecular Functions terms. A total of 716 genes among the 1411 list (50.7%) contributed to seGOterms enrichment, of which 136 genes were induced, 573 genes (80%) were repressed and 7 exhibited putative splicing (Table S1B).

One remark that seGOterms focus towards several main features (some terms could be associated with one or more features).

- Eleven seGOterms were related to nervous system development and synapses (GO:0007399, GO:0048167, GO:0050885, GO:0031338, GO:0045202, GO: 0030054, GO:0043005, GO:0014069, GO:0042995, GO:0005912, GO:0098641)
- Seven seGOterms were related to cytoskeleton (GO:0030036, GO:0006897, GO:0005856, GO:0005874, GO:0030027, GO:0055038, GO:0008017)

- Six seGOterms were related to kinases and phosphorylation processes (GO: 0006468, GO:0046777, GO:0016310, GO:0018105, GO:0004672, GO:0019901)
- Four seGOterms were related to regulation of transcription (GO:0000122, GO:0003714, GO:0003682, GO:0000977)
- Four seGOterms were related to signaling (GO:0035023, GO:0005089, GO:0005096, GO:0005516)
- The remaining was associated to general cell processes (memory, apoptosis or cell migration) or generic biochemical processes (Regulation of catabolism, SH3 binding), localisation (perinuclear region of cytoplasm and golgi apparatus (GO:0000139, GO:0005794).

DAVID® Analysis allowed to extract seKPaths at a high significant level, according to the restrictive Bonferroni test (Table S1C). Of note the highest significance was related to axon guidance, reminding the previously described seGOterms associated to nervous system development. Netrin signaling (also associated to axonal guidance), reelin neuronal migration cue signaling system completed this series of nervous system development related pathways (Table S1B,C). To a lower significance, although detected with  $p$  value  $< 0.05$  according to EASE, we could observed several pathways related to neurotransmission and signaling (Table S1C).

Ingenuity Pathway analysis on  $MgSO_4$  proper effects at the different time points revealed early onset of many coordinated effects towards seIPA-paths. The “synaptogenesis signaling pathway” was the highest significant seIPA-path ( $p = 4.78 \times 10^{-9}$ ). Forty seIPA-paths had z-score below -2 at least at one time point and only one a z-score above 2 (PTEN signaling), indicating coordinated slowing effects of  $MgSO_4$  on transcription in many cell functions. (Table S1D).

IPA upstream regulator research showed Mnk1 inhibition was a very significantly in the entire 24h period, culminating 6h after  $MgSO_4$  (Table S1E) and affecting up to 30 genes (minimum  $p$ -value =  $2.15 \times 10^{-15}$  and minimum z-score = -5.2). Frm-1 activation from 90 min to 24h after  $MgSO_4$  injection affected for up to 27 genes (minimum  $p$ -value =  $3.34 \times 10^{-8}$  and z-score = 2.84). This positive z-score indicated Fmr-1 activation, but essentially resulted in downstream gene repressions, especially those included in synaptogenesis, reelin and glutamate signaling pathways. Interestingly, a very small proportion of downstream effects of Mnk1 and Frm1 were common ( $n = 4$ ), indicating that putative  $MgSO_4$  inhibition of these functions resulted from additive effects through at least 2 distinct cooperating targets (Mnk1 and Frm-1).

### **2.1.2 $MgSO_4$ effects on genes spontaneously regulated during P2-P10 development**

$MgSO_4$  treatment affected few genes spontaneously regulated in the P2-P5 period, former to injection ( $n = 45$ ) although, it affected expression of many genes ( $n = 254$ ) committed to be regulated in the subsequent normal development (Figure S2, Table S1F).

The vast majority of  $MgSO_4$  transcription effects gathered in the ORTHO group ( $n = 290$ ). Near 60 % of genes in the ORTHO group belong to a wave of transient inductions or repressions occurs in brain development from P5 onwards [3]. Of note, inductions ( $n = 125$ ) predominated repressions ( $n = 48$ ), although the majority of overall  $MgSO_4$  effects was repression. Only a few genes exhibited  $MgSO_4$  induced regulation constituting the CONTRA group ( $n = 33$ ). On the whole, it appears that  $MgSO_4$  prolonged and mainly anticipated normal developmental changes, although affecting a modest proportion of developmentally regulated genes around P5 ( $323/2319 = 13.9\%$ ).

HI in P5 mouse brain had little effect on the expression of genes spontaneously evolving along development in days before or after P5, mostly opposite to what is committed to happen in the 5 to 10 days period (Fig S2B), confirming previous data [3]. The interference of MgHI (List B) with ontogenically regulated genes appeared as an amplification of HI effects, including the majority of genes affected by HI alone (Fig S2C). These effects thus appeared opposite to ORTHO effects induced by  $MgSO_4$  single injection (Table S2F).

### **2.1.3 Behavior studies**

#### **2.1.3.1 Spontaneous activity in wheel**

Two-way ANOVA analyses of acute or repeated treatments effects (sex/treatment) revealed sex effect; females being more active than males.

MgSO<sub>4</sub> neonatal treatment (600mg/kg) either after single or repeated injections did not affect spontaneous running activity in the wheel. (Figure S3A,B). A tendency was noted in males ( $p = 0.20$ ). Of note, repeated handling in neonates resulted in reduced activity in adults whatever the sex and the treatment. No differences were observed on the number of running cycles and direction (not shown).

As previously described, ketamine increased the activity in females [1]. No MK-801 effect was observed.

**Table S4:** Distance in running wheel

<sup>#</sup> ns indicate no treatment effects in sex separated groups,

\*\*\*,  $p < 0.001$ .

### 2.1.3.2 Actimetry-Open field

Total distance and time spent in the center of the open field were registered for the 30 min habituation time. Significant sex differences were observed in both criteria and treatment type (acute or repeated). No treatment effect was observed. Only interaction between sex and treatment appeared significant in the center part exploration time in repeated treatment groups (Figure S3C-F and Table S5).

**Table S5:** Open Field exploration

<sup>#</sup> ns indicate no treatment effects in sex separated groups,

\*,  $p < 0.05$ , \*\*,  $p < 0.01$ , \*\*\*,  $p < 0.001$ .

### 2.1.3.3 MK-801 induced hyperactivity

The response to acute MK-801 was assessed using three parameters recorded for 150 min; total distance ran recorded for 150 min, vertical exploration inhibition recorded for every 5 min period in which it was below 15 min pre-injection level, and stereotypies. Acute and repeated neonatal effects were evaluated separately versus respective PBS administration schedule. Two-way ANOVA evaluating sex and treatment effects and putative interaction were performed at first. Since quantitative values of activity mostly differed in males and females, subsequent analyses were done in separated sex using one way ANOVA and Tuckey post-test.

The three parameter evaluated distinct aspects of MK-801 induction effects as revealed by two-way ANOVA in acutely neonatal treated groups. Two-way ANOVA revealed sex differences in total distance ran induction, treatment effects on vertical exploration (repression) and interaction between sex and treatment on

**Table S6:** Acute MK-801 induction effects.

<sup>#</sup> ns indicate no treatment effects in sex separated groups,

<sup>\$</sup> Effect of neonatal MK-801 vs neonatal PBS,

\*, p < 0.05, \*\*, p < 0.01.

induction of stereotypies (Table S6). Post-test analyses revealed a significant effect of neonatal MK-801 treatment in males on the inhibition of vertical exploration and induction of stereotypies acute induction by subcutaneous MK-801 in adults (Figure S4). In females a tendency towards reduction of stereotypies was observed although it did not reach significance (p = 0.0921). This variation in the opposite sense to the observation in males was responsible for the interaction observed on stereotypies (Table S6). Of note repeated neonatal MgSO<sub>4</sub> treatments had no effects in these paradigms.

#### 2.1.3.4 Social interaction

No effect of acute neonatal treatments on exploration features in the 2-compartment device could be detected during habituation periods, although sex differences were patent in many criteria. During interaction period sex differences appeared highly significant in both acute and repeated treatment studies (Table S7). Considering the number of interzone crossings in habituation and interaction periods, it appeared that the introduction of the unknown congener provoked an increase in the entries in contact zone in most groups (main text Figure 4). The analysis by Chi<sup>2</sup> of entry distributions revealed that acute treatments altered the exploration pattern; specifically ketamine had highly significant effect (Table S7). MK-801 showed a nearly significant effect. The effect of neonatal ketamine appeared as a strong reduction of congener induced increase in contact-zone entries. Of note contact-zone time was not modified (not shown), indicating that ketamine modified, although did not abolished social interaction.

**Table S7:** Social interaction.

# ns indicate no treatment effects in sex separated groups,

\*, p < 0.05, \*\*, p < 0.01, \*\*\*, p < 0.001.

## 2.2 MgSO<sub>4</sub> effects on HI (List B)

The modulation by MgSO<sub>4</sub> of HI transcription effects cannot be described by the sole analysis of list ②, as this list also contained MgSO<sub>4</sub> proper effects and HI-effects only detected in Ctrl. The modulation by MgSO<sub>4</sub> of effects observed in HI non pre-treated animals only represented a minor proportion of MgHI effects (Figure S5). The MgSO<sub>4</sub>/HI interfering effect was therefore given by the analysis of List B that resulted from the concatenation of observations in several experiments. List B was constructed to identify expected aspects of MgSO<sub>4</sub> effects; reversion of HI effects (List B2), amplification of HI effects (List B3). One could observe the occurrence of a major series of so-called revealed genes only observed after MgSO<sub>4</sub> pretreatment in HI-exposed brain (List B1) and representing more than ¾ of modulations (main text Figure 6A). Reversions of HI effects represented near ¼ of the total and amplifications by Magnesium of HI effects and were 1.2% of total List B (main text Figure 6C). MgSO<sub>4</sub> effects in HI brains (List B) provoked near twice as much inductions than in Ctrl mice representing 44.4% of regulations; a significantly higher proportion than in Ctrl brains (31.5%) (p = 1.68E-12 (OR = 0.597<sub>(0.516-0.691)</sub>) according to Fisher exact test) (Table S2A).

### 2.2.1. Prevention by MgSO<sub>4</sub> of HI effects

List B<sub>2</sub> regrouping prevention of HI effects by MgSO<sub>4</sub> pretreatment constituted near a quarter of list B (main text Figure 6C). A total of 137 genes with expression reversed by MgSO<sub>4</sub> pretreatment only represented 23.8 % of the effects of HI in list ③. Of them 118 were repression by MgSO<sub>4</sub> of HI inductions in Ctrl, and thus only 19 inductions by MgSO<sub>4</sub> of genes repressed after HI in Ctrl. Mg pretreatment therefore appears as partial prevention of inflammation/immunity and transcription regulation at RNA polymerase II processes due to HI (Table S8, Figure S6).

### 2.2.2 de novo HI-induced regulation after MgSO<sub>4</sub> pretreatment

List B1 regrouped de novo occurrences of genes not regulated at a significant statistical level in MgSO<sub>4</sub> solely injected mice nor in HI exposed Ctrl mice. DAVID<sup>®</sup> analysis of de novo HI-induced regulation after MgSO<sub>4</sub> pretreatment was based on extraction from List ⑦ obtained by one-color analysis and to MgHI effect vs Ctrl of genes not affected by HI in List ③ (main text Figure 2). Among the 729 genes affected by HI and the 1178 genes affected by HI in MgSO<sub>4</sub> pretreated mice, only 140 were common and a major part of them were induced in both conditions (n = 101). 34 genes were repressed in both lists and 5 genes exhibited significant inverse response in absence or pretreatment by MgSO<sub>4</sub> (representing a small proportion of all

**Table S8** : Comparative enrichment in keywords, and GO-terms the effects of MgSO<sub>4</sub> treatment and/or HI in neonate mice, at the Bonferroni p values < 1x 10<sup>-4</sup> in at least one list.

\* ; Bonferroni corrected p Value, <sup>#</sup> ; Fisher p value < 1E-4

reversions (n = 188). B<sub>1</sub> list in fact contributed to the major part of List B. Of note seKw, seGO-terms, and seKPaths were related to ribosome and to mitochondria (Table S2B-D, S8).

It can be postulated from observations of such large amounts of revealed regulations and from their specific spectrum, that the presence of Mg<sup>2+</sup> in excess within the nervous tissue at the time when HI happened provoked an original transcription response to HI, different of what would happen in untreated animals.

### 2.2.3 Amplification effects

List B<sub>3</sub> showed the enhancement of only 18 induction and 5 repression (Table S2A). 

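In Experiment 2 at 3 h, Xaf1 had a mean log2 Cy5 to Cy3 ratio of -0.79 ± 0.34 (SD, n = 3; adjusted p = 0.0297, limma), so that it was higher in Cy3, as were Ehbp1 and Peg10 (adjusted p = 0.00771 and 0.00433). After HI at 3 h, Ehbp1 was at -0.42 ± 0.21, Peg10 at 0.23 ± 0.47 and Xaf1 at -0.23 ± 0.57. At 12 h they were at 1.07 ± 0.86, 1.95 ± 1.56 and 1.71 ± 1.21 (adjusted p of at most 0.122, limma).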

Three genes highly induced by HI showed also large enhancement *Ehbp1*, involved in cytoskeleton organization, *Peg10* also involved in cell shape and *xaf1* a regulator of apoptosis. The highest amplification of repression affected *Rprd1b*, an inducer of transcription by RNA polymerase II. 

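Rprd1b was higher in Cy5 at 3 h in Experiment 2, at 1.55 ± 0.50 (SD, n = 3; adjusted p = 0.0117, limma), and at 0.58 ± 0.60 at 12 h (adjusted p = 0.195). After HI it was at -0.0047 ± 0.26 at 3 h and at -1.26 ± 0.13 at 12 h (limma adjusted p = 0.0736).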

List B3 was too small for enrichment analyses, but it appears that very few genes in B3 appeared in seKw, seGO-terms or seKPaths indicating that these sporadic effects likely result from chance.

### 2.3.4 Gene Ontology

Global analysis of list B using DAVID® extraction of enriched GO terms from the 1958 genes affected by MgSO<sub>4</sub> single injection (List B) followed by ReVIGO selection isolated 18 seGO-terms, distributed in 1 Biological Process, 13 Cell compartments and 4 Molecular Functions terms. A total of 1668 genes among the 1958 list (85.2%) contributed to seGOterms enrichments, of which 723 genes were induced, 914 genes were repressed and 31 exhibited putative splicing (Table S2C). Of note, although List B was larger than list A and List C, the number of enriched features was lower than in A or C. The enrichment of genes encoding mitochondrial and ribosomal proteins appeared as very specific to MgHI effects. These regulations were largely negative.

seKw extraction in List ⑦ largely converged with List B seKw, and poorly in the direction of HI effects per se (obtained from List ③) i.e. apoptosis, chemotaxis or angiogenesis, (Table S2B) or previously described [3]. It is remarkable that the major inflammation, immunity or transcription through RNA-polymerase II were absent from seKw from MgHI vs Ctrl inductions, indicating at least a global anti-inflammatory effect of MgSO<sub>4</sub> treatment (Table S8).

seGO-terms enrichment in List ⑦ recapitulating MgHI effects compared to basal level in Ctrl P5 mice also pointed on mitochondrion and ribosomes (Table S2C). Also, seGO-terms from List B<sub>1</sub> of MgSO<sub>4</sub> revealed HI effects included CC terms related to mitochondrion and ribosome, and the BP term GO:0006412~translation and the MF terms GO:0003735~structural constituent of ribosome and GO:0044822~poly(A) RNA binding. Altogether these observations indicate that protein translation should be affected by HI after MgSO<sub>4</sub> pretreatment whereas it was not in Ctrl mice.

More seIPaths were detected in MgHI (62) than in HI (41) mice, and 33 were observed in the 2 groups (Table S8). Two pathways had common enrichment at 3h only (IL-8 signaling, and RhoGDI signaling) and one at 12h only (Signaling by Rho family of GTPases). But, the transcription repression in MgHI group was observed early. Thirty two (on 33) seIPaths in this group were only detected at the 3h time point. In addition among these 33 HI and MgHI common paths, 14 enrichments were anticipated in MgHI and 11 Pathways appeared only enriched at 3h (Table S2D).

Fourteen seIPA-paths were detected from list ②, all being repressed indicating a regulatory effect of MgSO<sub>4</sub> pretreatment towards HI induced transcription. Indeed, several of these pathways could also be observed out of MgSO<sub>4</sub> revealed HI transcription responses (List B<sub>1</sub>) (Table S2D).

### 2.3 Tracking of magnesium targets

Many pUR showed opposite effects in Mg and HI groups, and did not remained in MgHI groups, suggesting an effect of MgSO<sub>4</sub> on these genes/proteins, it should be hazardous to assume that all of them were relevant targets of MgSO<sub>4</sub> modulating HI. Indeed, most downstream genes were common to several pUR (Table S2E, Figure S7).

Several genes involved in innate immune response; *MYD88*, *Tlr2* *Lcn2* and transcription *Atf4*, appeared as pUR of MgSO<sub>4</sub> proper effects (List A) and HI-modulating effects (list ⑦). Similarly, two gene repressed by HI in Ctrl and in MgSO<sub>4</sub> appeared as apparent upstream regulators in different series; *Bcl3*; a regulator of NFκB and *Tet2*; a regulator of transcription and DNA demethylation. Among HI activated pUR that disappeared in MgHI groups, *Casr*, coding extracellular calcium receptor, may be a target through which MgSO<sub>4</sub> modulated HI effects since most genes downstream to *Casr* in HI were no more affected after MgHI (Figure S8). *Casr* transcription was not affected in any experiment.

z-score of several pUR appeared higher in MgHI than in HI suggesting amplification effect of Mg in the HI context (*Cdkn2a*, *Nr5a2*, *Dicer1*, *Ptpn1* and *Gfi*) (Table S2E). In fact these pUR were based on different gene regulations in HI and in MgHI. None of these genes were in list B<sub>3</sub> of amplified transcription effects. The examination of pUR with lower z-scores, in MgHI conditions than in HI condition, could be supposed to be targets of Mg on HI effects prevention (Figure S8,S9). In this series, *Ifng* showed high proportions of specific putative targets (Table S2E).

The aim of IPA<sup>®</sup> extraction of pUR in the 9 lists was to identify the putative sites of MgSO<sub>4</sub> targets based on coherence between observations and known relationships (Details in Table S2E,F). 150 genes were identified as pUR in at least one of the nine lists of effects. Of them 83 exhibited complete reversion of z-score, indicating HI downstream effects prevented by MgSO<sub>4</sub> pretreatment, thus designating them as Magnesium likely targets. Several pUR showed only a moderate effect on z-score, thus invalidating them as Magnesium effects. Upstream MgSO<sub>4</sub> effects could be transcriptional, although, few pUR showed a regulation of their own expression, in List A (8 were induced by MgSO<sub>4</sub> while 2 were repressed), in List B (8 were induced by MgSO<sub>4</sub> while 4 were repressed), and 11 in list ③ (9 were induced by MgSO<sub>4</sub> while 2 were repressed) (Table S2E,F). Thus one should imagine that most MgSO<sub>4</sub> effects were non transcriptional, a feature in accordance with the rapid bio-availability of Mg<sup>2+</sup>, and the early alteration of HI responses observed.

We have compared pUR in the nine lists according to common or opposite z-scores in the 3 main conditions; Mg, HI and MgHI (Table S2G, Figure S7). A lot of pUR were identified as putative inducers or repressors in HI and not in MgHI conditions, suggesting that MgSO<sub>4</sub> treatment prevented their HI-dependent activities (Fig S8-S9). Several pattern of MgSO<sub>4</sub> interference with HI can be distinguished based on pUR; i) disappearance in MgHI groups of pUR detected in HI, ii) remnant of pUR although with different characteristics (z-score, downstream genes panel) and iii) *de novo* emergence in MgHI groups of pUR not observed in HI groups. Not all pUR should be considered MgSO<sub>4</sub> actual regulation sites.

## 2.4 MgSO<sub>4</sub> insensitive effects of HI (List C)

DAVID<sup>®</sup> extraction of enriched GO terms was performed in List ③ confirming the evaluation of HI-transcription effects previously observed [3], and in List C, to evaluate putative HI effects insensitive to MgSO<sub>4</sub> pretreatment. Gene induction predominated in HI, and contributed to enrichment in GO terms, Kegg Pathways and Keywords related to the transcription by RNA-polymerase-II, inflammation, angiogenesis. Reciprocally, repression of genes encoding cholesterol biosynthesis enzymes was noted for early steps (Idi1, Mvk and Mvd) and late steps (Msmo1 and Nsdhl), although this list did not reach significant thresholds according to DAVID<sup>®</sup> or IPA<sup>®</sup>. A minority of genes affected by HI (list ③; including 499 inductions and 224 repressions), appeared unaffected by pretreatment by MgSO<sub>4</sub> (List C; 166 inductions (33%) and 66 repressions (29%)). However, as far as gene ontology is valid for partial lists, extraction of seGOterms from list C indicated that the functions identified from List ③ remained (Table S8). Indeed, the analysis of MgSO<sub>4</sub> unaffected HI effects (List C) was based on a shorter list than the list of HI effects (list ③), but one could remark that most GO terms related to inflammation response were absent in C, in line with an anti-inflammatory effect of MgSO<sub>4</sub> treatment, although with the exception of response to cytokine and monocyte chemotaxis. pUR putatively activated after HI but did not appear in MgHI are presented in Figure S10.

## 2.5 Complementary MgHI vs Ctrl Hybridization control experiment

Ctrl mRNA from experiment from experiment 1 and 3 were pooled and MgHI mRNA at 3h or 12h were used for co-hybridization in a supplement microarray. Probes exhibiting at least 2 fold change (whatever sense) or t test p-value < 5 x 10<sup>-2</sup> associated to 1.5 minimum fold change were extracted as usual. 2159 genes were extracted (1220 inductions and 934 repressions) and submitted to seKw, seGO-terms and se-KPaths extraction using DAVID<sup>®</sup> using the following thresholds (n ≥ 10, Bonferroni p value < 5 x 10<sup>-2</sup> and FDR < 10%) or alternatively (n ≥ 10, EASE p value < 1 x 10<sup>-2</sup>, Fold enrichment > 2 and FDR < 10%). Revigo filtering of GO terms allowed to extract non dispensable (dispensability < 70%) 19 BP-seGO-terms, 19 CC-seGO-terms and 19 MF-seGO-terms. In Addition, DAVID<sup>®</sup> allowed to identify 58 UP\_keywords and 27 seKPaths. All did not appear relevant but one could observe:

- In UP\_Keywords the terms: transcription, neurogenesis, mitochondrion, steroid biosynthesis, synaptosome, innate immunity, synapse and immunity,
- In BB-seGO-terms: “transcription, DNA templated”, “apoptotic process”, “nervous system development”, “positive regulation of inflammatory response”, “forebrain development” and “neuron migration”,

- In CC-seGO-terms: “neuron projection”, “mitochondrion”, “synapse”, “axon”, “post-synaptic density” and “dendritic spines”,
- In MF-seGO-terms; “transcriptional activator activity, RNA polymerase II core promoter proximal region” and “RNA polymerase II core promoter sequence-specific DNA binding”
- In seKPaths: “MAPK signaling pathway”, “neurotrophin signaling pathway” and “axon guidance”.

All these observations validated the data obtained in the core study by combination of two-color and one-color approaches (Data summarized in Table S2H).

### 3 References

1. Lecointre, M.; Vezier, C.; Benard, M.; Ramdani, Y.; Dupre, N.; Brasse-Lagnel, C.; Henry, V.J.; Roy, V.; Marret, S.; Gonzalez, B.J.; Jegou, S. and Leroux-Nicollet, I., Age-dependent alterations of the NMDA receptor developmental profile and adult behavior in postnatally ketamine-treated mice, *Dev Neurobiol*, 2015, 75:315-333.
2. Furuie, H.; Yamada, K. and Ichitani, Y., MK-801-induced and scopolamine-induced hyperactivity in rats neonatally treated chronically with MK-801, *Behav Pharmacol*, 2013, 24:678-683.
3. Dupré, N.; Arabo, A.; Orset, C.; Maucotel, J.; Detroussel, Y.; Hauchecorne, M.; Gonzalez, B.J.; Marret, S.; Vivien, D. and Leroux, P., Neonatal cerebral hypoxia-ischemia in mice triggers age-dependent vascular effects and disabilities in adults: impact of TPA, submitted, DOI.

### 4. Supplementary Figures

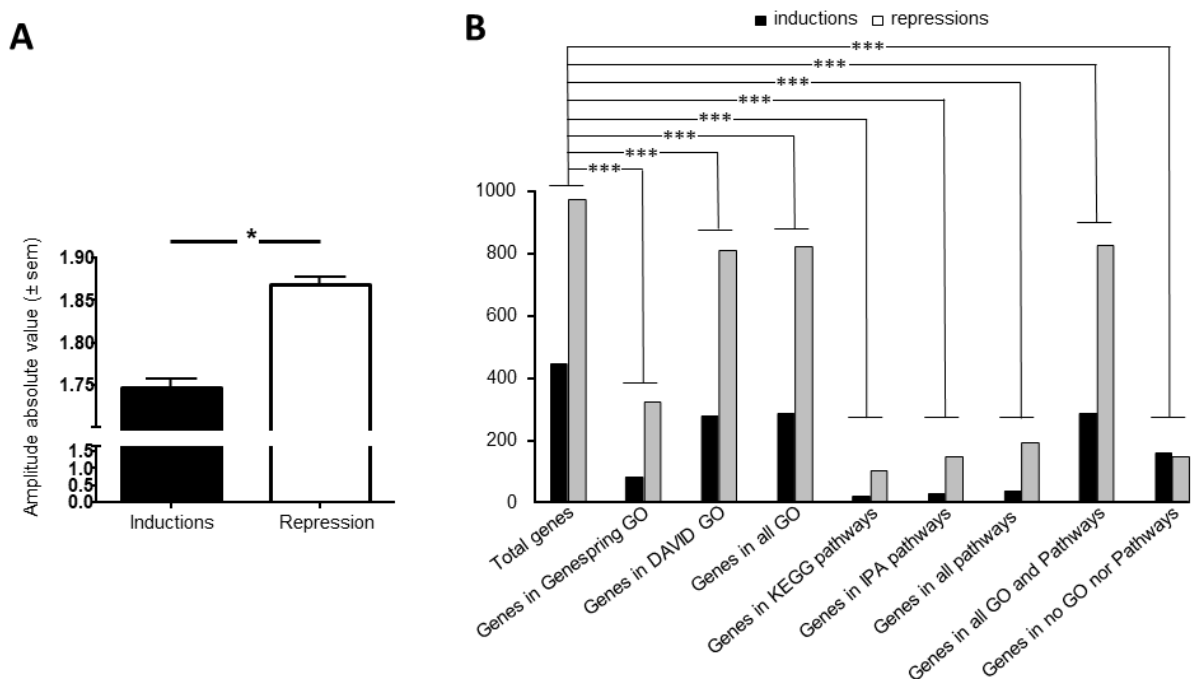

**Figure S1.** Comparison of amplitudes of Inductions and repressions after  $\text{MgSO}_4$  treatment (A), and relative their relative distributions of inductions/repressions among genes included in enriched Keywords, GO-terms. Kegg and IPA pathways (B). \*  $p < 0.05$  and \*\*\*  $p < 0.001$  according to Fisher exact test.

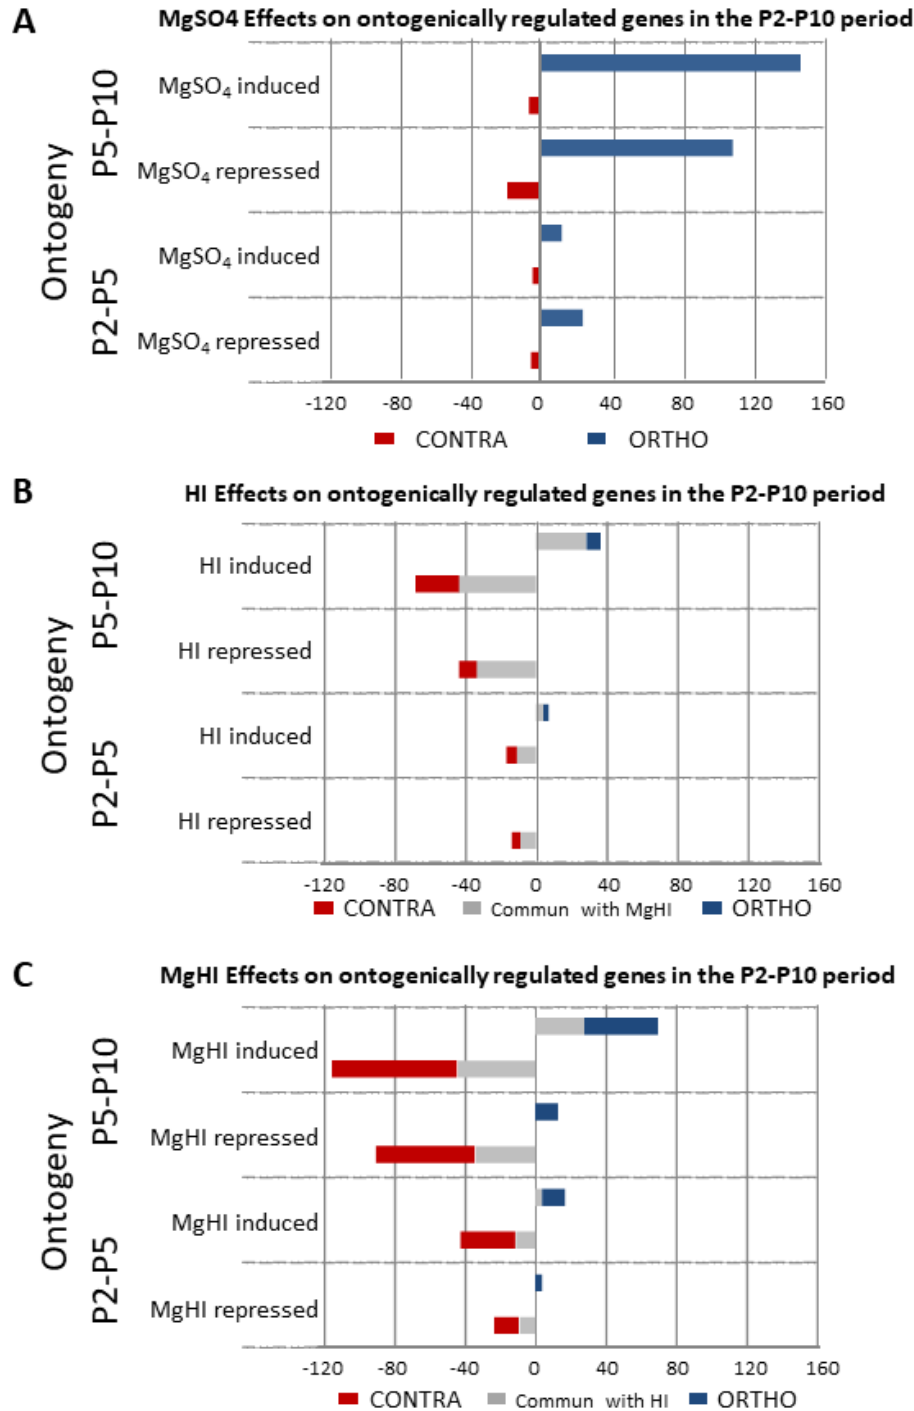

**Figure S2.** Comparison of gene numbers exhibiting transcription interaction with spontaneous ontogenic variation of MgSO<sub>4</sub> single injection (**A**), HI in Ctrl mice (**B**) and HI in MgSO<sub>4</sub> pretreated mice (**C**). The effects of different treatment evaluated on P2-P5 period (previous to treatment) or P5-P10 period (post-treatment) were classified according to variations in the sense of spontaneous development (named ORTHO) or antagonistic to development (names CONTRA, represented as negative values in left parts of the graphs). Parts of histograms in grey represent observations in common to HI in Ctrl (**B**) or MgSO<sub>4</sub>- pretreated (**C**) groups.

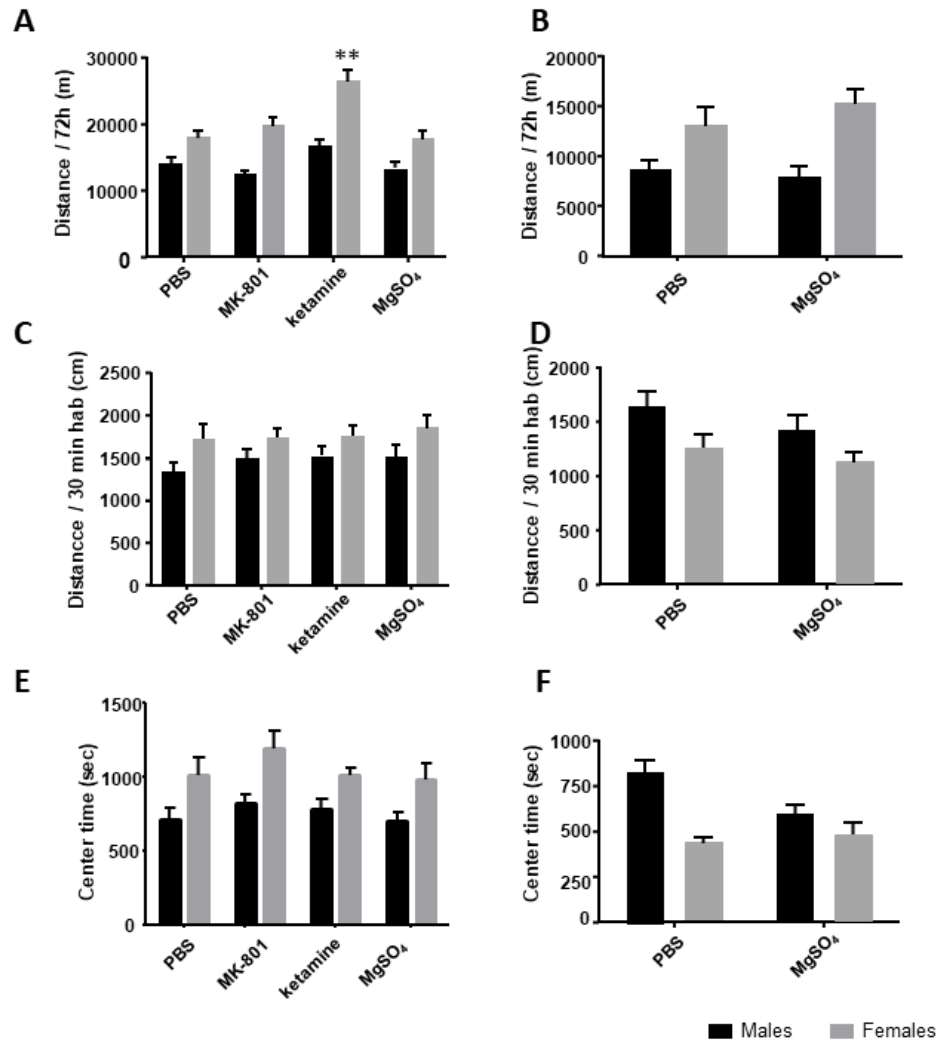

**Figure S3.** Effects of neonatal injection of PBS (controls), MK-801, ketamine or MgSO<sub>4</sub> in adult behavior. **(A)** Distance ran in freely access wheel for 72 hours in 8 sex and acute treatment groups. **(B)** Distance ran in freely access wheel for 72 hours in 4 sex and repeated treatment groups. **(C)** Distance ran in open field 30 min in 8 sex and acute treatment groups. **(D)** Distance ran in open field 30 min in 4 sex and repeated treatment groups. **(E)** Time spent in center area of open field device for 30 min in 8 sex and acute treatment groups. **(F)** Time spent in center area of open field device for 30 min in 4 sex and repeated treatment groups. \*\*,  $p < 0.01$  vs sex matched Controls according to Bonferroni post two-way ANOVA.

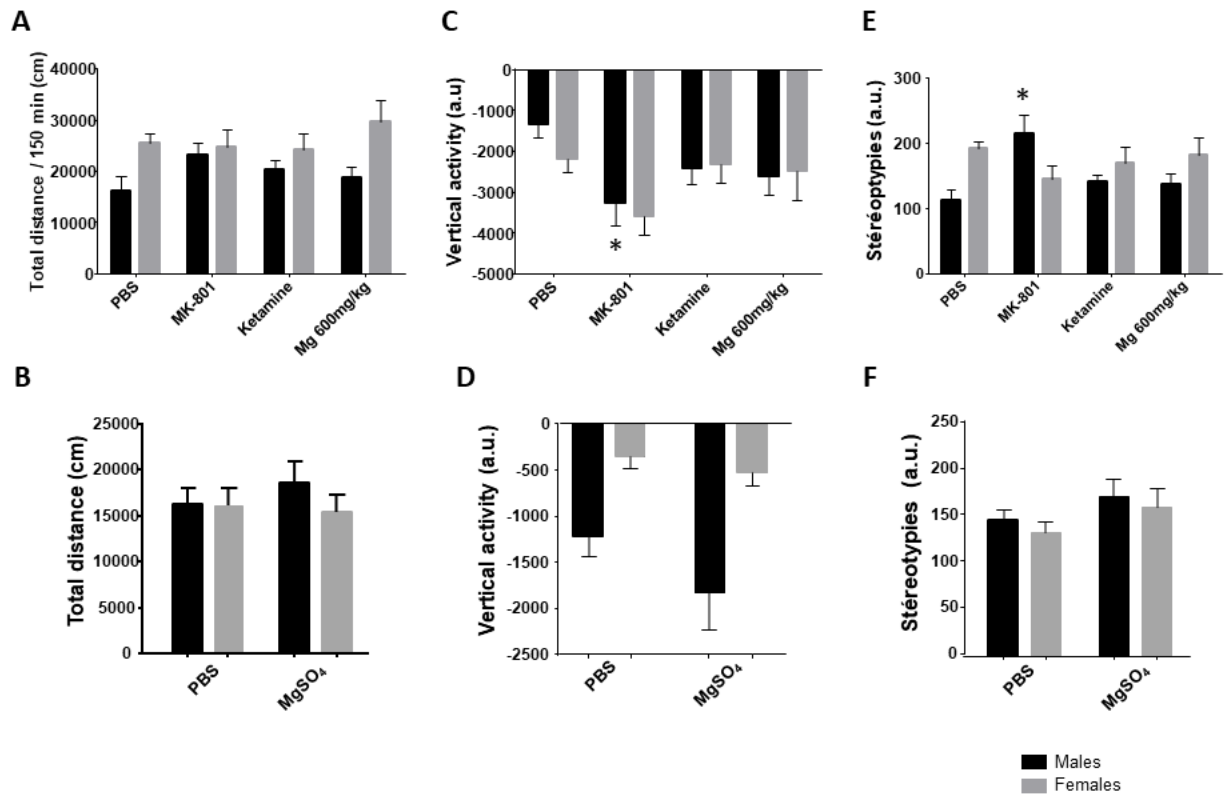

**Figure S4.** Effects of acute MK-801 induced locomotor activity in adult mice treated neonatally with PBS, MK-801, ketamine or MgSO<sub>4</sub> single administration at P5 or repeatedly from day 5 to day 9. **(A)** Total distance ran in the 150 min following MK-801 by adult mice treated at P5. **(B)** Total distance ran in the 150 min following MK-801 by adult mice treated repeatedly treated from P5 to P9 with PBS or MgSO<sub>4</sub>. **(C)** Vertical exploration in the 150 min following MK-801 by adult mice treated at P5. **(D)** Vertical exploration in the 150 min following MK-801 by adult mice treated repeatedly. **(E)** Number of stereotypies in the 150 min following MK-801 by adult mice treated at P5. **(F)** Number of stereotypies in the 150 min following MK-801 by adult mice treated by repeatedly. \*,  $p < 0.05$  vs sex matched Controls according to Bonferroni post two-way ANOVA

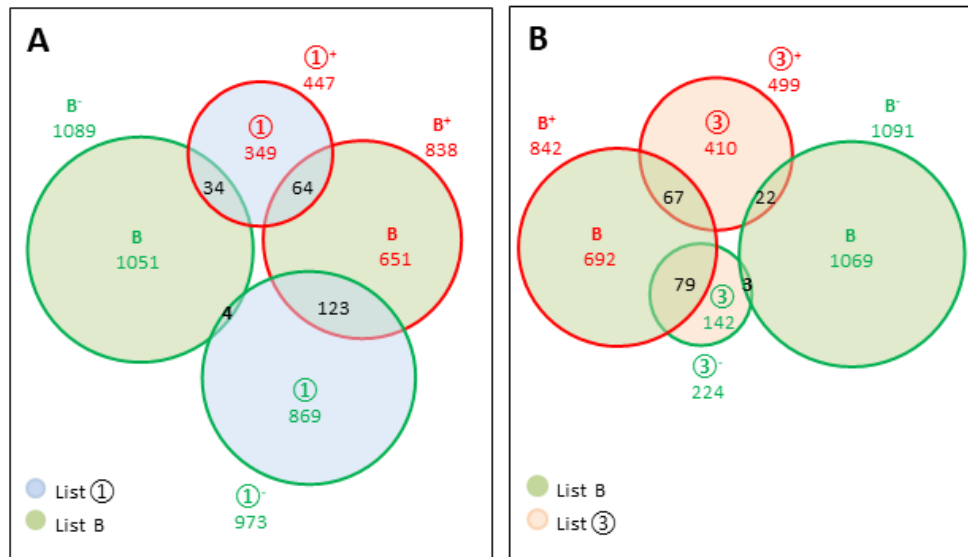

**Figure S5.** Comparative distribution (number of genes affected) of transcription effects of HI and/or MgSO<sub>4</sub> depending on sense of the effects. **(A)** Distribution of inductions and repressions of lists A and B. **(B)** Comparison of MgSO<sub>4</sub> interference with HI effects (List B) and in HI effects in Ctrl mice at P5 (List ③). Disk surfaces are proportional to gene numbers, intersections indicate number of genes in common. Red or green circling indicate induction and repression sub-lists, respectively. Circle fillings refer to experiment 1 (blue), 2 (green) and 3 (orange).

**Figure S6.** Kinetics of HI transcription effects identified by significantly enriched IPA® pathways obtained specifically in Ctrl (List ③), in MgSO<sub>4</sub> pretreated mice (List B) or in both groups. Early effects were observed only 3h after HI, Lasting effects were observed 3h and 12h after HI; Late effects were observed only 12h after HI. Anticipated effects were observed in list B after 3h while after 12h in List ③, Shortened effects were observed in B after 3h while were lasting effects in ③.

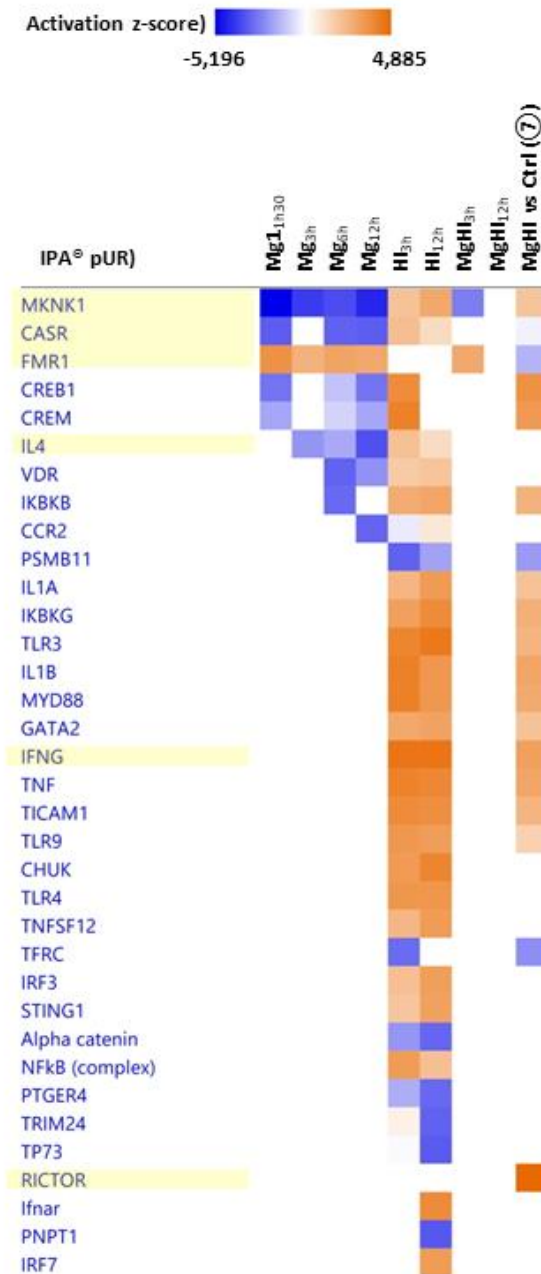

**Figure S7.** IPA determination of putative upstream regulators (pUR) of genes affected by MgSO<sub>4</sub> single injection. Blue color indicate inhibitions and orange indicates activations. Color intensity refer to Z-score. Filtering was set at  $p < 1 \times 10^{-2}$  in Benjamini-Hochberg, and  $|z\text{-score}| > 3$ . yellow background indicates special interest genes exhibiting diverging sense of variation depending on the conditions.

Supplementary Figure 8

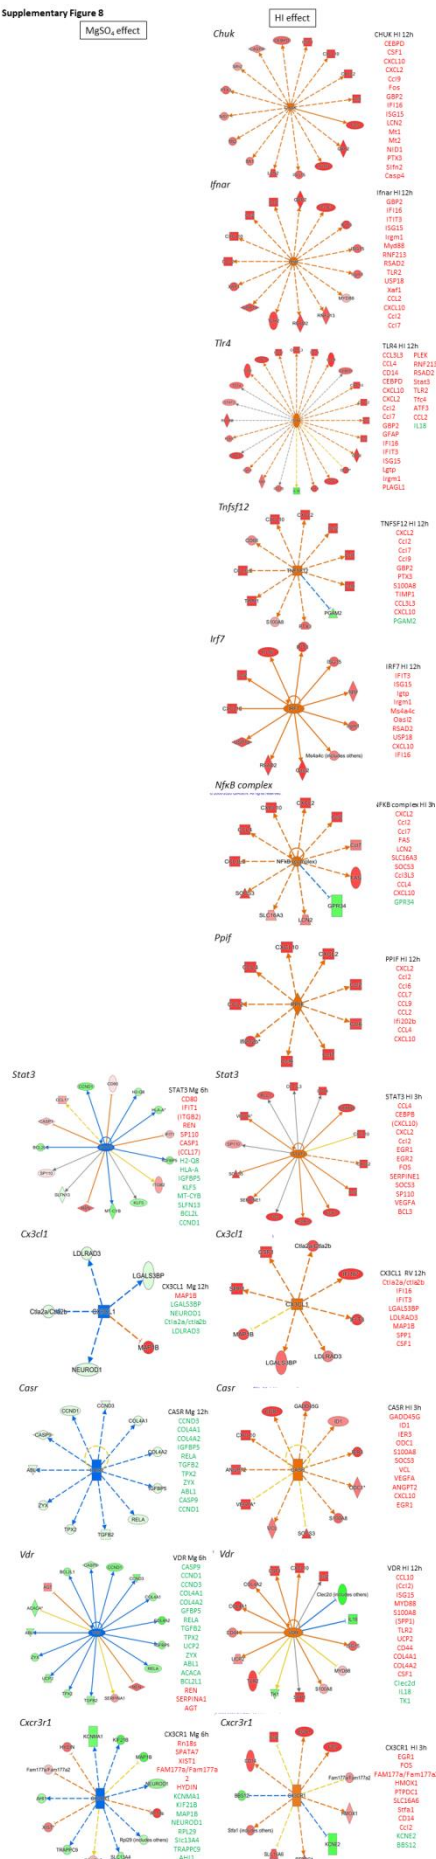

**Figure S8 Upstream Regulators (pUR) putatively activated after HI on the basis of transcription effects that did not appear in MgHI group.** Left column illustrates eventual detection of MgSO<sub>4</sub> effect in Ctrl mice, and right column illustrates detection of HI effects in Ctrl mice. pUR activation in center of circles are indicated by orange background and pUR inhibition by blue background. Gene series on which uPA were identified appear in red or green background (color intensity indicating inductions or repressions, respectively). Arrows in orange indicate gene activation coherent with uPR sense of regulation. Blue arrows indicate gene repression coherent with pUR sense of regulation. Yellow arrows indicate gene observed sense of variation incoherent with pUR sense of regulation. Grey arrows indicate genes related to pUR although with no sense of variation described. Genes names indicated in red or green were induced or repressed, respectively.

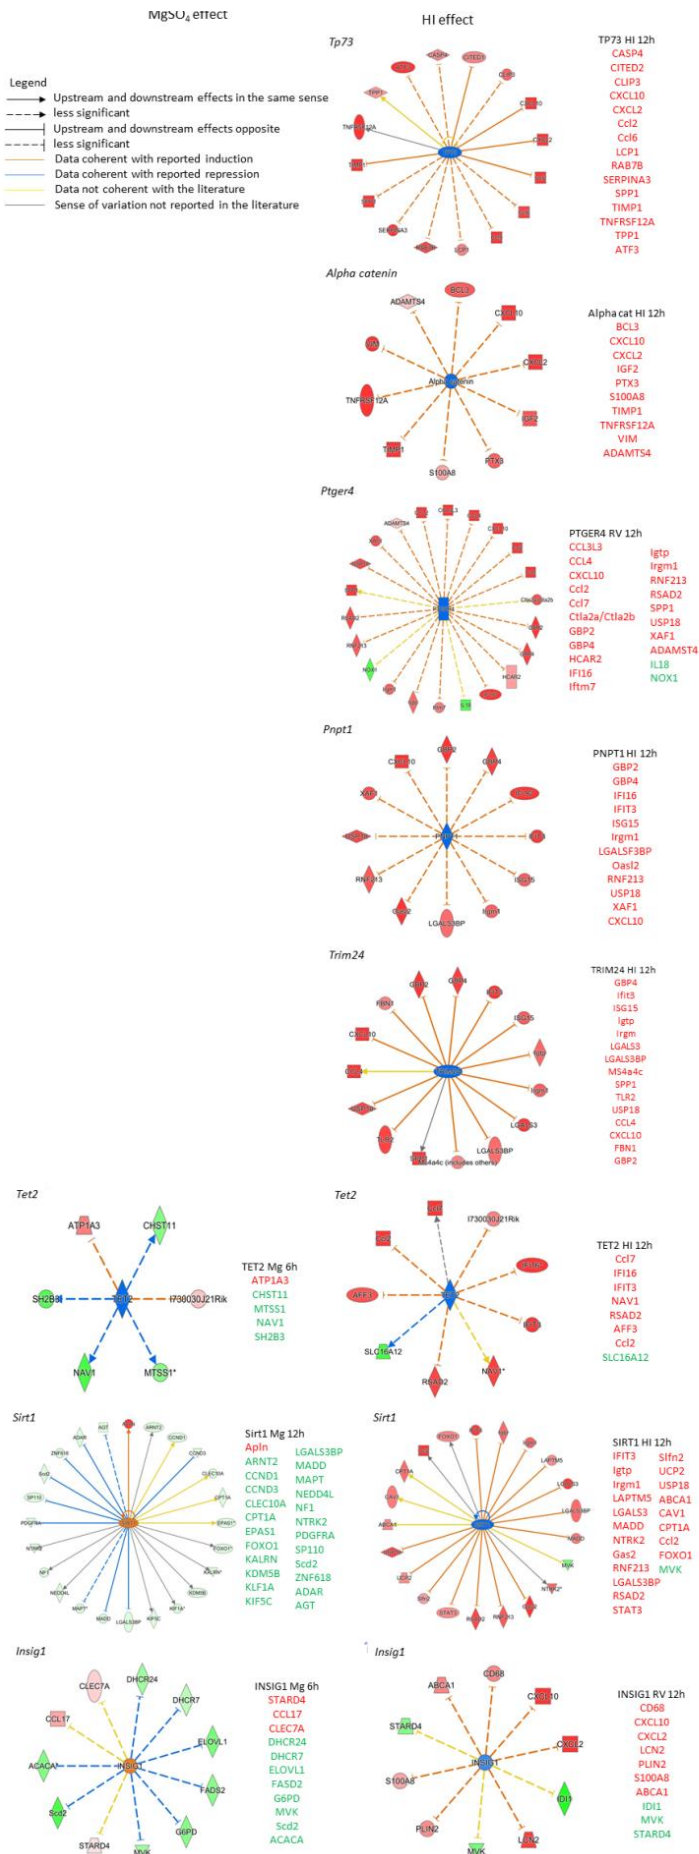

**Figure S9. Upstream Regulators (pUR)** putatively inhibited after HI on the basis of transcription effects that did not appear in MgHI group. Left column illustrates detection in MgSO<sub>4</sub> effect in Ctrl mice, and right column illustrates detection of HI effects in Ctrl mice. pUR inhibited in center of circles are indicated by blue background. For color details see text Figure S8.

**Supplementary Figure 10**

MgSO<sub>4</sub> effect      HI effect      HI + MgSO<sub>4</sub> effect

Creb1  
Crem  
Ikbbk  
*Ilf1b*  
*Tlr9*  
*Mknk1*  
*Mknk1*  
*Mknk1*

CREB1 Hi 12h  
CREM Hi 12h  
IKKBK Hi 6h  
ILF1B Hi 1  
TLR9 Hi 3P  
MKNK1 Hi 3h  
MKNK1 Hi 12h

© 2000-2020 GADGEN. All rights reserved.

How the deposited data were processed for this re-analysis (not part of the article)

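The deposited data are 31 Agilent whole mouse genome arrays, each hybridized with a Cy3 and a Cy5 sample, on 9 slides scanned on 7 days. Each sample is RNA pooled from 6 brain hemispheres. Experiment 1 compares MgSO4 (600 mg/kg, Cy5) with control (Cy3) at 3 h (4 arrays), 6 h (7 arrays), 12 h (4 arrays) and 24 h (4 arrays). The labels give subcutaneous injection and controls given PBS, the methods intraperitoneal injection and untreated controls. Experiment 3 compares HI (Cy5) with control (Cy3), and Experiment 2 compares mice given MgSO4 before HI with mice given PBS before HI, each on 3 arrays at 3 h and 3 at 12 h. Every array was mapped to its group from its title and labels. In Experiment 2 the labels and the methods place MgHI in Cy5, while the figures place it in Cy3, and the arrays do not settle this. Values of Experiment 2 are therefore given by channel. The treatment label of the Cy5 samples of Experiment 3 names MgSO4, against their titles, their source and the paper, and they were taken as HI without MgSO4.

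The authors extracted the scans with Feature Extraction 10.5.1.1, and the deposited processed intensities are background-subtracted, spatially detrended and dye-normalized within each array (linear scaling and LOWESS), as the methods and the file headers state. The deposited files also hold the median intensity of each spot and of its local background, without correction, and no mean spot signal. The authors' deposited series table holds the log10 ratio of the Cy5 to the Cy3 processed signal, with undetected features set to 0. It equals the ratio column of the array files on all 30 arrays that hold this column.

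The log2 ratio of Cy5 to Cy3 was computed from the processed intensities. Spots that the software marked as non-uniform or as population outliers were left out, and replicate spots of a probe were averaged. Each array carries 44397 features and 39429 different non-control probes. Probes were matched to gene symbols through their RefSeq accession, which gave a single symbol for 27427 probes (69.6%) and 20832 symbols. Probes without a matched symbol, controls and the 930 symbols that contain Rik were left out. Those probes were not tested, so lists of the paper that contain them are compared in part.

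Signal over background takes the place of sequencing depth on these arrays. The share of spots well above background in Cy3 was 55.1% to 69.7% at 3 h, 45.2% to 68.6% at 6 h, 52.3% to 65.8% at 12 h and 57.8% to 68.6% at 24 h in Experiment 1. It was 62.2% to 65.9% (3 h) and 59.9% to 64.4% (12 h) in Experiment 3, and 63.2% to 64.9% and 61.3% to 64.4% in Experiment 2. In Cy5 the shares lay between 54.4% and 70.2%. No spot was saturated by the software's mark (0%). A probe was tested in a group when it was well above background in either channel on at least 66.7% of the group's arrays. This left 18672, 17665, 17897 and 18056 probes at the 4 time points of Experiment 1, 18953 and 18964 in Experiment 3, and 19288 and 19302 in Experiment 2.

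Analyses used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 for reading files. Each group's mean log2 ratio was tested against 0 in its own limma fit (lmFit and eBayes). A gene was called when a probe had a Benjamini-Hochberg adjusted p under 0.05 over all probes tested and a fold change of 1.5 or more (log2 0.585). Differences between time points were contrasts in a fit over the 4 MgSO4 groups, or over both HI groups. For single-channel comparisons, the log2 Cy3 signals were centred on each array's 75th percentile, and the Cy3 samples of Experiment 2 were compared with the Cy3 controls of Experiments 1 and 3 of the same time. Exact permutation tests turned the signs of whole arrays or reassigned arrays to groups, and permutations over genes used 100000 resamples.

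Gene sets were tested with camera at a correlation between genes of 0.01, on the brightest probe of each gene, adjusted over the sets and comparisons. Lists of synaptic, cholesterol biosynthesis, immediate early, inflammation, hypoxia response, ribosomal protein and oxidative phosphorylation genes were written before the data were examined, as were lists of blood, choroid plexus and sex marker genes. The targets of Mnk1, Fmr1, Sirt1 and Rictor were taken from the paper's supplement, which drew them from the same arrays. Lists of markers of astrocytes, oligodendrocyte lineage, microglia and endothelial cells were drawn up after the 6 h ratios were seen, and they were recorded after a first look at their values, with the same genes.

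The genes named are those the paper names in its results or discussion as measured on these arrays. For each comparison, the 5 genes with the largest mean absolute log2 ratio among those called with 1 sign on every array are added. The rule was set before the data were examined, although the values in the paper's tables had been seen. A gene's value is that of its brightest probe. Where a list has 5 genes or fewer, its genes are named after their values were seen.

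The arrays behind the paper's lists were sought by comparing the mean ratio of every subset of a group's arrays with the published fold changes, within 0.1%. Results are given for all deposited arrays and, where stated, for the paper's arrays found in this way.

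Replicates of equal number in 2 groups share no stated animal or pool. To check whether the numbers pair the arrays, residual ratios of 27 pairs were correlated, which gave -0.353 to 0.758, with 13 above 0.1. Only Experiments 2 and 3 at 3 h had all 3 pairs above 0.1, and the arrays were treated as unpaired, with a replicate block as an alternative.

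The procedure was tested on simulated data, in which 200 genes were shifted by 1.5 on the log2 scale. At 3 h, 6 h, 12 h and 24 h in Experiment 1 it recovered 94.5%, 90.0%, 85.5% and 91.0% of them. In Experiment 3 it recovered 86.5% and 61.5% at 3 h and 12 h, in Experiment 2 it recovered 76.5% and 72.0%, and in the single-channel comparison at 3 h 73.0%. Of the genes called there, 0.575% to 5.53% had not been shifted. For the difference between 6 h and 12 h it recovered 91.5%, and 19.7% of the genes called had not been shifted. For the set test, only the synaptic genes were shifted, by less than 1.5. The test found this set and called 0 of 7 sets that were not shifted. The noise was drawn independently for each probe and array. These simulations therefore do not test the calls, by camera or by gene, where genes or arrays vary together as in the real data.

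Alternatives set before the data were examined were median centring, no background subtraction with loess, the series values, no filter and a stricter filter on dim probes, and outlier spots kept. For the tests they were the methods' t-test with and without Benjamini-Hochberg adjustment, the rule of the paper's supplement, unadjusted p, no minimum fold change, a single fit over all arrays, slide or scan day as a block, and each array left out in turn. Further ones were subsets of 4 of the 7 arrays at 6 h, a replicate block, a fit of only the groups compared, other controls, quantile normalization or the Cy5 channel for single-channel results, other set tests and other probes of a gene. Alternatives chosen after the data were seen were normexp (offset 50) on median signals with loess, the paper's arrays under several tests, replicates 2 and 6 at 6 h counted as 1 array, an unadjusted threshold for single-channel results, and slide as a block among the arrays of Experiments 2 and 3. Other groupings of the arrays were counted up to 100 per comparison.

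The time point of 1 h 30 min was not analysed here, and neither were results of the paper that rest on other methods than these arrays.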

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

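The tests of explanations in this part were chosen only after the results were seen. The limma test of the difference between 6 h and 12 h and the counts of other groupings of the arrays were set before. So were the single fit over all arrays, slide as a random block in it, and the fits with an array left out.

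In groups of 4 to 7 arrays, an array is listed when its gap to the nearest other array exceeds Dixon's critical value for the group's range. This held for 21 of 266 groups tested, where chance gives about 1 in 20 groups, or 13.3. A listed array is therefore not shown to be unusual by its listing alone.

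Replicate 1 at 3 h after MgSO4, which is not among the paper's arrays, stood apart from the other 3 arrays in 8 of these groups. Its median log2 ratio was -0.48 for the listed targets of Mnk1 (others 0.15 to 0.17) and -0.35 for those of Fmr1 (others 0.12 to 0.16). The study drew these lists from its own 6 h arrays. The ratios of single genes were -0.60 for Grin3a (others 0.16 to 0.29), -0.44 for Dlgap3 (0.18 to 0.21), -0.78 for Mapre2 (0.32 to 0.46), -0.54 for Trim32 (0.26 to 0.41) and -0.48 for Psd3 (0.26 to 0.36). Of the List A genes of 6 h, 90.8% had the paper's direction on this array, against 37.0% to 39.5% on the others. Replicate 2 shares the slide of replicate 1 and lies with replicates 3 and 4. On the first principal component of the 24 arrays of the groups other than 6 h, replicate 1 lies at 27.0, the other 3 h arrays at -11.3 to -8.57, and the paper's 6 h arrays at 33.4 to 43.3. The array may therefore carry variation shared with arrays of other treatments and times, which is described below and whose removal left 0 genes called on the paper's 6 h arrays. What that variation is, and whether MgSO4 acted earlier in this pool, stays open and was not tested.

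On the arrays that the paper did not use, the List A genes of 6 h were compared with the paper's direction. They had that direction for 15.5%, 78.7%, 81.0% and 16.7% on the 6 h replicates 3, 4, 5 and 7, for 90.8% on the 3 h replicate 1, for 11.8% on the 12 h replicate 3 and for 28.7% on the 24 h replicate 3. A share far from 50% does not by itself show a relation to MgSO4. The arrays of HI without MgSO4 gave shares from 7.34% to 59.4%. The 6 h replicates 3 and 7 correlated with the paper's 6 h arrays at a mean r of -0.395 over all probes present on every array. The 6 h replicates 3 and 7, the 12 h replicate 3 and the 24 h replicate 3 are the whole of 1 slide.

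Several explanations for the opposite 6 h ratios are argued against. For gene length, removing its trend from each array left the correlation at -0.373, with 1926 genes called on the paper's arrays after it and 2008 before. For a different share of neurons in the pools, markers of the other cell types would rise together where synaptic genes fall. On the paper's arrays the median log2 ratio was -0.649 for oligodendrocyte-lineage markers, -0.18 for astrocytes, 0.10 for microglia and -0.41 for endothelial cells. Across the 7 arrays these medians followed the synaptic median at r = 0.981, 0.890, -0.876 and 0.127 (exact p = 0.00298, 0.0105, 0.0133 and 0.779; 0.0179, 0.0266, 0.0266 and 0.779 adjusted). A change within the oligodendrocyte lineage or the microglia stays open. For blood in the pools, the markers had a median of 0.0617 (r = -0.819, exact p = 0.0310, 0.0465 adjusted), and for choroid plexus of 0.215 (r = 0.526, exact p = 0.230, 0.276 adjusted), where a dilution by such cells would have to reach 36.8%. The brightest of these genes, Hba-a2 and Ttr, had mean ratios of 0.075 and -0.033 on the paper's arrays. On replicates 3 and 7 the choroid plexus markers were higher, with medians of 0.81 and 1.04 and a mean of 2.03 for Ttr, but the synaptic genes were higher there too, where a dilution would lower them. More choroid plexus in the MgSO4 pools of these 2 arrays stays open, and only a dilution of the synaptic genes by it is argued against. For the sex make-up of the pools, Xist exceeded the mean of 4 Y-linked genes on 7 of 7 arrays, where opposite ratios would need opposite signs, and the difference followed the synaptic median at r = -0.351 (exact p = 0.463).

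What stays open is the following. Variation shared with arrays of other treatments and times is a candidate explanation: the first principal component of the 24 other arrays holds 29.7% of their variance, and after its removal limma called 0 genes on the paper's arrays, where it had called 2008, with 349 at an unadjusted p under 0.05. The correlation of replicates 3 and 7 with the paper's arrays went from -0.395 to 0.0869, and the synaptic median of the paper's arrays from -0.69 to -0.14. Removing components 2 (21.5%) and 3 (11.3%) in its place gave 1829 and 1910 genes. After removal of the first component, all 7 arrays gave 35 genes (26 higher, 9 lower) where they had given 0 on these probes. An effect of MgSO4 along the same genes would be removed as well.

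The slide cannot be told apart from the other explanations. All 4 arrays on the slide of replicates 3 and 7 ran against the direction of List A, and their synaptic medians were 0.51 and 0.42 at 6 h, 0.45 at 12 h and 0.16 at 24 h. The 12 h replicate 4, however, correlated at -0.534 with the 6 h arrays of its own slide, which is another one. Pairs of arrays on the same slide were closer than others by an amount that chance can give (mean r 0.209 against 0.0798, permutation p = 0.102). With all 4 arrays on a single slide, the question stays open.

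Unequal labelling or RNA quality of the channels cannot be told apart from a difference between the samples. Over the 24 other arrays the synaptic median fell with the detection difference, green minus red (r = -0.622, permutation p = 0.00102, 0.00408 adjusted over 4 relations; rho = -0.507, 0.0504 adjusted). Within groups r was -0.642 and within slides -0.526. Over the 7 arrays of 6 h it was -0.763 (exact p = 0.0522) and without the 2 farthest arrays 0.193, and the detection is taken from the same signals as the ratios. The relation with the scaling factor of the dyes was 0.495 over the 24 arrays (permutation p = 0.0139, 0.0278 adjusted) and 0.463 at 6 h (exact p = 0.307). Samples swapped between the dyes on replicates 3 and 7 cannot be told apart either, because the correlation of -0.395 has the sign a swap needs and is far from the size that replicates 2 and 6 reach with each other (0.907), and the labels are the same on every array. An effect of MgSO4 that differs between pools of mice is the biological alternative, which the design leaves untested.

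Of 64 ways to turn the signs of the 6 h arrays, 2 gave as many genes as the true signs, the true one included. This criterion takes the arrays as independent, but replicates 1 and 5 share a slide, as do 2 and 6, and 3 and 7. Both of these ways keep the arrays of a slide together, so chance is not excluded for the count of 5. With replicates 2 and 6 counted as 1 array the count was 0, as it was without any 1 of 5 of the arrays, so the count of 5 rests on little. The other of the 2 ways, with replicates 3 and 7 turned, follows the slide that holds them and gave 1381 genes. In a single fit over all arrays the 6 h count was 249, and 186 with slide as a random block in that fit.

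Other single arrays stood apart in 1 or 2 genes or sets each, and no explanation of these was tested, technical or biological. At 3 h, Ache was at 0.17 on replicate 3 (others -0.22 to -0.17) and Vim at -1.27 on the same array (others -0.24 to -0.11), Mvk at 0.033 on replicate 4 (others -0.15 to -0.13) and Rprd1b at -0.10 on replicate 2 (others 0.85 to 0.96). At 6 h, Rictor was at 0.22 on replicate 4 (others -0.23 to -0.035). At 12 h, the hypoxia response genes had a median of 0.11 on replicate 3 (others -0.14 to -0.12), the listed targets of Rictor of 0.14 on replicate 2 (others -0.13 to -0.10), and Tenm4 was at 1.92 on replicate 4 (others 0.22 to 0.39), Nsdhl at -0.019 on replicate 3 (others -0.36 to -0.31) and Ehbp1 at 0.29 on replicate 1 (others 0.44 to 0.46). At 24 h, Mapre2 was at 0.50 on replicate 2 (others 0.16 to 0.21) and Trim32 at -0.12 on replicate 1 (both neighbours at 0.21).

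The Y-linked gene Ddx3y was at -0.43 on the 6 h replicate 1 (others 0.12 to 0.51), where Xist was at 1.47. On the 3 h replicate 2, Xist was at 0.87 and 4 of 4 Y-linked genes had the opposite sign, as unequal numbers of male and female pups in the pools would give. A different sex make-up of the paired pools may therefore explain the sex markers on single arrays. Against this, the labels give equal numbers of both sexes for every pool and the paper gives matched sexes, so the explanation needs a departure from both. No biological difference was tested.

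Cntrob was the 1 gene whose MgSO4 ratio differed between 6 h and 12 h, by -0.95 (limma adjusted p = 0.0389), with -0.80 ± 0.12 (SD, n = 7) at 6 h, lower on 7 of 7 arrays, and 0.16 ± 0.34 (SD, n = 4) at 12 h. Other groupings of the arrays gave as many genes in 11 of 100 cases, with up to 3443, so chance cannot be excluded for this count. The count was 0 under 9 of the settings named in the next part and 0 to 2 with an array left out. In Experiment 2, Shank3 was at -0.30 at 3 h and 0.09 at 12 h, a difference of 0.39, with every array of a time on 1 side of 0. This difference was not tested, and it was the only such case among 241 genes and sets looked at. No explanation was tested for either gene.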

How the results depend on the processing

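Normexp background correction, the restriction to the paper's arrays, replicates 2 and 6 at 6 h counted as 1 array, the unadjusted threshold for single-channel results and slide as a block with the controls of Experiment 3 were tests chosen only after the results were seen. Over all arrays and with the processing described above, limma called 0, 5, 0 and 1 genes after MgSO4 at 3 h, 6 h, 12 h and 24 h. It called 681 and 2 after HI at 3 h and 12 h, and 1408 and 0 between the channels of Experiment 2. The single-channel comparison gave 73 and 6, the difference between 6 h and 12 h 1, and the differences between 6 h and 3 h and between HI at 12 h and 3 h 0 and 0. With the series values or with outlier spots kept, all of these counts that could be taken stayed within 1.5 times. The cause of a change between settings was not tested unless the setting's construction gives it, as stated. Counts of genes do not show which genes were shared between settings.

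With normexp on the median signals and loess, the 4 MgSO4 counts became 41, 0, 32 and 0, the HI counts 256 and 356, and the counts of Experiment 2 574 and 302. The difference between 6 h and 12 h gave 0 genes, that between HI at 12 h and 3 h 50, and the single-channel comparison 29 and 0. The genes of List A with the paper's direction rose from 93.6% to 97.8%. Ribosomal protein genes in Experiment 2 passed the threshold, with medians of 0.087 and 0.090. At 24 h after MgSO4, oxidative phosphorylation changed sign to 0.041 and the listed targets of Rictor to 0.062. The planned normexp on mean signals was not run, because the files hold no mean spot signal.

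Without background subtraction and with loess, the MgSO4 counts were 32, 23, 62 and 27, with a share of repressions at 6 h of 0%. With the sign of the ratios turned, all 23 calls at 6 h would be repressions. The HI counts were 302 and 502, and those of Experiment 2 745 and 373. The difference between 6 h and 12 h gave 0, that between HI at 12 h and 3 h 75, and the single-channel comparison 28 and 0. List A genes with the paper's direction came to 95.9%, and the ribosomal medians in Experiment 2, at 0.10 and 0.11, passed the threshold. Signs changed for oxidative phosphorylation after MgSO4 at 3 h (0.035) and 24 h (0.047), for the listed targets of Rictor at 24 h (0.045) and for inflammation in Experiment 2 at 3 h (-0.0086). The cause was not tested.

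With each array centred on its median, the count after HI at 12 h was 0 and the difference between 6 h and 12 h gave 0. The synaptic genes (-0.17) and the listed targets of Mnk1 (-0.22) at 6 h no longer passed the threshold, and the ribosomal median of Experiment 2 at 3 h became -0.0046. The cause was not tested.

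Without a filter on dim probes, the MgSO4 counts at 6 h and 24 h were 2 and 0, with a share of repressions of 0%, the HI counts 32 and 0, Experiment 2 at 3 h 722, and the difference between 6 h and 12 h 0. With the sign of the ratios turned, both calls at 6 h would be repressions. With a strict filter, these MgSO4 counts were 0 and 0, HI at 12 h gave 173, the difference between 6 h and 12 h 0, that between HI at 12 h and 3 h 12, and the single-channel comparison at 12 h 2. The synaptic genes (-0.16) and the targets of Mnk1 (-0.22) no longer passed, and inflammation in Experiment 2 at 3 h was at -0.0029. The filters change the number of probes tested by construction. Signal over background limits which genes can be tested: a gene near the background, such as Il4 or Il10, has no tested ratio, and a change in it would be missed.

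Thresholds without adjustment call more genes by construction. The methods' t-test, unadjusted, gave MgSO4 counts of 113, 190, 214 and 73, and 902 after HI and 538 in Experiment 2 at 12 h. The rule of the paper's supplement gave 129, 198, 259 and 82, with 1036 and 790. Limma without adjustment gave 182, 269, 640 and 175, with 1825 and 1564. The median absolute log2 ratio of inductions minus that of repressions at 6 h was 0.39 with the calls above. Under these 3 rules it was 0.084, 0.080 and 0.077, past the threshold of its permutation test. The methods' t-test with Benjamini-Hochberg adjustment gave 0 at 24 h after MgSO4, 0 and 0 after HI and 0 in Experiment 2 at 3 h. With no minimum fold change, 2509 genes were called at 3 h after HI.

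A single limma fit over all arrays, which shares the spread between groups, gave MgSO4 counts of 72, 249, 211 and 39, HI counts of 395 and 1045, and 844 in Experiment 2 at 12 h. Its difference between inductions and repressions at 6 h was 0.069, past the threshold. With slide as a random block in that fit, the counts were 62, 186, 188 and 39, 305 and 815, and 772 and 755. With scan day they were 59, 166, 143 and 37, 191 and 353, and 476 and 305. The difference between 6 h and 12 h gave 0, 0 and 0 genes with a replicate block, with only the groups compared and with slide as a block. The cause was not tested.

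In the single-channel comparison, the counts at 3 h and 12 h were 17 and 2 with a replicate block. With the controls of Experiment 3 only, the 12 h count was 0, and with slide as a block as well the counts were 166 and 0. At an unadjusted p they were 1327 and 3988 on all arrays and 1035 and 3280 on the paper's arrays, and at adjusted p on the paper's arrays the 3 h count was 47. The Cy5 channel gave 323 and 1146, the HI ratio minus the ratio of Experiment 2 1453 and 2, and their sum 3064 and 2128. Quantile normalization gave 67 and 5. The cause was not tested.

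Among the 88 set tests, camera called 34, fry 5 and camera with an estimated correlation 0. These tests leave the medians as they are and change the p-values. With both, the synaptic genes at 6 h (-0.16), the targets of Mnk1 at 6 h (-0.22), inflammation at 3 h after HI (1.05) and oxidative phosphorylation in Experiment 2 (-0.16 at 3 h, -0.16 at 12 h) were no longer past the threshold. With the estimated correlation, cholesterol biosynthesis at 12 h after HI (-0.46) was not past it either. With the probe of largest change per gene, the targets of Mnk1 at 6 h (-0.23) no longer passed. The ribosomal medians of Experiment 2 became -0.026 and -0.038, and with the mean of a gene's probes -0.011 and -0.026. The probe of largest change also turned the sign of Ppara at 3 h after HI (-0.68) and, in Experiment 2 at 3 h, of Dlgap3 (1.01), Grin1 (1.17), Psd3 (0.64) and Tln2 (0.93). Another probe is used by construction.

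On the paper's arrays, limma called 2494 genes at 6 h and 3 at 24 h, 1552 between 6 h and 3 h and 2977 between 6 h and 12 h. List A genes with the paper's direction came to 98.3%. At 3 h the targets of Mnk1 and Fmr1 turned to 0.14 and 0.11. The methods' t-test, unadjusted, gave 149, 1730, 144 and 97 genes on these arrays, and the supplementary rule 201, 1958, 240 and 132. With Benjamini-Hochberg adjustment the t-test gave 0 at 6 h and 0 at 24 h. The difference between inductions and repressions at 6 h was reversed, at -0.14 by limma, -0.15 by the t-test and -0.18 by the supplementary rule. Over the 35 subsets of 4 of the 7 arrays, the 6 h count had a median of 0 and a range of 0 to 1547, with 29 subsets at 0 and 4 above 100. With replicates 2 and 6 counted as 1 array, the count at 6 h and the difference between 6 h and 12 h were 0 and 0, List A genes with the paper's direction came to 86.2%, and the synaptic genes (-0.11) and the targets of Mnk1 (-0.11) no longer passed. The setting has fewer arrays. The cause of the other changes was not tested.

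With each array left out in turn, the MgSO4 counts at 3 h and 12 h and the differences between 6 h and 3 h and between 6 h and 24 h were 0 throughout. The 6 h count was 0 to 14: 14 without replicate 7, 1 without replicate 3 and 0 without each of the other 5. The 24 h count was 0 to 3, with 3 without replicate 3 and 0 without each of the others. After HI, the 3 h count was 273 to 683, the lowest without replicate 1, and the 12 h count was 18 to 3008: 748, 18 and 3008 without replicates 1, 2 and 3. In Experiment 2 the counts were 1088 to 2089 at 3 h and 0 to 789 at 12 h, where only leaving out replicate 3 gave a count above 0. The difference between 6 h and 12 h gave 0 to 2: 2 without 12 h replicate 1 or 3, 1 without 6 h replicate 3, and 0 without any other. That between HI at 12 h and 3 h gave 0 to 2, with 2 without 12 h replicate 1 and 1 without 12 h replicate 3.

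The single-channel counts were 13 to 177 at 3 h and 1 to 26 at 12 h. At 3 h the count was 13, 44 and 28 without replicates 1, 2 and 3 of Experiment 2. It was 47, 46 and 177 without replicates 1, 2 and 3 of Experiment 1, and 45 without replicate 1 of Experiment 3. At 12 h it was 3, 3 and 16 without replicates 1, 2 and 3 of Experiment 2, 1 without replicate 2 of Experiment 1 and 26 without replicate 3 of Experiment 3. The share of repressions at 6 h was 0 to 50%, from 2 fits that gave calls, the lowest without replicate 3. With the sign of the ratios turned, the only call without replicate 3 would be a repression. The share without replicate 7 would stay at 50%. The difference between inductions and repressions was 1.18 without replicate 7, where alone it had a value.

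For the sets, the synaptic median at 6 h was -0.29 to -0.080 and lost its call without replicate 1, 2 or 6 (-0.080, -0.10 and -0.092). The targets of Mnk1 at 6 h were at -0.42 to -0.10 and lost their call without replicates 1, 2, 4, 5 or 6 (-0.12, -0.10, -0.21, -0.22 and -0.12). List A genes with the paper's direction came to 85.7 to 96.3%. The number of set tests called was 32 to 37. In Experiment 2, inflammation at 3 h was at -0.12 to 0.071, negative without replicate 2, oxidative phosphorylation at -0.25 to -0.11 at 3 h, losing its call without replicate 2 (-0.18) or 3, and at -0.19 to -0.11 at 12 h. Ribosomal proteins were at 0.0088 to 0.028 at 3 h and -0.0043 to 0.024 at 12 h, negative without replicate 2. For the listed targets of Mnk1, MgSO4 at 3 h, the median was -0.064 without replicate 4 and turned to 0.14 without replicate 1. For the listed targets of Fmr1, MgSO4 at 3 h, it was -0.025 without replicate 2 and turned to 0.11 without replicate 1. Cholesterol biosynthesis at 12 h after HI (-0.47 to -0.45) and inflammation at 3 h after HI (0.95 to 1.13) kept their direction and their call with any array left out. Genes of list ② with the paper's direction, as Cy3 over Cy5, came to 96.8 to 97.8%. Fewer arrays are part of this setting, and the cause of the changes was otherwise not tested.

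Over all alternatives, arrays left out included, of the values of the gene sets not named in the comparisons 1003 kept their direction and their side of the threshold, 75 lost and 50 gained a call in the same direction, 89 changed sign with no call under either setting, and 9 changed sign with a call under either. Of the values of single named genes, 4891 kept their direction and their side of the threshold, 24 lost and 128 gained a call in the same direction, 315 changed sign with no call under either setting, and 5 changed sign with a call under either. The values of the last kind are given above, and those of the kind before it are not given singly.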

Differences from the paper's values

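The comparisons with normexp and with the paper's arrays were tests chosen only after the results were seen, and the other alternatives were set before the data were examined. Counts of the paper are from its text or its supplementary lists.

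For genes changed by MgSO4 at 6 h, the paper's value is 1322, with 372 inductions and 960 repressions in the paper's list. Over all 7 arrays the values here were 5, 3 and 2, and none of the 14 alternatives set before came within 1.5 times of any of them, nor did any of the 7 fits with an array left out. With the paper's arrays, a choice made after seeing the values, the methods' t-test unadjusted gave 1730 genes, 480 inductions and 1250 repressions, and it dropped 444 of the 1327 genes of the paper's list, 203 of its 372 inductions and 246 of its 960 repressions. The supplementary rule on the same arrays, also chosen after seeing the values, gave 1958 genes and 518 inductions, and dropped 418 of the 1327 genes and 197 of the 372 inductions. Limma on these arrays gave 2494 genes and dropped 274 of 1327.

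Over all time points, the paper counts 1411 genes, 447 inductions and 973 repressions, and the values here were 6, 4 and 2. Of 14 alternatives, limma unadjusted came within range for the genes (1061), and the other 13 did not. For the inductions, the methods' t-test unadjusted (354), a single fit over all arrays (359), the supplementary rule (415) and slide as a random block (303) did, and the other 10 did not. For the repressions 0 of 14 did. With the paper's arrays and the methods' t-test unadjusted, chosen after seeing the values, there were 1991 genes and 1327 repressions, with 451 of 1399 genes and 243 of 964 repressions of the paper's lists dropped. The paper's share of repressions is 68.5%, against 33.3% here. The arrays do not settle the direction of the 6 h ratios. With the sign of every ratio turned, a reading considered only after seeing the values, 4 of the 6 calls would be repressions, near the paper's share, while the calls leave out 1398 of the 1399 genes of the paper's list. The methods' t-test with Benjamini-Hochberg adjustment (50.0%) was within range and the other 12 of 13 alternatives with calls were not, and of 19 fits with an array left out only that without 6 h replicate 7 (50.0%) was. Chosen after seeing the values, the paper's arrays gave 70.6% by limma (344 of 1399 genes dropped), 65.9% by the methods' t-test (451 dropped) and 64.6% by the supplementary rule (426 dropped). With the sign of every ratio turned, these would be shares of inductions, and repressions would be the smaller group under each rule.

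At 3 h the paper lists 60 genes, and 0 were called here by limma. A single fit over all arrays (72), scan day (59) and slide (62) as a random block were within range, and the other 11 of 14 alternatives were not. Normexp with loess, chosen after seeing the values, gave 41 and dropped 32 of the 60. At 12 h the paper lists 24 genes and 0 were called here, and 0 of 14 alternatives were within range, while normexp, chosen after seeing the values, gave 32 and dropped 20 of the 24. At 24 h the paper lists 9 genes and 1 was called here, with 0 of 14 alternatives within range.

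In Experiment 2 the published values match Cy3 over Cy5, and counts are given on that scale. The paper's negative regulations number 513, against 1130 here. No background subtraction (697), no filter on dim probes (614) and scan day as a random block (491) were within range, and the other 11 of 14 were not, while normexp, chosen after seeing the values, gave 562 and dropped 153 of the 512 genes of the paper's list. The paper's positive regulations number 180, against 283 here, with no background subtraction (147), slide as a random block (214), the strict filter (259) and the fit without 3 h replicate 2 (223) within range, and the other 11 of 14 alternatives not.

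The paper's number of genes shared by MgSO4 effects and effects in Experiment 2 is 145, or 20.1% of the latter, against 0 and 0% here. The methods' t-test unadjusted (128), a single fit over all arrays (122) and the supplementary rule (148) were within range for the number, and the other 11 of 14 were not. For the share, limma unadjusted (14.8%) was within range and the other 12 of 13 were not. The paper's arrays, chosen after seeing the values, gave shares of 21.9% by limma, 19.0% by the methods' t-test and 22.9% by the supplementary rule, and dropped 71, 67 and 60 of the 143 genes that stand in both of the paper's lists. These counts take every gene tested in a comparison. Beside the paper's sentence, the shares are over the genes tested in all comparisons.

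For the single-channel comparison of Experiment 2 with control, list ⑦ of the paper holds 1199 genes, against 77 here. The Cy5 channel in place of Cy3 (1398) and the HI ratio minus the ratio of Experiment 2 (1454) were within range, and the other 8 of 10 alternatives were not.

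The paper reports most 6 h effects as repressions and larger amplitudes for repressions. Over all arrays, repressions were 40.0% of 5 calls and the inductions had the larger median, while with the paper's arrays both statements held, with 70.6% and medians of 0.71 and -0.85. With the sign of the ratios turned, the shares would be 60.0% over all arrays and 29.4% on the paper's arrays, and the larger median would change sides in both. It places Grin3a among the glutamatergic genes of lesser repression, while its mean log2 ratio on the paper's arrays was -1.59, beyond that of Grin1 (-1.13). It lists Grik3 as induced, and its brightest probe was at -0.46 on the paper's arrays and 0.19 on all arrays. It reports separate probes of Celf4 in both directions at 6 h, and both tested probes were negative on the paper's arrays (-0.74 and -0.53). Probes of Kalrn, Psd3, Tenm4 and Tln2 did have means of both signs there.

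For inflammation, the paper concludes that MgSO4 before HI prevented the response. The list's median log2 Cy5 to Cy3 ratio was 0.029 at 3 h and 0.26 at 12 h, where the 3 arrays had -0.21, 0.16 and 0.63. The level at 12 h was thus lower in Cy3, where the published values place MgHI, and higher in Cy5, where the methods place it, on 2 of 3 arrays. The Cy3 samples stood above the controls of Experiment 3 by 1.18 and 1.52. Of the chemokine genes it names, Ccl2, Cxcl1, Ccl3 and Csf1 had mean ratios of 0.16, 0.12, -0.26 and -0.17 at 3 h, none of them called. It reports that the lower cholesterol biosynthesis after HI was absent in MgHI. The Cy3 samples of Experiment 2 were lower than the controls of Experiment 3 at 12 h by -0.62, with 22 of 22 genes lower. Between the channels of Experiment 2 the median was -0.0037, with 11 genes higher and 11 lower and array medians of -0.022, 0.0084 and -0.052. After HI the array medians were -0.41, -0.52 and -0.41. Both channels were thus low in these genes, whichever held MgHI. This argues against an absence of the lower level in MgHI at 12 h. It reports Idi1 and Msmo1 as activated in MgHI and Nsdhl as unaffected, while Idi1 and Msmo1 were at 0.068 and -0.20 at 3 h and both at -0.15 at 12 h between the channels, not called. Against all controls, their Cy3 signals were higher at 3 h (0.94 and 0.95), which is the paper's direction if MgHI is in Cy3, and lower at 12 h (-0.88 and -0.91), not called either. Nsdhl was at 0.54 at 3 h, below the fold change required for a call.

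It reports that Grin2b rose after HI and that MgSO4 reversed this. The gene rose after HI (1.05 at 12 h, not called), and in Experiment 2 it was lower in Cy5, at -0.36 and -0.41, which is a lower level in MgHI only if MgHI is in Cy5. It describes Ehbp1, Peg10 and Xaf1 as highly induced by HI, and their ratios were -0.42, 0.23 and -0.23 at 3 h and 1.07, 1.95 and 1.71 at 12 h, none of them called, while their higher level in Cy3 at 3 h in Experiment 2 goes the way the paper states if MgHI is in Cy3. It describes a repression of Rprd1b by HI that MgSO4 enlarged. The ratio after HI was -0.0047 at 3 h and -1.26 at 12 h. In Experiment 2 the gene was higher in Cy5, which goes the way the paper states if MgHI is in Cy3. It reports mostly repressions among ribosomal protein genes in MgHI. Between the channels the medians were 0.0049 and 0.0052, while at 12 h 81 of 83 were lower in Cy3 than in all controls and 78 of 83 than in the controls of Experiment 3. It reports a de novo repression of oxidative phosphorylation genes in MgHI. Between the channels their medians were -0.16 at both times, which is a lower level in MgHI only if MgHI is in Cy5. After HI without MgSO4 they were lower too, with medians of -0.12 and -0.23.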

Other observations

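The tests of a dye effect, of the differences between the experiments' controls and of slide were chosen only after the results were seen, while the counts of other groupings of the arrays were set before.

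Other groupings of the same arrays were counted for each comparison. For MgSO4 against control, turning signs gave as many genes as the true signs in 1 of 8 ways at 24 h, and with 4 arrays chance could not be excluded, since 8 ways allow no share under 0.05. The same holds for the 3 arrays of HI (1 of 4 ways at 3 h and 1 of 4 at 12 h) and of Experiment 2 at 3 h (1 of 4). Where limma called 0 genes, every grouping gives as many, so these counts test nothing. This applies to MgSO4 at 3 h and at 12 h (8 of 8 ways each, with 182 and 640 genes at an unadjusted p in limma), to Experiment 2 at 12 h (4 of 4) and to HI at 12 h against 3 h (10 of 10). It also applies to the MgSO4 ratio at 6 h against 3 h and against 24 h (100 of 100 each, where other groupings gave up to 1039 and 1264 genes).

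In the single-channel comparison of the Cy3 samples of Experiment 2 with all controls, 2 of 100 groupings gave as many genes at 3 h and 2 of 100 at 12 h, the true one included. Chance can therefore be excluded for the counts of 73 and 6 against arbitrary groupings only, because the arrays of the experiments are not alike: the controls of Experiments 3 and 1 differed in 2006 genes at 3 h and 5183 at 12 h. Some groupings that follow the experiments gave more: the 4 splits that set 3 controls of Experiment 1 against the other arrays ranged from 0 to 1952 genes at 3 h and from 1 to 5522 at 12 h. The split of the controls of Experiment 3 against the rest gave 1 and 0. Among the arrays of Experiments 2 and 3 alone, which share slides, the counts were 54 and 0, and 166 and 0 with slide as a block. With a replicate block over all controls they were 17 and 2. A difference between the experiments is therefore not excluded for these counts, least of all at 12 h.

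Ribosomal protein genes were lower in the Cy3 samples of Experiment 2 than in all controls at 12 h. A difference between the experiments' arrays may account for much of this, because the controls of Experiment 3 were also lower than those of Experiment 1, by a median log2 difference of -0.616 with 80 of 83 genes lower. Against the controls of Experiment 3 alone a lower level remained, at -0.304 with 78 of 83 lower. The arrays of both experiments lie in equal numbers on the same slides, so a block for slide leaves this value as it is and tests nothing. A biological difference between the samples of Experiments 2 and 3 stays open and untested, because the labels give no difference between their arrays of a time other than the treatment.

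The 1408 genes that differed between the channels of Experiment 2 at 3 h were compared with arrays of the same dyes. If the dyes alone gave these ratios, the 3 h MgSO4 arrays would show them with the same sign and a like size. The 1472 called probes had a median of 0.0738 there in the direction of Experiment 2, against 0.79 in Experiment 2 itself, which argues against a dye effect of the probes as the whole cause. The sign was the same for 69.2% of the probes on these arrays and for 68.3% at 3 h after HI (median 0.10), so a small part shared between experiments may exist. Tested against the 3 h MgSO4 ratio in place of 0, limma called 836 genes (720 higher in Cy5, 118 lower), and 680 genes, 48.3% of the 1408, were called in both. The mean ratios of Experiment 2 at 3 h and 12 h correlated at 0.804 across probes, and the next highest correlation between groups was 0.527, between MgSO4 at 12 h and 24 h.

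The 14 hypoxia response genes tested had a median log2 ratio of 0.20 at 3 h after HI (12 of 14 higher, adjusted p = 0.000257, limma's camera) and of 0.014 at 12 h (adjusted p = 0.888, limma's camera). The immediate early genes had a median of 0.46 at 12 h after HI (14 of 16 higher, adjusted p = 0.00170, limma's camera), and in Experiment 2 of 0.011 at 3 h and 0.29 at 12 h (adjusted p = 0.227 and 0.0173, limma's camera). After MgSO4 the medians of both lists lay between -0.10 and 0.18, with adjusted p of 0.168 or more in limma's camera.

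Of the lists used, the study's List A holds 29 of 29 listed targets of Mnk1, 26 of 27 of Fmr1, 30 of 31 of Sirt1 and 2 of 37 of Rictor that were detected. It holds 23 of the 45 synaptic genes, 4 of 83 ribosomal protein genes, 3 of 22 cholesterol biosynthesis genes and 0 of 77 oxidative phosphorylation genes. Of the marker lists it holds 2 of 7 oligodendrocyte-lineage genes, 1 of 8 astrocyte genes, 1 of 5 endothelial genes and 0 of the 8 microglia, 6 blood and 6 choroid plexus genes detected. All of these were well above background in this tissue.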
